# Competition for Mitogens Regulates Spermatogenic Stem Cell Homeostasis in an Open Niche

**DOI:** 10.1016/j.stem.2018.11.013

**Published:** 2019-01-03

**Authors:** Yu Kitadate, David J. Jörg, Moe Tokue, Ayumi Maruyama, Rie Ichikawa, Soken Tsuchiya, Eri Segi-Nishida, Toshinori Nakagawa, Aya Uchida, Chiharu Kimura-Yoshida, Seiya Mizuno, Fumihiro Sugiyama, Takuya Azami, Masatsugu Ema, Chiyo Noda, Satoru Kobayashi, Isao Matsuo, Yoshiakira Kanai, Takashi Nagasawa, Yukihiko Sugimoto, Satoru Takahashi, Benjamin D. Simons, Shosei Yoshida

**Keywords:** stem cells, spermatogenesis, density homeostasis, open niche, biophysical modeling, mitogen competition, fibroblast growth factors

## Abstract

In many tissues, homeostasis is maintained by physical contact between stem cells and an anatomically defined niche. However, how stem cell homeostasis is achieved in environments where cells are motile and dispersed among their progeny remains unknown. Using murine spermatogenesis as a model, we find that spermatogenic stem cell density is tightly regulated by the supply of fibroblast growth factors (FGFs) from lymphatic endothelial cells. We propose that stem cell homeostasis is achieved through competition for a limited supply of FGFs. We show that the quantitative dependence of stem cell density on FGF dosage, the biased localization of stem cells toward FGF sources, and stem cell dynamics during regeneration following injury can all be predicted and explained within the framework of a minimal theoretical model based on “mitogen competition.” We propose that this model provides a generic and robust mechanism to support stem cell homeostasis in open, or facultative, niche environments.

## Highlights

• Mouse spermatogenic stem cells (SSCs) migrate among their differentiating progeny
• Lymphatic endothelial cells near vasculature secrete FGFs that act as SSC mitogens
• SSCs tune their self-renewal and differentiation in response to FGF consumption
• Competition for limited supply of mitogen (FGFs) regulates SSC density homeostasis

## Introduction

The maintenance of cycling adult tissues relies on the activity of stem cell populations. To replenish cells lost through differentiation, stem cells must balance self-renewal and differentiation (Krieger and Simons, 2015, Simons and Clevers, 2011). Such fate asymmetry may be enforced at the level of individual cell divisions or may be assigned stochastically with balance achieved only at the population level—termed “population asymmetry” (Klein and Simons, 2011). Traditionally, efforts to resolve the factors that control fate asymmetry place emphasis on short-range mitogenic and anti-differentiation signals from a definitive anatomical niche, a specialized microenvironment to which stem cells anchor, becoming physically separated from their differentiating progeny (Morrison and Spradling, 2008, Stine and Matunis, 2013, Watt and Hogan, 2000). However, in some tissues, such as mammalian blood and spermatogenesis, stem cell maintenance is thought to take place in a “facultative,” or “open,” niche (Morrison and Spradling, 2008, Stine and Matunis, 2013, Yoshida, 2018a), where stem cells are often highly motile and lie dispersed among their differentiating progeny. The question of how stem cell number is regulated in such environments is poorly understood.

In the mouse testis, the vast stem cells that support long-term homeostasis are included within the population of GFRα1^+^ spermatogonia, which comprise mononucleated (A_single_ [A_s_]) and syncytial (A_pair_ [A_pr_] and A_aligned_ [A_al_]) cells (Garbuzov et al., 2018, Hara et al., 2014, Hofmann et al., 2005). Whether the self-renewing compartment comprises all or a subset of this population remains unclear (Lord and Oatley, 2017, Yoshida, 2018b). Although some propose that long-term self-renewal potential is restricted to a small subpopulation of GFRα1^+^ A_s_ cells expressing Id4 or other markers (Chan et al., 2014, Helsel et al., 2017), others argue that the entire GFRα1^+^ population comprises a single pool in which cells interconvert between topologically distinct states of A_s_ and A_pr_/A_al_ syncytia (Hara et al., 2014). Nevertheless, during homeostasis, it is known that the size of the GFRα1^+^ pool is kept constant through population asymmetry, in which continuous and stochastic stem cell loss through differentiation is *locally* compensated by proliferation of neighbors (Hara et al., 2014, Klein et al., 2010, Klein and Simons, 2011). However, the mechanisms that ensure this balance remain undefined.

In the definitive, or closed, niche environment of *Drosophila* and *C. elegans* gonads, self-renewal-promoting signals show a restricted distribution (Spradling et al., 2011). In mouse seminiferous tubules, factors known to regulate stem cell behavior (i.e., self-renewal-promoting glial cell line-derived neurotrophic factor [GDNF], the GFRα1 ligand [Chen et al., 2016, Meng et al., 2000], and differentiation-promoting retinoic acid [RA] and Wnt) are distributed in a spatially uniform manner around the tubule, while showing periodic temporal variation in concert with the seminiferous epithelial cycle (Sato et al., 2011, Sharma and Braun, 2018, Takase and Nusse, 2016, Tokue et al., 2017, Vernet et al., 2006, Ikami et al., 2015, Oakberg, 1956, Yoshida, 2018a). However, GFRα1^+^ cells show biased localization toward the vasculature (arterioles and venules) and surrounding interstitium; yet the basis of this localization is unknown (Chiarini-Garcia et al., 2001, Hara et al., 2014, Yoshida et al., 2007). Despite such a bias, GFRα1^+^ cells are not clustered in defined regions but disperse among their differentiation-primed (NGN3^+^/RARγ^+^/Miwi2^+^) and committed (KIT^+^) progeny and show persistent and active migration on the basement membrane along and between different vasculature-associated regions (Figures 1A–1D and S1A; Ikami et al., 2015, Carrieri et al., 2017, Hara et al., 2014), emphasizing the non-canonical and open nature of the niche environment in this tissue. Strikingly, despite local fluctuations, the GFRα1^+^ cell density averaged over tubular segments is remarkably constant both spatially (Figures 1B, 1C, and S1A; Hara et al., 2014) and temporally (remaining constant even across the 8.6-day seminiferous epithelial cycle; Grasso et al., 2012, Ikami et al., 2015). This suggests that the pool size regulation of GFRα1^+^ cells is achieved in a manner that stabilizes their average density.

**Figure 1:**
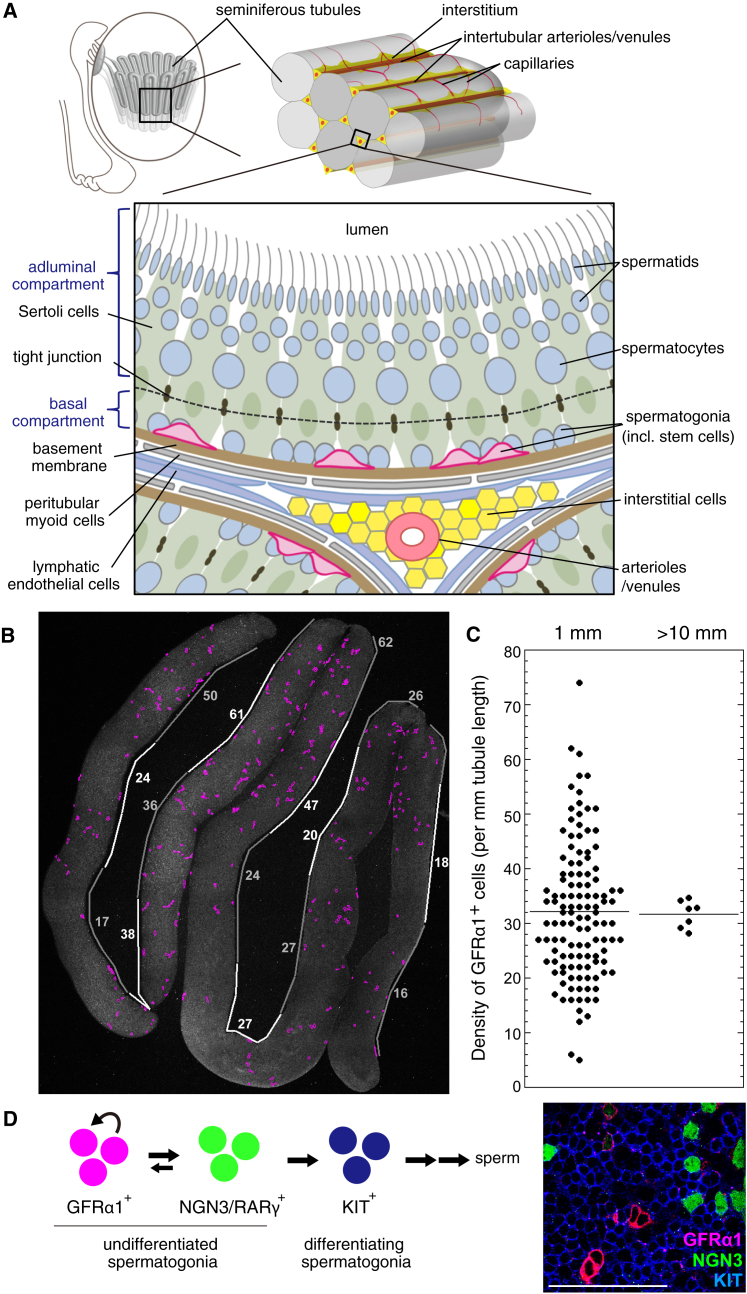
Testis Anatomy and Constant Average Density of GFRα1^+^ Stem Cells (A) Anatomy of a mouse testis and seminiferous tubules. (B) An image of a whole-mount seminiferous tubule after immunofluorescence (IF), in which positions of GFRα1^+^ cells are traced (magenta). White and gray lines alongside the tubules indicate 1-mm-long segments, containing the indicated numbers of GFRα1^+^ cells. (C) Variable numbers of GFRα1^+^ cells contained in a 1-mm-long segment (left) and the highly constant average density over long continual segments over 10 mm (right). Horizontal lines indicate the average values. (D) Hierarchy (left) and interminglement (right; a whole-mount IF of seminiferous tubules) of GFRα1^+^, NGN3/RARγ^+^, and KIT^+^ spermatogonia. Scale bar, 100 μm.

In this study, we report on how fibroblast growth factor (FGF) family ligands, secreted from a subset of lymphatic endothelial (LE) cells near the vascular network of arterioles and venules and accompanying interstitium, serve as critical extracellular factors that regulate GFRα1^+^ cell density homeostasis. By analyzing the population dynamics of GFRα1^+^ spermatogonia in wild-type (WT) and mutant mice, under both normal and perturbed conditions, we present evidence that competition for a limited supply of mitogens (FGFs) provides a robust and generic mechanism to support stem cell density regulation in the open niche environment of the mouse testis.

## Results

### FGF5 Expression in LE Cells Near the Vasculature and Its Mitogenic Function on GFRα1^+^ Spermatogonia

As a starting point, we searched for key factors that could contribute to GFRα1^+^ cell regulation. Based on the biased localization of GFRα1^+^ cells toward the vasculature and the surrounding interstitium (Chiarini-Garcia et al., 2001, Hara et al., 2014, Yoshida et al., 2007), we compared gene expression profiles between tubule regions facing the interstitium with areas facing neighboring tubules (Hara et al., 2014; Figure 2A). These regions were collected by laser capture microdissection and processed for cDNA microarray analysis, providing 315 candidate genes enriched in vasculature-associated regions (Table S1). A second screening using *in situ* hybridization (ISH) revealed 11 genes that showed similar expression in large flattened cells covering the outer surface of the tubules near the interstitium (Figures 2B and S1B). Among these, we focused on *fibroblast growth factor 5* (*Fgf5*), because previous studies have emphasized the role of FGF signals in providing mitogenic and anti-differentiation effects on spermatogenic stem cells. This has been achieved largely *in vitro* by adding FGF2 to culture media, although the molecular identity of naturally acting FGFs *in vivo* remains elusive (Kanatsu-Shinohara et al., 2003, Kanatsu-Shinohara et al., 2014, Takashima et al., 2015).

**Figure 2:**
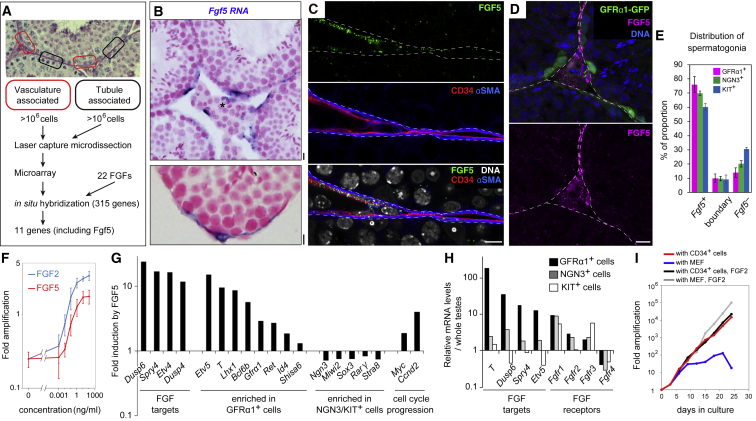
Identification, Expression, and Mitogenic Function of FGF5 (A) Outline of the screening for genes preferentially expressed in the vasculature-associated region. (B) Representative ISH images for *Fgf5* (blue) in testis sections, counterstained with nuclear fast red. Asterisk, intertubular arterioles or venules. (C) A representative IF image of a tubule periphery stained for FGF5 (green), CD34 (red), and αSMA (blue). (D) Representative image of an intertubular region of a GFRα1-GFP mouse testis stained for GFP (green), FGF5 (magenta), and DNA (blue). Scale bars, 10 μm in (B)–(D). Broken lines, outline of tubules (C and D). (E) Relationship between *Fgf5*^*+*^ area and the position of spermatogonia. Detailed data are shown in Figure S1J. (F) Mitogenic effect of FGF5 (red) or FGF2 (blue) on cultured spermatogonia. Fold increase in the number of germline stem (GS) cells cultured with indicated concentration of FGF5 for 8 days. Shown in average ± SEM (n = 3 independent experiments). (G) Effects of FGF5 on gene expression. GS cells depleted for FGF2 and GDNF for 3 days were supplemented with or without FGF5 (100 ng/mL) for 24 hr, followed by cDNA microarray analyses. (H) Gene expression of GFRα1^+^, NGN3^+^, and KIT^+^ cells *in vivo*, selected from our published cDNA microarray data of fluorescence-activated cell sorting (FACS)-sorted spermatogonial fractions, normalized to the values from whole testis (Ikami et al., 2015). (I) Amplification of GS cells co-cultured with mouse CD34^+^ testicular cells or mouse embryonic fibroblast (MEF) with or without FGF2.

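Germline stem (GS) cells are spermatogonia that self-renew in culture when they are given FGF2 and GDNF. For the microarrays of Figure 2G they were kept without these factors for 3 days and then cultured for 24 hr with or without 100 ng/mL FGF5. The paper gives their origin as an intercross of C57BL/6 and ICR mice, while the sample labels give the strain as C57BL/6. Each condition had 2 samples, and each sample was hybridized to 1 Agilent whole mouse genome array with Cy3 as the only dye. The labels number the samples within a condition, but neither they nor the paper's text states that equal numbers share a culture, so the conditions were compared as unpaired groups. The scanner software, Feature Extraction, subtracted the background and evened out trends across each array. The methods then give a GeneSpring correction in which signals under 1.0 are set to 1.0 and each array is shifted to its 75th percentile, with no baseline transformation. The same floor and shift were applied here to the background-subtracted signals of the 59305 non-control spots, which hold 55681 probes, 55249 of them printed once. Between 117 and 172 spots per array that the software had marked as uneven or as outliers among their copies were left out, and 0 spots were saturated. The 75th percentile of the signal lay between 576 and 650 scanner units, and between 62.8% and 65.2% of the probes were well above background on each array. The 34608 probes well above background on both arrays of at least 1 condition were tested with limma (two-sided, Benjamini-Hochberg adjustment), and a gene with several probes was read from the probe with the highest mean signal. All values are log2 signals relative to the 75th percentile of the array. With 2 arrays per condition the number of arrays limits the precision. The median SD between replicates was 0.17 on the log2 scale in each condition. Across probes, which are not independent replicates, Pearson's r was 0.982 between the arrays of a condition and 0.981 to 0.989 between arrays of different conditions.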

FGF5^+^ flattened cells covered some 60% of the surface of the tubules, with a significant bias toward areas facing the interstitium (Figures S1C and S1D). Apart from a few interstitial cells, FGF5 was also immunolocalized to a subset of CD34^+^ LE cells in the two layers of peritubular cells. LE cells, sometimes termed specifically as parietal LE cells to avoid confusion with lymphatic vessel endothelial cells, are so designated because they cover the surface of lymphatic space (Clark, 1976, Kuroda et al., 2004; Figures 2C and S1E–S1G). Across the basement membrane and myoid cells, GFRα1^+^ cells showed a significant positive spatial correlation with FGF5^+^ LE cells, and NGN3^+^ cells and KIT^+^ cells showed weaker and no correlations, respectively (Figures 2D, 2E, and S1J; STAR Methods). FGF5 expression was observed throughout the seminiferous epithelial cycle (Figure S1I).

FGF5, like FGF2, promoted the proliferation of cultured GFRα1^+^ spermatogonia in a concentration-dependent manner (Figure 2F). 

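In GS cells with FGF5 compared to those without, 0 of the tested probes passed an adjusted p of 0.05 in limma (smallest adjusted p = 1.00), and 882, or 2.55%, had an unadjusted p under 0.05. The signal changed at least 2-fold for 452 probes, of which 300 were higher with FGF5 and 152 lower. Without the filter on dim probes this count was 2541, with 911 higher and 1630 lower, and with 1 array left out it lay between 1020 and 1787. Leaving out either array without FGF5 also reversed the balance, to 25.5% and 35.7% higher. With 1 array left in a group, probes above background on that array alone entered the test. The reversal may therefore come from the filter and cannot be set down to the response. The arrays of the conditions did not overlap for 22.8% of the probes, less than the 33.3% that chance gives for 2 independent arrays against 2. Deviations from the group means correlated across probes between equally numbered samples (r = 0.636). The arrays may thus not be independent, and the low share is no evidence against a response. With the replicate number as a block in limma, 2549 probes had an unadjusted p under 0.05, and 0 passed the adjustment (smallest adjusted p = 0.150).
The array carries all 19 genes of Figure 2G, and 17 of them were tested. All 17 moved in the direction drawn in that figure, 12 higher and 5 lower with FGF5, and for 14 of them the arrays of the conditions did not overlap. None of the 17 passed the adjustment over all tested probes. When adjusted over the list alone, 10 passed, which is not independent evidence because the study picked the list on these samples. Leaving out 1 array changed that number to between 3 and 12. Among the genes of the list above background in both conditions, *Dusp6* (NM_026268) had the highest fold change. *Spry4* and *T*, which have only a lower bound, cannot be ranked against it. *Dusp6* encodes a phosphatase acting on ERK kinases, and its probe lies on chromosome 10 of mm9 from 98729985 to 98730044. Its log2 signal was 3.16 ± 1.28 (SD, n = 2) with FGF5 and -1.43 ± 0.14 (SD, n = 2) without, a 24.1-fold difference with a standard error of 0.62 on the log2 scale, and 12.9-fold or 45.0-fold when 1 of the arrays with FGF5 was left out. *Etv5* (NM_023794; chromosome 16, 22381387 to 22381446) was 15.2-fold higher with a standard error of 0.67. *Dusp4* was 11.7-fold higher, against cells without FGF5 in which it was well above background on 1 of 2 arrays. After another background correction (normexp) *Dusp4* was 3.97-fold higher. This correction was run with 50 added to every signal, which shrinks the changes of dim probes. *Etv4* was 9.47-fold higher. *Spry4* and *T* were above background only with FGF5 and were at least 6.38-fold and at least 4.98-fold higher by the mean of both arrays with FGF5, and at least 3.18-fold and at least 2.99-fold by replicate 1 alone. *Bcl6b* was 5.74-fold higher and *Lhx1* 2.19-fold higher, although a second probe of *Lhx1* gave 8.66-fold. The mean signals of these 2 probes were nearly equal. With FGF5 the second was the brighter, at a log2 signal of -0.82 against -1.80.
Of the cell cycle genes, *Ccnd2* (NM_009829; chromosome 6, 127098696 to 127098755) was 4.01-fold higher with a standard error of 0.59 on the log2 scale. *Myc* was well above background on 1 of 2 arrays with FGF5 and on 0 of 2 without, so it was not tested. *Ret* was 2.72-fold and *Id4* 1.88-fold higher. *Gfra1* was 2.94-fold higher. In this unpaired comparison its arrays overlapped between the conditions and its standard error was 0.94. Between equally numbered samples its log2 differences were 1.54 and 1.57. With the replicate number as a block it passed the adjustment over the list alone, although the labels do not state such a pairing. *Shisa6* was not well above background on any of the 4 arrays, so no change could be measured.
The genes that were lower changed by less. With FGF5 the signal was 0.754 of that without for *Piwil4* (*Miwi2*), 0.757 for *Sox3*, 0.746 for *Stra8*, 0.834 for *Rarg* and 0.823 for *Neurog3* (*Ngn3*). In this unpaired comparison each of these changes was under 2.3 times its standard error, and 0 of the 5 passed the adjustment over the list alone. With the replicate number as a block, only *Sox3* among them passed it. The arrays of the conditions overlapped for *Rarg* and *Neurog3*, and *Neurog3* changed to a log2 difference of 0.09 without replicate 2 of the cells with FGF5. A second, dimmer probe of *Neurog3* was lower without overlap, with a log2 fold change of -0.49 (standard error 0.16). From the opposite directions of these groups of genes in Figure 2G the paper reasons that FGF5 has mitogenic and anti-differentiation effects. Its case for a mitogenic role also rests on cell counts in culture (Figure 2F) and on co-culture with CD34+ cells (Figure 2I).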

FGF5 also led to the upregulation of genes associated with cell cycle progression (e.g., *Ccnd2* and *Myc*), the maintenance of an undifferentiated state (e.g., *Etv5*, *Id4*, *Shisa6*, *Gfrα1*, and *Ret*; Chan et al., 2014, Garbuzov et al., 2018, Meng et al., 2000, Tokue et al., 2017, Tyagi et al., 2009), and the downregulation of genes associated with differentiation (e.g., *Ngn3*, *Miwi2*, *Sox3*, *Rarγ*, and *Stra8*; Yoshida et al., 2004, Carrieri et al., 2017, Raverot et al., 2005, Gely-Pernot et al., 2012, Ikami et al., 2015, Endo et al., 2015), indicating the mitogenic and anti-differentiation effects of the factor (Figure 2G). *In vivo*, GFRα1^+^ cells expressed FGF receptors as well as high levels of genes upregulated by FGF5 *in vitro* (Figure 2H), suggesting that GFRα1^+^ cells receive the FGF5 signal. Further, in culture, CD34^+^ cells prepared according to Seandel et al., 2007, which indeed expressed *Fgf5*, supported the proliferation of GFRα1^+^spermatogonia without additional FGF in the media (Figures 2I and S1H). Together, these findings support the idea that FGF5, produced by a subset of LE cells, contributes to the regulation of GFRα1^+^ cells through mitogenic and anti-differentiation roles.

### FGFs Control GFRα1^+^ Cell Density in a Linear Dosage-Dependent Manner

We then investigated the role of FGF5 in mice carrying a null allele (*Fgf5*^*−*^) or an extra copy of bacterial artificial chromosome-mediated transgene (*BAC-Fgf5*^*Tg*^) (Khoa le et al., 2016, Mizuno et al., 2011) (Figure S2A). In *Fgf5^–/–^ ­*mutant testes, expression level of *Gdnf* did not change (Figure S2B). Similarly, the number and appearance of somatic cells, including Sertoli cells, a crucial component for stem cell regulation (Oatley et al., 2011), did not change (Figures S2C–S2E). However, the average density of GFRα1^+^ spermatogonia showed a positive and strikingly linear correlation with *Fgf5* dosage (Figure 3A). We also observed a decrease of testis weight, an increase of abnormal tubules missing one or more germ cell layers, and decrease of differentiating germ cells in accordance with the decreased *Fgf5* dose (Figures S3A–S3H).

**Figure 3:**
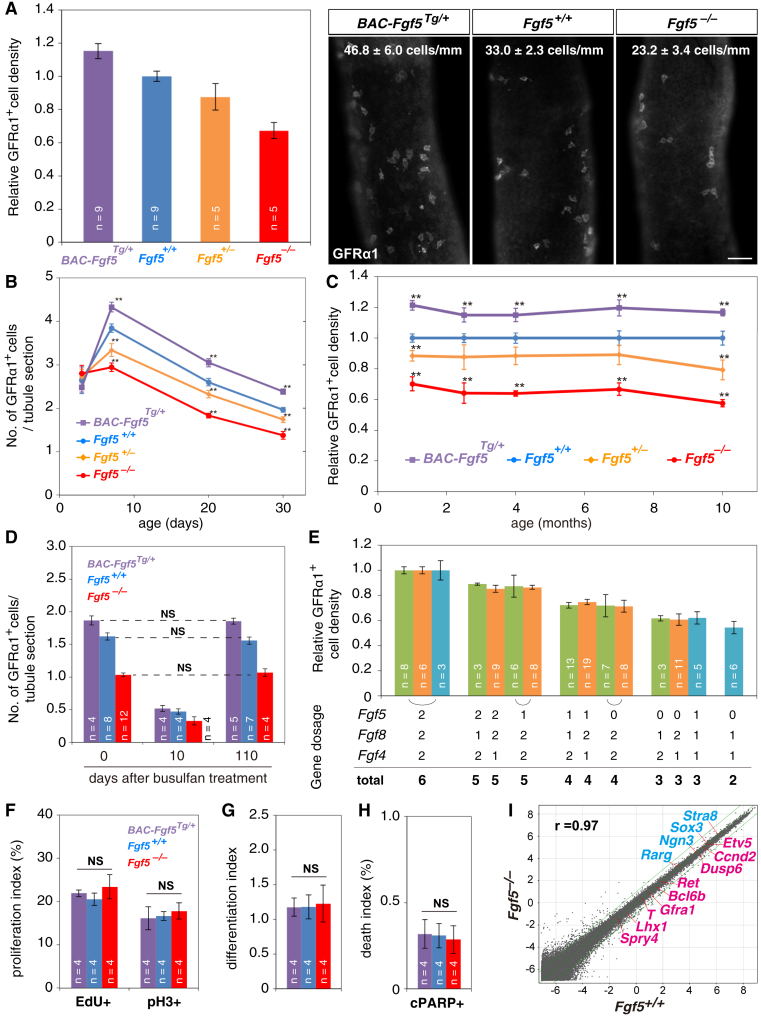
Dosage of *Fgf* Genes Quantitatively Determines the Density of GFRα1^+^ Cells (A) Average densities ± SEM of GFRα1^+^ cells and representative IF images of whole-mount seminiferous tubules for GFRα1 of 2.5-month-old mice with indicated genotypes. Scale bar, 50 μm. n, number of mice examined. (B and C) Average densities ± SEM of GFRα1^+^ cells in mice with indicated genotypes during young (B) and adult (C) ages. **p < 0.05 compared to *Fgf5^+/+^*. (D) Recovery of the GFRα1^+^ cell densities following busulfan treatment in adult mice with indicated genotypes. NS, not significant (t test). (E) Relative average densities ± SEM of GFRα1^+^ cells in mice harboring the indicated dosages of functional *Fgf5*, *Fgf8*, and *Fgf4* alleles. Results from *Fgf5-Fgf8* (green), *Fgf5-Fgf4* (orange), and *Fgf5-Fgf4-Fgf8* (cyan) intercrosses were shown separately, given their different genetic backgrounds (Figures S5J and S5K). (F–H) Indexes of proliferation (EdU^+^ and pH3^+^ fractions; F), differentiation (quantified as the RARγ^+^/KIT^−^ [≈NGN3^+^] over GFRα1^+^ cell ratio; G), and death (cPARP^+^ fraction; H) in GFRα1^+^ cells of indicated mice at 2.5 months of age. (I) Global gene expression profiles in GFRα1^+^ cells of 2.5-month-old *Fgf5*^+/+^ and *Fgf5*^−/−^ mice, indicating some positive (red) and negative (blue) FGF5 targets (Figure 2G). r, Pearson’s correlation coefficient.

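For Figure 3I, GFRα1+ cells were sorted as GFP+ cells from the testes of 2.5-month-old *Gfrα1-GFP* mice that were WT or *Fgf5*-/-, both on a C57BL/6 background. There were 3 samples per genotype, each on 1 array of the design used for the GS cells, and the paper's text does not state whether a sample pooled several mice. The signals were floored, shifted and filtered in the way given for the GS cells, and the genotypes were fitted apart from the culture because they are another material on another slide. Spots left out numbered 158 to 205 per array. The 75th percentile of the signal lay between 796 and 1075 scanner units in WT and between 907 and 1093 in *Fgf5*-/-. The share of probes well above background was 56.2% to 61.6% in WT and 55.3% to 65.9% in *Fgf5*-/-, where replicate 1 had the highest share. The tested probes, well above background on all 3 arrays of at least 1 genotype, numbered 30283. The median SD between replicates was 0.13 on the log2 scale in WT and 0.21 in *Fgf5*-/-, and the 3 arrays per genotype set the limit of precision.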

During postnatal development, FGF5 expression was found to first accumulate in CD34^+^ cells, which cover the entire tubule surface, at around postnatal day 3 (P3), with levels becoming stronger around P7 and then localized to the vasculature-associated regions (Figure S3I). In parallel, GFRα1^+^ spermatogonia emerged postnatally by P3, both in WT and *Fgf5* mutants. By P7, their density became already correlated with *Fgf5* dosage (Figure 3B). Notably, during adulthood (up to 10 months of age), GFRα1^+^ cell density in mutants remained stable relative to WT; loss or excess of *Fgf5* caused no progressive depletion or accumulation of GFRα1^+^ cells over time (Figures 3C and S3D). Further, after an artificial reduction of the GFRα1^+^ cell pool by busulfan treatment, within 3 months, their densities recovered to their original levels specific to the respective genotypes (Figure 3D). We concluded that these mutants sustained steady-state spermatogenesis with different density set points of GFRα1^+^ cells that correlate in a manner that depends remarkably linearly on *Fgf5* dosage.

Because *Fgf5*^*−/−*^ homozygotes still maintain GFRα1^+^ cells, we examined the involvement of other FGFs and detected *Fgf4* mRNA in a pattern similar to that of *Fgf5* (Figures S4A and S4C). We also detected FGF8 protein in rat LE cells (Figures S4B and S4D). In common with *Fgf5*^*+/−*^, both *Fgf4*^*+/−*^ and *Fgf8*^*+/−*^ heterozygotes showed a proportionate reduction in GFRα1^+^ cell density, although homozygotes were embryonic lethal (Figure 3E; Meyers et al., 1998, Sun et al., 2000). Remarkably, intercross between these mutants demonstrated that GFRα1^+^ cell density also correlates linearly with the total dosage of *Fgf* genes, regardless of the combinations (Figures 3E and S4E–S4M). We concluded that multiple FGFs play key roles in the regulation of GFRα1^+^ cell density. The observed dependence of GFRα1^+^ cell density on total *Fgf* dosage indicates that FGF signaling plays a limiting role in the regulation of spermatogenic stem cell density.

### Each GFRα1^+^ Cell Receives an Unchanged Level of FGF Signal in *Fgf5* Mutants

How does FGF signaling regulate quantitatively GFRα1^+^ cell density? Given the mitogenic and differentiation-inhibiting functions of FGF (Figures 2F and 2G), we first considered whether GFRα1^+^ cells receive altered levels of FGF signal in mutants, which in turn change their fate, resulting in altered densities. Surprisingly, however, we found that the rates of proliferation, differentiation (RARγ^+^ to GFRα1^+^ cell ratio) and death of GFRα1^+^ cells were not different between *Fgf5*^*−/−*^, *BAC-Fgf5*^*Tg/+*^, and WT mice (Figures 3F–3H), indicating conserved fate behavior of GFRa1^+^ cells between mutants. Consistently, clonal fates of pulse-labeled GFRα1^+^ cells were essentially unchanged in *Fgf5*^*−/−*^ mice compared to WT (Figure S4N; Hara et al., 2014). Furthermore, gene expression profiles of GFRα1^+^ cells were highly conserved between *Fgf5*^−/−^ and WT, showing only minimal differences in FGF target genes (Figures 3I and S4O). These findings support the somewhat counterintuitive conclusion that GFRα1^+^ cells receive largely unaltered levels of FGF signal, even if the FGF dose and homeostatic GFRα1^+^ cell density change.

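The probe for *Fgf5* itself (NM_010203; chromosome 5 of mm9, 98705980 to 98706039) was well above background on 0 of 3 WT and 1 of 3 *Fgf5*-/- arrays, so the arrays give no check of the genotypes in the sorted cells, which are not the source of FGF5 in the paper. Pearson's r between the mean profiles of the genotypes was 0.993 over all 55681 probes and 0.996 over the tested ones. Spearman's rho of the same profiles, the alternative that moved this value most, was 0.973. Single arrays of different genotype had r between 0.969 and 0.982, and those of the same genotype between 0.969 and 0.984. The mean r was 0.977 within and 0.978 between genotypes, so arrays of the same genotype were no more alike (exact permutation test over the 10 splits of the 6 arrays, one-sided p = 0.5, where the smallest possible p is 0.1).
In limma, 0 probes passed an adjusted p of 0.05 (smallest adjusted p = 0.729) and 2051, or 6.77%, had an unadjusted p under 0.05. With 1 array left out, 0 to 6 probes passed, and none of these was among the probes tested with all 6 arrays. The signal differed at least 2-fold for 284 probes, 145 higher and 139 lower in *Fgf5*-/-. This count was 2992 without the filter on dim probes. It was 55 after normexp background correction, again with 50 added to every signal, where 13 were higher and 42 lower. The arrays of the genotypes did not overlap for 16.2% of the tested probes, where chance gives 10%.
All 19 FGF5 targets of Figure 2G were tested, and 0 passed the adjustment over all probes or when adjusted over the list alone. The largest difference was in *Shisa6* (NM_001034874; chromosome 11, 66025299 to 66025358), with a log2 signal of -2.62 ± 0.28 (SD, n = 3) in *Fgf5*-/- and -1.97 ± 0.25 (SD, n = 3) in WT, a log2 fold change of -0.66 with a standard error of 0.19. *Lhx1* followed with a log2 fold change of -0.58 (standard error 0.23) in its brightest probe here, the second of its probes in GS cells. Its other probe gave -0.38. *Etv5*, at -0.31 (standard error 0.12), and *Dusp6*, at -0.28 (standard error 0.11), were lower on every *Fgf5*-/- array than on every WT array, as was *Shisa6*. *Etv4*, at -0.13, also did not overlap. The other induced genes had log2 fold changes from -0.30 for *Myc* to 0.020 for *Ret*. Of the targets that FGF5 reduced in culture, *Piwil4* was higher on every *Fgf5*-/- array, with a log2 fold change of 0.35 (standard error 0.14), and the other 4 lay between -0.040 for *Sox3* and 0.16 for *Neurog3*. Of the 8 genes that Figure S4O measures by RT-qPCR, 4 of the 5 that FGF5 raised in culture were lower in *Fgf5*-/- and 3 of the 3 that it reduced were higher, with 0 past the adjustment over these 8.

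**Figure D1:**
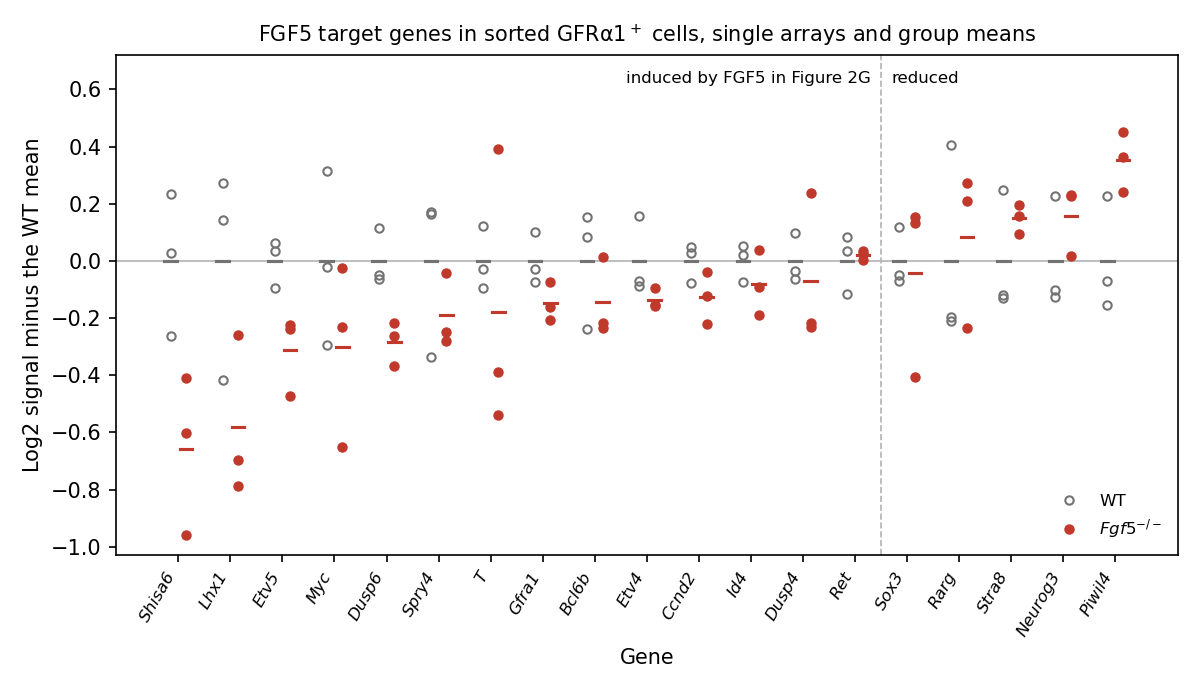
Log2 signal of the 19 genes of Figure 2G on each array of sorted GFRα1+ cells, minus the mean of the 3 WT arrays for that gene. Open grey circles are WT arrays and filled red circles are *Fgf5*-/- arrays (n = 3 each), short bars are group means, and the dashed line parts the genes that Figure 2G shows as induced from those it shows as reduced; single *Fgf5*-/- arrays reach from -0.96 to 0.45 and single WT arrays from -0.42 to 0.41.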

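The targets of FGF5 were also tested as sets in the sorted cells, with limma's camera (two-sided) at a preset correlation of 0.01 between genes. Of the 14 genes that Figure 2G shows as induced, 13 were lower in *Fgf5*-/-, with a median log2 fold change of -0.16 and a mean of -0.23 (adjusted p = 0.00078 over 4 sets). The median stayed between -0.24 and -0.13 with 1 array left out. Of the 5 genes shown as reduced, 4 were higher, with a median of 0.15 and a mean of 0.14 (adjusted p = 0.0766). Quantile normalization raised this median to 0.28 (adjusted p = 0.0055). A wider set that does not depend on the figure was to be the probes past an adjusted p of 0.05 and 2-fold in culture, but there were 0 such probes. It was replaced by its alternative, the 100 probes with the largest change in each direction in culture. Of the 83 tested probes that were most induced, 64 were lower in *Fgf5*-/-, with a median of -0.15 and a mean of -0.17 (adjusted p = 1.3e-05). Of the 18 tested probes that were most reduced, 8 were higher, with a median of -0.20 and a mean of -0.041, while the test pointed upward (adjusted p = 0.989). Neither call on the induced sets held in another set test. Under fry both had an unadjusted p under 0.05 and an adjusted p of 0.0842, and with an estimated correlation camera gave an adjusted p of 0.240 for both. From the likeness of the profiles and the small size of the changes in FGF targets (Figures 3I and S4O), together with unchanged proliferation, differentiation and death (Figures 3F–3H) and clonal fates (Figure S4N), the paper reasons that FGF signal per GFRα1+ cell is little altered.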

This unexpected observation, as well as the linear relationship between the *Fgf* dosage and GFRα1^+^ cell density, suggested that the supply of FGF may be a limiting factor that is competed for among the GFRα1^+^ cell population. In this case, the levels of FGF signal received by each GFRα1^+^ cell would be equalized among *Fgf* mutants harboring different GFRα1^+^ cell densities. To develop this hypothesis, we then examined whether GFRα1^+^ cells consume the extracellular FGF when they receive its signal *in vivo*, as this was probably the simplest form of competition consistent with the general mechanism of FGF signal reception by target cells (Ornitz and Itoh, 2015, Turner and Grose, 2010).

### GFRα1^+^ Spermatogonia Consume FGF5

In general, efficient reception of FGF signal requires heparan sulfate (HS) proteoglycans (e.g., syndecans), whose HS chains bind and transfer FGFs to the receptor tyrosine kinases (FGFRs) on the target cells (Ornitz and Itoh, 2015, Turner and Grose, 2010). Reception of FGF by these molecules is accompanied by internalization with the aid of syndecan binding proteins (SDCBPs), transportation to multivesicular bodies, and degradation in lysosomes (Figure 4A; Goh and Sorkin, 2013, Hanson and Cashikar, 2012). Significant levels of mRNAs encoding these factors were detected in GFRα1^+^ cells (Figures 2H and 4B). At the protein level, FGFR2 and FGFR3 showed higher expression in GFRα1^+^ cells (Figures 4C, S5A, and S5B). Syndecan4 (SDC4) was detected predominantly on the cell surface (Figure 4C) and in multivesicular bodies (CD63^+^), which had been observed previously by EM (Chiarini-Garcia and Russell, 2002; Figures 4E, S5C, and S5D). GFRα1^+^ cells were also found to be rich in SDCBP (Figures 4C and S5E). HS chains, especially those highly sulfated, were also enriched in GFRα1^+^ cells, and HS was also found over the basement membrane (Figure S5F). Thus, GFRα1^+^ cells appeared to be well furnished with the reception machinery for FGFs.

**Figure 4:**
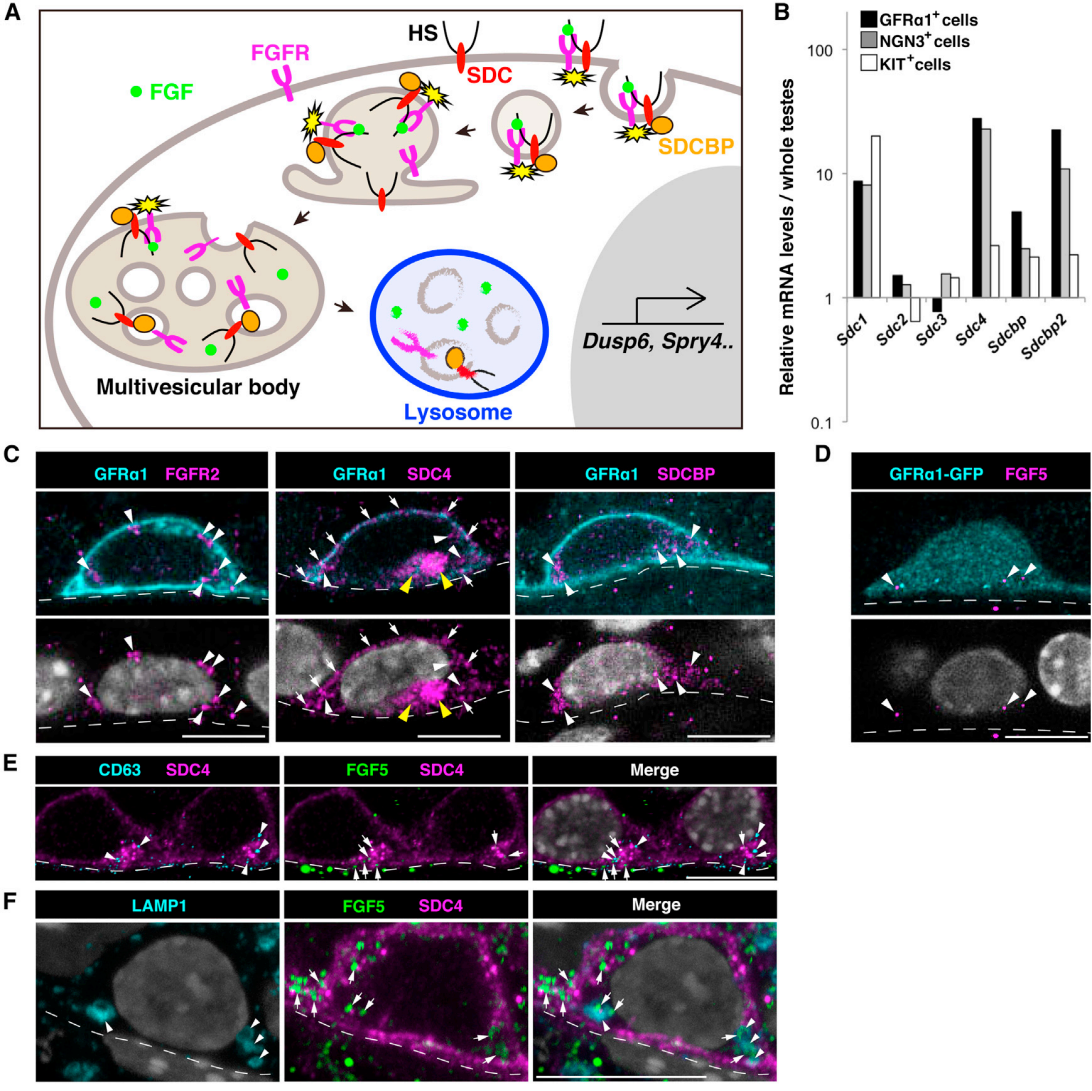
GFRα1^+^ Spermatogonia Uptake and Consume FGF5 (A) A general scheme of FGF reception on target cells, adopted from Hanson and Cashikar (2012). (Republished with permission of Annual Reviews, from Multivesicular Body Morphogenesis, Phyllis I. Hanson and Anil Cashikar, volume 28, 2012; permission conveyed through Copyright Clearance Center, Inc.) (B) Expression of genes indicated in GFRα1^+^, NGN3^+^, and KIT^+^ spermatogonial fractions, selected from published cDNA microarray data (Ikami et al., 2015), and normalized to the values from the whole testis. (C and D) Representative images of GFRα1^+^ or GFRα1-GFP^+^ (cyan) cells exhibiting the speckled cytoplasmic staining of FGFR2, SDC4, SDCBP (C), or FGF5 (D) (magenta, white arrowheads) and cell surface SDC4 staining (white arrows). Cytoplasmic SDC4 signals often form prominent clusters (yellow arrowheads). (E and F) Representative images of SDC4^+^ (magenta) cells co-stained for FGF5 (green) with CD63 (E) or LAMP1 (F; cyan). FGF5^+^ speckles (arrows) were often co-localized with CD63^+^ (arrowheads) or LAMP1^+^ (arrowheads) foci in SDC4^+^ cytoplasmic clamp. Scale bars indicate 10 µm, and the broken lines show outlines of the tubules in (C)–(F).

Moreover, we detected speckled FGF5 signals inside GFRα1^+^ cells (Figure 4D). Given the undetectable levels of *Fgf5* transcripts in these cells, these signals were most likely derived from LE and interstitial cells (Figure 2B). Significant portions of FGF5 cytoplasmic signals were co-localized with SDC4 as cytoplasmic puncta, on CD63^+^ multivesicular bodies, or on LAMP1^+^ lysosomes (Figures 4E and 4F). These observations indicated that GFRα1^+^ cells consume extracellular FGF5, supporting the idea that GFRα1^+^ cells compete for FGF. Interestingly, these features were not restricted to GFRα1^+^ cells but were shared by the entire population of undifferentiated spermatogonia, including NGN3^+^ cells (Figures S5G and S5H). Together, these findings indicate that the FGF signal is active in the interstitium-proximal area, where GFRα1^+^ and NGN3^+^ undifferentiated spermatogonia may be the principal FGF target cells.

### Homeostatic Stem Cell Density Regulation Follows from a Model of “Mitogen Competition”

To gain deeper insight into the mechanism of density regulation, we developed a hypothesis based on the concentration-dependent mitogenic and differentiation-inhibiting activity of FGF, its supply from LE cells, and consumption by GFRα1^+^ cells (Figure 5A). To challenge this hypothesis, we developed a minimal theoretical model (Methods S1), in which stem cells (viz. GFRα1^+^ cells) are exposed to a steady supply of mitogens (viz. FGF) from microenvironment (viz. LE cells), whose consumption affects their fate behavior (viz. the probability to self-renew or differentiate). For simplicity, we first focused on the spatially averaged GFRα1^+^ cell density and mitogen concentration, returning later to consider the effect of spatial inhomogeneity of FGF production. The model is parameterized by effective rate constants that reflect the timescales of (1) stem cell proliferation and differentiation; (2) production, decay, and consumption of mitogens; and (3) the sensitivity of cell fate behavior to mitogen concentration (Figure 5A). Importantly, these population-level rate constants are not equivalent to the microscopic kinetic rate parameters; rather, they integrate the net contribution of indirect effects on mitogen consumption and processing, such as mitogen deposit to the basement membrane, mitogen diffusion, spermatogonial movement, and delays due to the successive activation of downstream targets of the FGF receptor.

**Figure 5:**
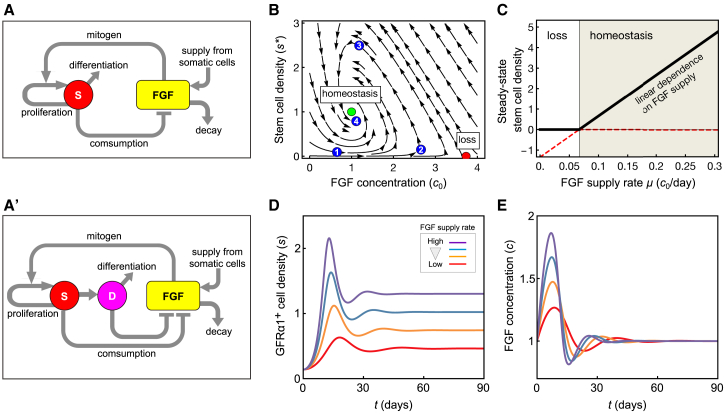
The Mitogen Competition Model (A and A′) Feedback diagrams of the “mitogen competition” model, showing the mutual regulation of the stem cell density and FGF abundance; (A) case in which only stem cells (“S”) consume FGF; (A′) case in which, in addition, the differentiation-destined progenitors (“D”) also consume FGF. (B) Phase portrait showing the dynamics of stem cell density and FGF concentration in the mitogen competition model. The system possesses two fixed points: a homeostatic state (green dot) and a loss state (red dot). For the shown parameter set, only the homeostatic state is stable, as all trajectories obtained by following the arrows converge toward this state (e.g., the trajectory indicated by numbered dots). Here, $c_{0}$ is the threshold FGF concentration at which duplication and loss by differentiation exactly balance; the steady state is set at a stem cell density $s_{*}=\left(\mu -kc_{0}\right)/k^{'}$ and $c_{*}=c_{0}$ (parameters explained in the main text). Blue dots (1–4) are provided to explain qualitatively the model dynamics (see main text). Parameters are given in Table S2. (C) Steady-state stem cell density as a function of the FGF supply rate. Above the critical supply rate, the homeostatic state is stable (shaded area) and the homeostatic stem cell density depends linearly on the FGF supply rate. Below a critical supply rate, the loss state is stable (white area) and stem cell loss is inevitable. Parameters are as in (B). (D and E) Numerical examples of the model simulation showing the GFRα1^+^ cell density (D) and tissue FGF concentration (E), starting from arbitrary initial conditions. Red, yellow, blue, and purple lines indicate different rates of FGF production ($\mu /c_{0}=0.15,0.2,0.25,0.3d^{-1}$ in this order). All other parameters are given in Table S2.

Analysis of the model dynamics showed robust convergence to a homeostatic steady state, with a defined GFRα1^+^ cell density, independent of the starting condition, over a wide range of rate parameters (Figure 5B; Methods S1). Qualitatively, when the GFRα1^+^ cell density is low (cf. state “1” in Figure 5B), the net rate of FGF consumption decreases, which in turn leads to an increase of FGF concentration (cf. state “2”). This drives an increase in GFRα1^+^ cell density, as cells now tend to proliferate rather than differentiate. When the GFRα1^+^ cell density becomes too large (“3”), the opposite situation prevails, leading to a decrease of GFRα1^+^ cell density (“4”), which eventually converges to a homeostatic set point (green dot in Figure 5B). This scenario constitutes a negative feedback control on GFRα1^+^ cell density, a requisite for robust homeostatic regulation.

A key feature of this model is the emergence of a linear correlation between the homeostatic GFRα1^+^ cell density and FGF dosage (Figures 5C and 5D), as observed in *Fgf* mutants (Figures 3C and 3E). Formally, this linear dependence is given by $s^{*}=\left(\mu -kc_{0}\right)/k^{'}$, where $s^{*}$ is the homeostatic stem cell density, μ is the FGF supply rate, k is its degradation rate, $c_{0}$ is the threshold concentration at which proliferation and differentiation are balanced, and $k^{'}$ is the rate of FGF consumption by stem cells. The model also captures the counterintuitive observation that the fate behavior of GFRα1^+^ cells does not change in *Fgf* mutants (Figures 3F–3I and S4N), a consequence of the steady-state FGF concentration being always pinned at the level $c_{0}$, at which the increase (renewal) and decrease (differentiation) of GFRα1^+^ cells is balanced (Figures 5B and 5E; Methods S1). Given that GFRα1^+^ cells effectively compete with each other for the limited supply of FGFs (or mitogens more generally), we refer to this mechanism as the “mitogen competition model.”

Noting that NGN3^+^ cells may also consume FGFs (Figures S5G and S5H), we questioned whether this might affect the proposed mechanism. To this end, we extended our model to two stem and progenitor cell compartments (Figures 5A′ and S6B), which both compete for the same mitogen supply. Analysis showed that the effect of the second (progenitor) compartment is to effectively redefine the parameters of the one-component model, although the main features are not affected (Methods S1). Similarly, the key properties of the model do not rely on the premise that all GFRα1^+^ cells harbor self-renewing potential (Methods S1). Moreover, the phenomenology is not affected by the potential for “reversion” between the progenitor and stem cell compartments or by the inclusion of a stem cell death, both of which occur in homeostasis, if infrequently (Hara et al., 2014, Nakagawa et al., 2007, Nakagawa et al., 2010; Figures S6C and S6D; Methods S1). These findings emphasize the robustness of the mitogen competition mechanism in ensuring tissue-level stem cell homeostasis.

### The Mitogen Competition Model Explains the Dynamics of Recovery from Injury and the Biased Spatial Localization of Stem Cells

Having established the predictive capacity of the model under homeostatic conditions, we then questioned whether the model could predict quantitatively the dynamics of stem and progenitor cells during regeneration following injection of the cytotoxic reagent, busulfan. Analysis of the model suggested that the recovery of GFRα1^+^ cell density following a strong perturbation from its steady-state (viz. uninjured) value should be accompanied by decaying oscillations (Figures 5D and 5E). This oscillatory behavior arises due to the “inert” feedback between stem cell density and mitogen concentration (Figure 5B; Methods S1): an abrupt stem cell depletion leads to decreased FGF consumption, resulting in its accumulation; hence, stem cells now receive large amounts of FGF, leading to a bias toward proliferation beyond that experienced at homeostasis, resulting in an “overshoot” in stem cell density. This excess results in increased FGF consumption, which now lowers the FGF concentration, leading to a bias toward differentiation, pushing the density below homeostatic levels, and causing the process to restart. Indeed, the predicted density overshoot provides the means to challenge the alternative hypothesis that stem cell pool size might be determined as the maximum capacity of tissue.

To test this prediction, we examined the kinetics during recovery after busulfan treatment in WT animals and, indeed, found decaying oscillations of GFRα1^+^ cell density that converged toward the steady-state value over several months (Figure 6A) with a profile that matched quantitatively with theory (Figure 6B). Using the corresponding parameter fit, the model further predicted an altered oscillation amplitude for decreased FGF supply (Figure 6B), as well as the phase shift of oscillations of the NGN3^+^/RARγ^+^ cell density (Figure 6C), supporting the integrity of the mitogen competition model.

**Figure 6:**
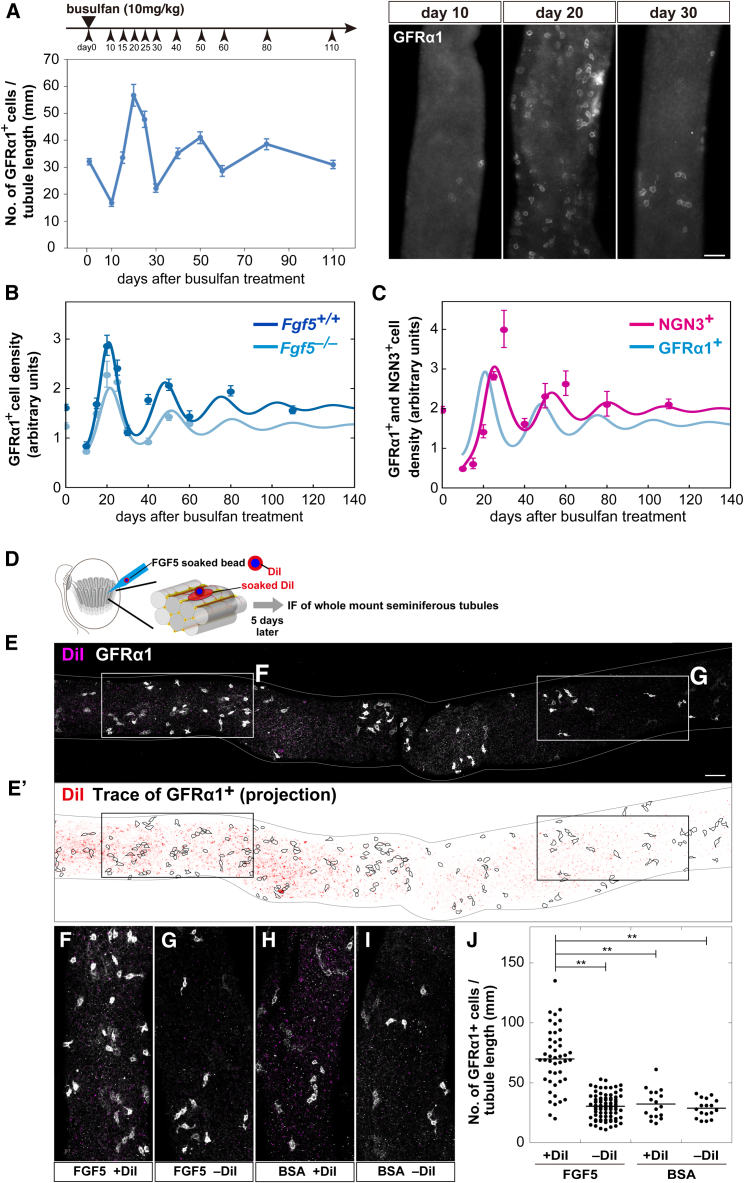
Impact of Temporal and Spatial Perturbations from Homeostasis (A) Observed kinetics of the GFRα1^+^ cell density following busulfan treatment in WT (left) and examples of IF images of whole-mount seminiferous tubules stained for GFRα1 (right) at the segments indicated by red circles in Figure S5I. (B) Model results (curves) compared to experimental measurements (dots) of the average GFRα1^+^ cell density following busulfan treatment in WT (dark blue, model fit) and *Fgf5*^−/−^ (light blue, model prediction) mice. Experimental data are rescaled from (A). (C) Model prediction (magenta curve) and experimental measurement (dots) of the average density of NGN3^+^ (in particular, RARγ^+^/KIT^−^) cells following busulfan treatment in WT. The GFRα1^+^ cell density is reproduced from (B) for comparison (blue curve). Throughout, average densities ± SEM of ≥4 testes at each data point are shown. (D) *In vivo* transplantation of DiI-labeled/FGF5-soaked beads into testicular interstitium. DiI transfers to the proximal region of the host seminiferous tubules. (E) A whole-mount image of a part of host seminiferous tubules showing the GFRα1 (white) and DiI (magenta) signals. (E’) Trace of GFRα1^+^; cells in the top (E) and bottom surfaces were projected, with enhanced DiI signal overlain (red). (F and G) Magnified images of the areas indicated in (E), representing DiI-positive (F) and negative (G) regions. (H and I) Representative images of DiI-positive (H) and negative (I) regions after transplantation of BSA-soaked beads. (J) GFRα1^+^ cell densities (numbers contained in 1-mm-long segment) in DiI-positive and negative areas after transplantation of FGF5- or BSA-soaked beads. ^∗∗^p < 0.05 compared to DiI-positive areas after transplantation of FGF5-soaked beads (t test). Scale bars, 50 μm.

Finally, we questioned whether the mechanism of mitogen competition could further explain the biased localization of GFRα1^+^ (and, to a lesser extent, NGN3^+^) cells to FGF sources (Figures 2D and 2E). Indeed, an extension of the model accounting for a spatial distribution of FGF sources and spermatogonial motility (Hara et al., 2014) could predict the emergence of such a bias while preserving the global characteristics of the population-level models (Figures S6F–S6H; Methods S1). Within the framework of the model, localization of GFRα1^+^ cells to the vicinity of FGF sources arises solely from their acquired bias toward stem cell proliferation, whereas those more remote have a greater tendency to become lost through differentiation. In this regard, the mitogen competition model suggests a key role for migratory activity in combination with dynamic cell fate biases in promoting localization, and chemo-attraction may not be requisite to explain spatial biases.

Finally, to challenge the predicted causal relationship between the local FGF concentration and GFRα1^+^ cell density, we perturbed the distribution of FGF by implantation of FGF5-soaked beads alongside the seminiferous tubules for 5 days, as described previously (Figure 6D; Uchida et al., 2016). Untangled tubules were then immunostained to define the position of GFRα1^+^ cells in relation to that of the beads marked by DiI. These results showed that the GFRα1^+^ cell density was locally increased in areas proximate to FGF5-soaked beads, but not BSA-soaked beads, supporting the conclusion that FGFs locally regulate GFRα1^+^ cell density (Figures 6E–6J). The increased density of GFRα1^+^ cells in areas adjacent to the beads paralleled an increased EdU uptake (Figures S6M and S6N). Over longer time courses, the GFRα1^+^ cell density decreased, followed by an increase of GFRα1^−^ undifferentiated spermatogonia, a trend captured by theory (Figure S6M). Indeed, this increase may explain recent reports that, perhaps counterintuitively, associate FGF2 with the upregulation of RARγ and the promotion of differentiation (Masaki et al., 2018).

## Discussion

In this study, we have targeted the mechanism of spermatogenic stem cell density homeostasis in the open, or facultative, niche environment of the basal compartment of seminiferous tubules. Our results show that the *in vivo* fate behavior of GFRα1^+^ cells is regulated by the mitogenic and anti-differentiation effects of FGFs (FGF5, 8, 4, and possibly others) released from a subset of LE, and interstitial, cells that lie in proximity to the vasculature (Figure 7A). We propose competition for mitogens as a mechanism that can explain the regulation of stem cell pool size, as well as their bias toward the mitogen source. In this framework, FGFs play a key role as fate determinants for which stem cells compete (Figure 7B). Cells receiving more FGF become biased toward proliferation over differentiation, most likely through elevated expression of cell-cycle-promoting and differentiation-inhibiting genes, as well as decreased expression of differentiation genes. In contrast, cells receiving less FGF become primed toward differentiation with opposite patterns of FGF target gene expression. We found that a minimal model of mitogen competition could account quantitatively for a variety of key properties, including the dependence of the homeostatic stem cell density on mitogen supply and the oscillatory recovery toward steady state after drug-induced perturbation. Together, these findings suggest that feedback through mitogen consumption plays a major role in density regulation of spermatogenic stem cells, although additional mechanisms of competition cannot be ruled out.

**Figure 7:**
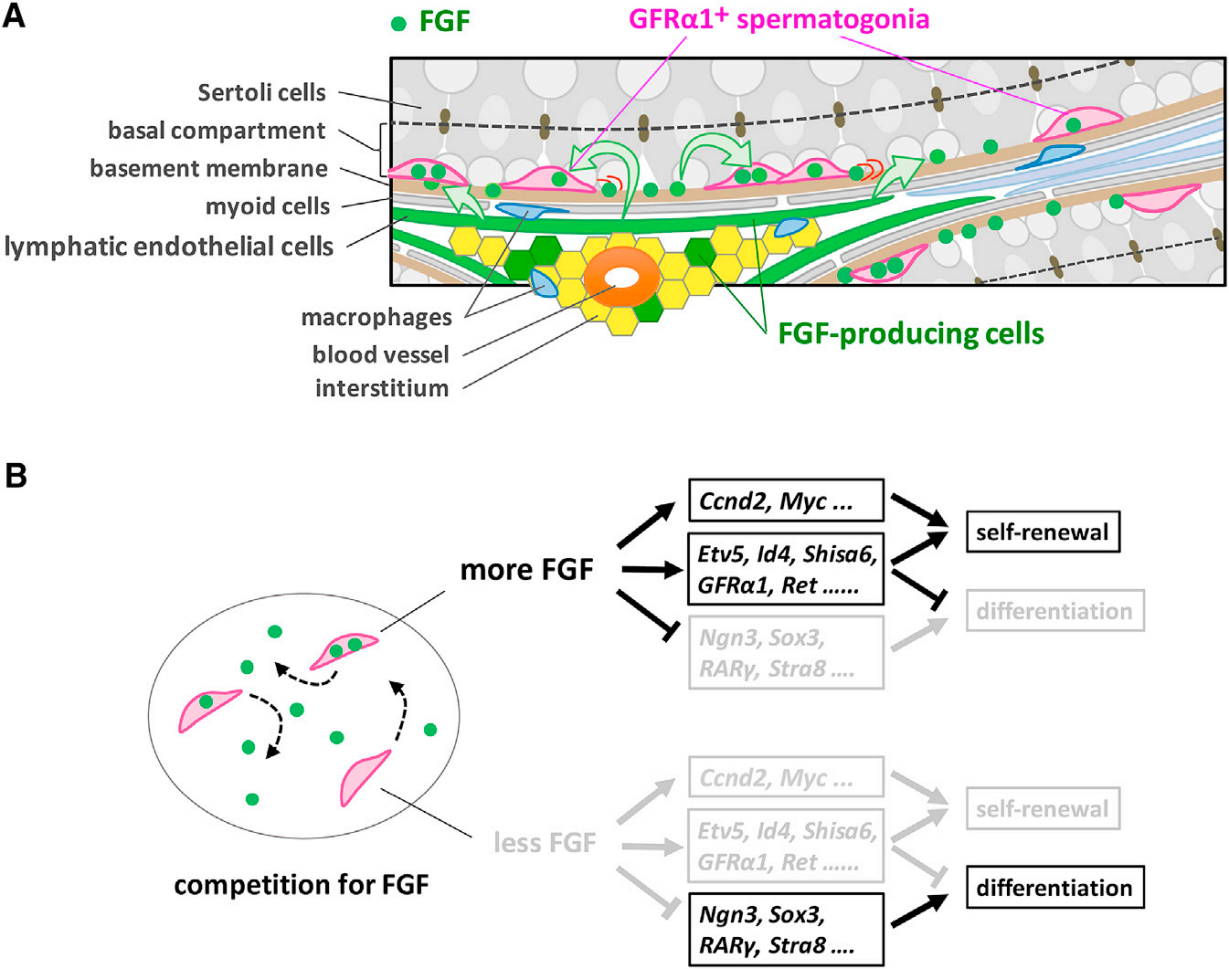
Proposed Stem Cell Regulation in Seminiferous Tubules by Mitogen Competition (A) A schematic of the microenvironment regulating GFRα1^+^ spermatogonia. In the basal compartment of seminiferous tubules, FGFs are produced and secreted by a subset of LE cells and a few interstitial cells. FGFs, which have an affinity to the basement membrane, are taken up and consumed by motile GFRα1^+^ spermatogonia and biases their fate behavior in a concentration-dependent manner (see B). This leads to higher local densities of GFRα1^+^ cells near the FGF source (near the interstitium accompanying arterioles or venules) compared to those distant from the source. (B) In the basal compartment, GFRα1^+^ cells effectively compete for a limited supply of FGF. Cells receiving larger amounts of FGF will show higher expression of cell-cycle-promoting and anti-differentiation genes and lower expression of differentiation-promoting genes, tilting their fate toward proliferation without differentiation. Cells receiving smaller amounts of FGF will show opposite patterns of target genes, tilting their fate toward differentiation.

The mitogen competition mechanism does not rely on whether the stem cell compartment is “hierarchical” or whether it receives influx from a differentiating progenitor compartment via “reversion” or “dedifferentiation” (Figures S6C and S6D; Helsel et al., 2017, Yoshida, 2018b). In this context, we found that Id4, a proposed stem cell marker (Chan et al., 2014), was widely expressed across and even beyond the GFRα1^+^ cell population both at mRNA and protein levels (Figures S7A–S7C), consistent with La et al. (2018), although Id4^+/high^ cells were found to be spatially correlated with FGF5^+^ LE cells and the interstitium (Figures S7D and S7E; Yoshida, 2018a).

This study identifies FGF-producing LE cells as a key regulator of spermatogenic stem cells, which work in concert with other cells, such as Sertoli cells, myoid cells, Leydig cells, and macrophages (Chen et al., 2016, DeFalco et al., 2015, Oatley et al., 2011). It is notable that LE cells express FGF5 at uniform levels over the seminiferous epithelial cycle (Figure S1I). This contrasts GDNF, WNT, and RA signals, which show temporal oscillation in synchrony with the seminiferous cycle-related (and spatially homogeneous) gene expression of Sertoli cells (Grasso et al., 2012, Ikami et al., 2015, Sato et al., 2011, Sharma and Braun, 2018, Tokue et al., 2017, Vernet et al., 2006). Echoing this, our screening did not identify genes showing vasculature-related expression in Sertoli cells, suggesting a separation of temporal and spatial control of stem cells between Sertoli cells and FGF-producing LE cells, respectively. In future studies, it will be important to understand whether, in addition to FGFs, other signaling molecules (such as GDNF) participate directly in stem cell regulation through the same mechanism of mitogen competition and, if they do, how their function is integrated spatio-temporally with that of FGFs.

In addition to FGF5, 8, and 4, expression of FGF2 has been reported in the testis, although it was not detected in our ISH (Mullaney and Skinner, 1992, Smith et al., 1989). Given the undetectable mRNA level (Figures S4P and S4Q) and the reported nuclear localization of the protein in undifferentiated spermatogonia (Gonzalez-Herrera et al., 2006), GFRα1^+^ cells may also uptake exogenously supplied FGF2, which may play similar roles in stem cell regulation to the aforementioned FGF members.

Based on these findings, it is instructive to contrast the mechanistic basis of stem cell regulation in systems reliant on an *open*, or *facultative*, niche versus those involving a *closed*, or *definitive*, niche. In definitive niche-supported tissues, stem cells are gathered to a restricted region where mitogens are concentrated so that physical access determines stem cell pool size (Kitadate et al., 2007, Spradling et al., 2011). In contrast, in the open environment of the seminiferous tubules, stem cells are not tightly linked spatially with the source of mitogen (FGFs) but are dispersed among their differentiating progeny. Our results show that competition for mitogens, released by somatic niche cells, allows stem cells to “sense” their local density and adjust their fate bias in response, which provides a mechanistic basis to understand the dynamics of population asymmetry (Hara et al., 2014, Klein et al., 2010, Nakagawa et al., 2007).

A key element characterizing niche types is the effective range of niche-derived factors (Inaba et al., 2015). Indeed, in *Drosophila* testes and ovaries, diffusion of niche factors (e.g., bone morphogenetic protein [BMP]) is limited through their binding to heparansulfate proteoglycans (HSPGs) so that it only affects the cells next to the hub (Chen et al., 2011, Nakato and Li, 2016). In the open niche environment of mouse testis, diffusion alone may not explain the long-range effect of FGFs, because free ligands are likely diluted out quickly from the basal compartment by the systemic extravascular circulation. Rather, given the affinity with HSPGs, FGFs are expected to be immobilized (and concentrated) on the HS-rich basement membrane (Figure S5F). However, by harboring abundant HSPGs (e.g., Sdc4) and highly sulfated HS, GFRα1^+^ and NGN3^+^ spermatogonia should have a high affinity for FGFs (Figures 4C, S5D, S5F, and S5H). By up-taking FGFs from the basement membrane, the motility of spermatogonia provides a mechanism to enhance the effective range of FGFs into areas distant from the FGF source. Indeed, such “passenger diffusion” associated with the stem cell motility may underlie the long-range effect of niche factors in other open niche-supported systems.

In summary, we have shown how mitogen competition provides a basis to regulate stem cell density regulation in an open niche environment. Such behavior constitutes a novel form of “quorum sensing,” reminiscent of that exploited by bacterial populations (Miller and Bassler, 2001) and ecological systems, as it enables cells to respond to changes in the local density of neighbors through the amount of secreted factors. However, in contrast to mechanisms reliant on competition for nutrients, which lead to starvation of excess populations, here, it is the “priming” for different fate outcomes (viz. duplication versus differentiation) that leads to an effective population size control. Hence, rather than playing the role of a finite energy supply, the resource that is competed for (the mitogen) exerts a fate control. Homeostasis through mitogen competition also shares similarities with the mutual proliferative regulation of different cell types by secreted growth factors, as recently reported for fibroblasts and macrophages (Adler et al., 2018, Zhou et al., 2018); however, in the seminiferous tubules, the LE cells provide a constant supply of the signaling environment for stem cells, enabling them to restore and maintain homeostasis, even when perturbed strongly from steady state by crisis or injury.

Finally, based on these findings, it is useful to reflect on whether mitogen competition may be involved in the mechanism of tissue stem cell regulation in other contexts. In the canonical “definitive niche” environment of the *Drosophila* testis, physical contact of germline stem cells to a cluster of somatic hub cells provides both local cues that orient cell division perpendicular to the hub and access to signaling factors that maintain stem cell competence; together, these influences promote the asymmetric fate of mitotic sisters based on their proximity to the hub (Spradling et al., 2011). However, live-imaging assays show that a fraction of sister pairs undergo symmetric differentiation or symmetric self-renewal in a locally coordinated manner so that, through a local repositioning on the hub, the number of stem cells that maintain access to niche-supporting signals remains constant (Sheng and Matunis, 2011). Such stem cell renewal mechanisms may represent an extreme limit of the mitogen competition paradigm, where the extent of “mitogen” localization and degree of stem cell motility are limited. From this perspective, the functional behavior of the open (facultative) and closed (definitive) niche might not be altogether distinct. Rather, they may represent the two extremes of a continuum, in which the mechanism of mitogen competition provides a unifying framework. Whether the mechanism of mitogen competition can indeed serve as a basis to explain stem cell pool regulation in a wide variety of niche environments warrants future in-depth investigation.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Goat polyclonal anti-GFRα1 (used at 1:1000)	R&D	Cat#AF560, RRID: AB_2110307, Lot 0411081
Goat polyclonal anti-FGF5 (used at 1:1000)	Santa Cruz	Cat#sc-1363, RRID: AB_2102680, Lot C1810
Rat monoclonal anti-CD34 (RAM34) (used at 1:200)	eBioscience	Cat#14-0341-82, RRID: AB_467210, Lot E019241
Mouse monoclonal anti-αSMA (1A4) (used at 1:200)	Sigma-Aldrich	Cat#A5228, RRID: AB_262054, Lot 128K4843
Rabbit polyclonal anti-GFP (used at 1:400)	Thermo Fisher	Cat#A-11122, RRID: AB_221569, Lot 1828014
Rat monoclonal anti-GFP (used at 1:300)	Nacalai Tesque	Cat# 04404-84, RRID: AB_10013361
Rabbit monoclonal anti-RARγ (used at 1:200)	Cell Signaling Technology	Cat#8965, Lot 1
Goat polyclonal anti-c-Kit (used at 1:400)	R&D	Cat#AF1356, RRID: AB_354750
Rat monoclonal anti-c-Kit (used at 1:200)	BD	Cat#553355, RRID: AB_394806
Rabbit polyclonal anti-SOX9 (H-90) (used at 1:200)	Santa Cruz	Cat#sc-20095, RRID: AB_661282, Lot E1412
Rabbit polyclonal anti-CSF1R (used at 1:200)	abcam	Cat#ab183316
Rabbit monoclonal anti-StAR (used at 1:200)	Cell Signaling Technology	Cat#8449, RRID: AB_10889737, Lot 1
Rabbit polyclonal anti-phospho-Histone H3 (Ser10) (used at 1:300)	Millipore	Cat#06-570, RRID: AB_310177, Lot 2664259
Rabbit polyclonal anti-Cleaved PARP (D214) (used at 1:200)	Cell Signaling Technology	Cat#9544, RRID: AB_2160724, Lot 4
Mouse monoclonal anti-FGF8 (used at 1:1000)	Kyowa Hakko Kirin	Cat#KM1334, Lot KM1334-2
Rabbit polyclonal anit-FGFR2 (used at 1:200)	abcam	Cat#ab10648, RRID: AB_297369, Lot GR19748-1
Rabbit polyclonal anti-SDC4 (Syndecan4) (used at 1:2000)	abcam	Cat#ab24511, RRID: AB_448112, Lot GR5827-3
Rabbit polyclonal anti-SDCBP (Syntenin) (used at 1:2000)	abcam	Cat#ab19903, RRID: AB_445200, Lot GR592112-1
Rat monoclonal anti-CD63 (NVG-2) (used at 1:200)	BD	Cat#564221, Lot 4076990
Rat monoclonal anti-LAMP1 (1D4B) (used at 1:200)	Santa Cruz	Cat#sc-19992, RRID: AB_2134495, Lot L2313
Rabbit polyclonal anit-FGFR3 (used at 1:200)	abcam	Cat#ab10651, RRID: AB_297372, Lot 888076
Rabbit monoclonal anit-Id4 (used at 1:2000)	Cal Bioreagents	Cat#M106, RRID: AB_1151797
Rat monoclonal anti-ECAD (used at 1:2000)	TaKaRa	Cat#M108
Rat monoclonal anti-CD9 conjugated by Alexa Fluor 647 (used at 1:2000)	Biolegend	Cat#124809, RRID: AB_1279319
Rat monoclonal anti-c-Kit conjugated by PE/Cy7 (used at 1:2000)	Biolegend	Cat#135111, RRID: AB_2131136
Rat monoclonal anti-ECAD conjugated by PE (used at 1:2000)	This study	N/A
Mouse monoclonal anti-NAH46 conjugated by Alexa Fluor 647	This study	N/A
Mouse monoclonal anti-HepSS1 conjugated by Alexa Fluor 488	This study	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

Recombinant Human FGF-5	R&D	Cat#237-F5, Lot GQ2312021
Recombinant Human FGF-basic	PeproTech	Cat#100-18B, Lot 121008
Bovine albumin	MP Biomedicals	Cat#810661
Fluoro-KEEPER Antifade Reagent	Nacalai tesque	Cat#12593-64
Hoechst33342	Thermo Fisher	Cat#H3570, Lot 23363W
Bouin’s solution	MUTO PURE CHEMICALS	Cat#3314-2, Lot 170228
Schiff reagent	Wako	Cat#193-08445, Lot LKP7191
Hematoxylin	MUTO PURE CHEMICALS	Cat#2104-2, Lot 160107
Eosin	Wako	Cat#051-06495, Lot LKQ2516
Vybrant CM-DiI cell-labeling solution	Thermo Fisher	Cat#V-22888
Affi-Gel Blue Media	BIO-RAD	Cat#153-7302, Lot 64035867
Laminin, mouse	BD	Cat#354232, Lot A1741

**Critical Commercial Assays**		

Click-iT EdU Alexa Fluor 594 or 647 Imaging Kit	Thermo Fisher	Cat#C10339 or C10640
HistoGene LCM Frozen Section Staining Kit	Thermo Fisher	Cat#KIT0401
RNeasy micro kit	QIAGEN	Cat#74004
DIG RNA Labeling Kit	Roche	Cat#1175025
Superscript III first strand synthesis system	Thermo Fisher	Cat#18080051
THUNDERBIRD SYBR qPCR Mix	TOYOBO	Cat#QPS-201
RNAscope Fluorescent Multiplex Detection Reagents	Advanced Cell Diagnostics	REF 320851, Lot 15127A
Lipofectamine 3000 Transfection Reagent	Thermo Fisher	Cat#L3000-015
Dual-Luciferase Reporter Assay System	Promega	Cat#E1960, Lot 0000144524

**Deposited Data**		

Microarray data	This study	GEO: GSE118846

**Experimental Models: Organisms/Strains**		

Mouse: *Fgf5*^*–*^ (*Fgf5*^*go-moja*^*/Utr*):C57BL6J	(Mizuno et al., 2011)	N/A
Mouse: *BAC-Fgf5*:C57BL6J	(Khoa le et al., 2016)	N/A
Mouse: *Fgf4*^*flox*^	(Sun et al., 2000)	N/A
Mouse: *Fgf8*^*–*^:CD-1	(Meyers et al., 1998)	N/A
Mouse: *Ngn3-Cre*:C57BL6J	(Yoshida et al., 2004)	N/A
Mouse: *Gfrα1-GFP*:C57BL6J	(Uesaka et al., 2007)	N/A
Mouse: *Gfrα1-CreER^T2^*:C57BL6J	(Uesaka et al., 2007)	N/A
Mouse: *CAG-CAT-GFP*:C57BL6J	(Kawamoto et al., 2000)	N/A
Mouse: *Ngn3-GFP*:C57BL6J	(Yoshida et al., 2004)	N/A

**Oligonucleotides**		

Primers for qRT-PCR, Table S3		N/A
Probe-Mm-Fgf5	Advanced Cell Diagnostics	P/N 417091, L/N 14070A
Probe-Mm-CD34-C2	Advanced Cell Diagnostics	P/N 319161-C2, L/N 14062A
Probe-Mm-Des-C3	Advanced Cell Diagnostics	P/N 407921-C3, L/N 14070A

**Recombinant DNA**		

FANTOM clones, Table S1	DNAFORM	N/A

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Shosei Yoshida ().

### Experimental Model and Subject Details

#### Animals

The following mice were as previously described: *Fgf5*^*–*^ (*Fgf5*^*go-moja*^*/Utr*), *BAC-Fgf5, Fgf4*^*flox*^*, Fgf8*^*–*^*, Ngn3-Cre, Gfrα1-GFP,* and *Ngn3-GFP.* The background of *Fgf5*^*–*^*, Gfrα1-GFP, Ngn3-GFP, BAC-Fgf5,* and the control wild-type mice was C57BL/6 (Japan SLC, Japan CLEA), while *Fgf8*^*–*^ mice was maintained in a CD-1 background. *Fgf4* and *Fgf8* mutants were obtained from the Mutant Mouse Regional Resource Centers. Intercross between *Fgf5* and *Fgf4* or *Fgf8* mutants were done following the mating scheme (Figures S5J and S5K). Busulfan (10 mg/kg) was intraperitoneally injected to adult mice (2.5–4 months old) as described previously. All animal experiments were conducted with the approval of The Institutional Animal Care and Use Committee of National Institutes of Natural Sciences, or institutional committees for animal and recombinant DNA experiments at the Research Institute, Osaka Women’s and Children’s Hospital.

### Method Details

#### Immunofluorescence (IF)

Whole-mount IF of seminiferous tubules and IF on testis cryosections (10μm-thick) were performed as previously described (Hara et al., 2014, Nakagawa et al., 2010, Tokue et al., 2017). The following antibodies were used: anti-GFRα1, anti-FGF5, anti-CD34, anti-αSMA, anti-GFP, anti-RARγ, anti-c-Kit, anti-SOX9, anti-CSF1R, anti-StAR, anti-pH3, anti-Cleaved PARP, anti-FGF8, anit-FGFR2, anti-SDC4, anti-SDCBP, anti-CD63, anti-LAMP1, anti-FGFR3, anti-ID4. All secondary antibodies were Alexa Fluor conjugated from Life Technologies and used at 1:300 dilutions. Anti-NAH46 and anti-HepSS-1 antibodies (Seikagaku) were directly labeled with Alexa Fluor 488 5-SDP ester (Molecular Probes, A30052) and Alexa Fluor 647 NHS ester (Molecular Probes, A20006), respectively, as follows. Conjugation reaction was performed by mixing antibody solution (1.0 mg/ml in PBS) and 1/50 volume of the reactive dye (10 mg/ml) and incubating for 1.5 h at room temperature under dark conditions. Unconjugated dye was removed by gel filtration using Bio-Spin 6 Tris Columns (#732-6227; Bio-Rad) to collect the labeled antibody as a flow-through fraction. The nuclei were stained with hoechst33342 (Life Technologies). Slides were mounted in Fluoro-KEEPER Antifade Reagent (Nacalai). Observations and measurements were performed using an Olympus BX51 upright fluorescence microscope equipped with a DP72 CCD camera, a Nikon A1r confocal system, or a Leica TCS SP8 confocal system.

#### Clonal fate analysis of GFRα1^+^ cells

*Fgf5*^*+/+*^ or *Fgf5*^*–/–*^*; GFRα1-CreER^T2^; CAG-CAT-GFP* mice were injected intraperitoneally with 0.25 mg of 4-hydroxytamoxifen per individual (sigma). After the tamoxifen treatment, the testes were removed and analyzed by IF, as described previously (Hara et al., 2014).

#### Bead preparation and transplantation

Affi-Gel blue beads (Bio-Rad) were soaked in a solution of recombinant FGF5 proteins (0.1 mg/ml) or 0.1% BSA (bovine serum albumin; 0.1 mg/ml) for 1 h at room temperature according to (Uchida et al., 2016). To mark the tubular wall adjacent to the transplanted beads, some beads were immersed in DiI (0.83 mg/ml; Thermo Fisher Scientific) solution for 15 min. For transplantation, the soaked beads were transplanted into the testicular interstitium (1 or 2 beads [one per site] were separated with appropriate intervals) via vitrified micro-capillary under a dissecting microscope.

#### Laser capture microdissection

Freshly isolated testes from 8 weeks-old C57BL/6 mice were cryosectioned with 7μm-thick sections, placed on slides, fixed, and stained with HistoGene before collection of the areas of interest using PixCell IIe (ArcturusXT), according to the manufactures’ protocol. The obtained tissue fragments were proceeded for cDNA microarray gene expression analysis.

#### cDNA microarray gene expression analysis

From tissue fragments collected by laser microdissection, RNA was purified using RNeasy micro kit (QIAGEN) and processed for two-round amplification to prepare fluorescence-labeled probes as described. Briefly, in the first round, RNA samples were reverse-transcribed with T7-(dT)_24_ primer and made double-stranded, followed by cRNA synthesis using MEGAscript T7 kit (Ambion). After quality checked with an Agilent 2100 Bioanalyzer, cRNA was reverse-transcribed into ds-cDNA, and subjected to Cy3-labeled cRNA synthesis (Agilent Technology) by T7 reaction. From other materials (i.e., tissues, sorted cells, or cultured cells), RNA purification and preparation of Cy3-labeled cRNA probes were performed as described. Hybridization, scanning and data analysis were done as described. Briefly, Cy3-labeled probes were fragmented and hybridized to an Agilent whole mouse genome 4x44K or 8X60K array (Agilent Technology). Then, the image data was obtained using a G2505C scanner (Agilent Technology), analyzed using a Gene Spring software (Silicon Genetics). Data correction was performed with the threshold raw signals set to 1.0, percent shift to the 75th percentile as normalization algorithm, and no baseline transformation.

#### *in situ* hybridization (ISH) of histological sections

315 genes that showed high enrichments to vasculature-associated regions over tubule-bounding regions were selected based on the microarray data above. dsDNA fragments containing full length sequences of these transcripts were amplified from FANTOM clones (DNAFORM) using the primers of M13_Forward: CGACGTTGTAAAACGACGGCCAGTG and M13_Reverse: AGCGGATAACAATTTCACACAGGAAAC. Then, digoxigenin-labeled antisense RNA probes were synthesized using DIG RNA Labeling Kit (Roche) and processed for *in situ* hybridization on paraffin embedded sections, according to a protocol described previously (Yoshida et al., 2001).

#### ISH of dispersed testicular cells

ISH of dispersed single cells was carried out using an RNAscope Fluorescent Multiplex Kit (Advanced Cell Diagnostics). Freshly isolated testis from 8 weeks-old C57BL/6 mice were processed to generate cell suspensions of the interstitial cells and the peritubular cells on the seminiferous tubules by pipetting. The cell suspension was applied to MAS-GP-coated slide glass (Matsunami) and employed for detection of *Fgf5, Cd34* and *Des* RNA using each specific target probe and HybEZ Hybridization system (Advanced Cell Diagnostics).

#### RT-qPCR

Total RNA was extracted form samples (tissues, sorted cell or cultured cells) using RNeasy kits (QIAGEN), reverse-transcribed using Superscript III first strand synthesis kit (Life Technologies), and processed for RT-qPCR using a LightCycler 480 system (Roche) with gene-specific primers (Table S3).

#### FACS

For microarray analysis, GFRα1^+^, NGN3^+^ and KIT^+^ cell fractions were sorted by FACS, as described previously (Ikami et al., 2015, Tokue et al., 2017). The GFRα1^+^ fraction was collected from *Gfrα1-GFP* mice as the GFP^+^ fraction, and the NGN3^+^ and KIT^+^ fractions were collected from *Ngn3-GFP* mice as GFP^+^/KIT^–^ and GFP^+^/KIT^+^ fractions, respectively, using an EPICS ALTRA instrument (Beckman Coulter). The data of FACS and the microarray were partly published previously (Ikami et al., 2015, Tokue et al., 2017), with the data-set deposited in the GEO (GSE75532). In Figure 3I, GFRα1^+^ cells were collected from 2.5 months-old-adult *Gfrα1-GFP* mice in wild-type and *Fgf5*^*–/–*^ backgrounds in the same manner to (Ikami et al., 2015, Tokue et al., 2017). In Figure S7, spermatogonial fractions were sorted from *Gfr*α*1-GFP* mouse testicular cell suspension, based on CD9, ECAD, KIT and GFP staining, using a FACSAria II cell sorter (BD Biosciences). Anti-ECAD antibodies were conjugated with PE by R-Phycoerythrin AffiniPure Fab Fragment Goat Anti-Rat IgG (Jackson ImmunoResearch).

#### *In vitro* culture of spermatogonia

Germline Stem (GS) cells derived from the C57BL/6 x ICR intercrossed mice were maintained according to (Tokue et al., 2017). For the quantification of mitogenic effect of FGF2 or FGF5, 2 × 10^4^ GS cells per well of 12-well plate were cultured in the respective concentration of FGF2 or FGF5 in supplement with 10 ng/ml GDNF. After 8 days, the cell numbers were counted (n = 3 independent experiments). For the gene expression analysis, GS cells were depleted for FGF2 and GDNF for 3 days, and then supplemented with or without FGF5 (100 ng/ml) for 24 hours, followed by cDNA microarray analyses. For the co-culture with CD34^+^ cells or MEF, GS cells were cultured in supplement with GDNF, and with or without FGF2. The passage was performed every 6 days.

#### Culture of CD34^+^ cells

Primary testicular cells expressing CD34 were prepared from 8 wk-old mice referring to (Seandel et al., 2007), which designated these cells as mouse testicular stromal, or MTS, cells. Seminiferous tubules were collected from detunicated testes and minced. The tissue was washed and then enzymatically dissociated with agitation at 37 °C in a buffer containing collagenase, hyaluronidase, and DNase I. The resultant cell suspension (non-filtered) was collected, plated in dishes coated with gelatin in a 50:50 mixture of alpha MEM/StemPro-34 (Thermo Fisher Scientific) supplemented with 20% FBS and expanded over two to five passages. Cells were then cryopreserved or plated in 12-well plates coated with gelatin, and treated with mitomycin-C for 3 h, before use for co-culture with GS cells.

#### Luciferase assay

Transient transfection of GS cells cultured in 48-well plates coated with laminin (BD Biosciences) was performed using Lipofectamine-3000 (Thermo Fisher Scientific), and the culture medium was changed after 24h. Analyses were performed 24h post-medium change with or without FGF2. The luciferase activity of cell lysates was measured using a Dual-Luciferase assay system and a GloMax 20/20n luminometer (Promega). The activity of the firefly luciferase reporter pGL4-*Ngn3* was normalized to that of Renilla luciferase expressed from co-transfected pGL4.7 plasmid as described (Tokue et al., 2017).

#### Copy number determination of the BAC transgene

Genomic DNA was extracted from tail clips of WT and mutant mice according to a standard protocol, including phenol-chloroform extraction after lysis in buffers containing Proteinase K. To quantify the BAC transgene including the *Fgf5* gene (Figure S2A), the real time TaqMan PCR method using universal Probe Library probes (Roche) and gene-specific primers was used (Table S3). Copy number of *Fgf5* was determined using *Ppia* as a standard.

### Quantification and Statistical Analysis

#### Histology, evaluation of degenerating tubules, and measurement of the tubule area

Testes of WT and mutant mice were fixed with Bouin’s fixative and processed for paraffin-embedded section preparation (7μm thick) and hematoxylin and eosin staining, according to standard procedures. The percentage of degenerating seminiferous tubules was calculated based on the cross sections of seminiferous tubules (n > 200) that appeared on one transverse section for each testis. In normal (WT) mouse testes, four generations of germ cells, each synchronously progressing through spermatogenesis, form cellular associations of fixed composition (called seminiferous epithelial stages). Chronological sequence of these stages represents the periodic change of seminiferous epithelium, known as “seminiferous epithelium cycle.” In the testes of *Fgf* mutants, a few tubule cross-sections lacked one or more out of the four germ cell layers, which was defined as “degenerative tubules” in this study. The area of the cross sections of seminiferous tubules were measured (n = 255 and 195 tubule sections in WT and *Fgf5*^*–/–*^ mice, respectively). The round shape tubule cross sections were photographed under bright-field illumination, then measured the areas by a CellSens Standard software of an Olympus BX51 microscope.

#### Counting the density of GFRα1^+^ or RARγ^+^ cells

The densities of GFRα1^+^ or RARγ^+^ cells were measured on immunofluorescenced whole mount seminiferous tubules or cryo-sections of the testes. Figures 1C, 3A, right, 6A, 6B, 6J, S2E, S6M, and S6N were counted by the whole mount seminiferous tubules. For counting the cell density in 1 mm tubule length, the 1mm tubule length was measured, then the GFRa1^+^ cell number was counted by an Olympus BX51 fluorescence microscope equipped with a DP72 CCD camera or a Leica TCS SP8 confocal system. For counting the GFRα1^+^ cell density in > 10 mm tubule length, the GFRα1^+^ cell number in long continual segments over 10 mm was counted. The total length of counted tubule segments were 105 mm (Figure 1C), 140 mm of *BAC-Fgf5*^*Tg/+*^, 78 mm of *Fgf5*^*+/+*^, 94 mm of *Fgf5*^*–/–*^ mice (Figure 3A right), 122 mm (day10), 105 mm (day15), 94 mm (day20), 90 mm (day25), 160 mm (day30), 103 mm (day40), 100 mm (day50), 90 mm (day60), 100 mm (day80), 73 mm (day110) of WT mice (Figure 6A), and 61 mm (day0), 106 mm (day10), 116 mm (day15), 86 mm (day20), 91 mm (day25), 102 mm (day30), 104 mm (day40), 109 mm (day50), 104 mm (day60) of *Fgf5*^*–/–*^ mice (Figure 6B) after busulfan treatment. In Figure 6J, the total lengths of counted tubule segments were 46 mm (+DiI in FGF5 beads), 79 mm (–DiI in FGF5 beads), 17 mm (+DiI in BSA beads), 17 mm (–DiI in BSA beads). In Figure S2E, the densities of GFRα1^+^ and SOX9^+^ cells were counted in total 14- and 18-mm tubule segments of WT and *Fgf5*^*–/–*^ mice. In Figures S6M and S6N, the GFRa1^+^ or RARγ^+^ cell densities were counted in the following segments, 53 mm (day0), 32 mm (day3), 28 mm (day6), 29 mm (day9), 30 mm (day14), 39 mm (day20), 21 mm (day30). The densities of GFRα1^+^ or RARγ^+^ cells were counted in the cryo-sections at Figures 3A left, 3B–3H, 6C, S2D, S3D, S3H, S4I, S4J, S4M, S6K, and S6L were counted by the cryo-sections. For counting the cell density per tubule section, the GFRα1^+^ or RARγ^+^ cells per more than 150 tubule sections per testes (N ≥ 3 mice) were counted by Olympus BX51 microscopy.

To assess whether spermatogonia are distributed uniformly, randomly or in a clustered fashion, we performed a statistical test, comparing the homeostatic frequencies of spermatogonial unit numbers in bins of 1mm length along the tubule axis to a Poisson distribution with the same mean (Figure S1A). A standard $\chi^{2}$-test yielded a p value smaller than $10^{-5}$, indicating a significant deviation from spatial randomness. Furthermore, a variance-to-mean ratio of the bin population of $\left(\langle n^{2}\rangle -{\langle n\rangle }^{2}\right)/\langle n\rangle \approx 3$ indicated that spermatogonial units were more clustered rather than random or uniform. However, we could not detect any spatially regular patterns associated with this clustering.

#### Measurement of *Fgf5* RNA-positive cells on tubule circumference

Testicular sections were stained for *Fgf5* by *in situ* hybridization. The tubule cross sections were photographed under bright-field illumination, then measured the *Fgf5*–positive signals on tubule circumference.

#### Measurement of FGF5-positive signals adjacent to interstitial area or tubule bounding area

Testicular sections were double stained for FGF5 and CD34 by IF. The tubule cross sections were photographed under a confocal microscope (Nikon A1r). The data were then analyzed to determine whether the FGF5-positive or -negative signals distributed in the interstitial-tubule or tubule-tubule bounding regions, and then measured their lengths of FGF5- and CD34-double positive or FGF5-negative and CD34-positive, respectively.

#### Scoring the distribution of GFRα1^+^, RARγ^+^, KIT^+^ and ID4^+^ spermatogonia for *Fgf5*–positive area

Testicular sections were stained for *Gfrα1* or *Fgf5* by ISH, or RARγ, KIT, or ID4 by IHC. All the tubule cross sections were photographed. The spatial correlation with *Fgf5*–positive signals was judged from whether the distributions of *Gfrα1,* RARγ or KIT-positive spermatogonia were adjacent to *Fgf5*^+^ signals on the adjacent section. When their spermatogonia were (or were not) adjacent to *Fgf5*^+^ signals, they were categorized as “positive” (or “negative”). When their spermatogonia were partially adjacent to *Fgf5*^+^ signals, they were categorized as “boundary.” The category of “boundary” was estimated as an intermediate between “positive” and “negative,” and then the each “boundary” parameter was assigned to 0.5 of “positive” and 0.5 of “negative” in the determination whether the spermatogonia distributions were adjacent to *Fgf5* mRNA in the category between positive or negative for the calculation. Then, expected positive numbers were calculated assuming their non-biased distributions, and the ‘preferences’ (actual positive cell number/expected positive cell number) were determined; these were statistically evaluated by chi-square test between the actual and expected cell numbers adjacent or not to *Fgf5*^+^ area. For each data point, more than 40 seminiferous tubule cross-sections in 3 testicular slices were examined. The data were then analyzed to determine whether the distributions of *Gfrα1*, RARγ, KIT or ID4-positive spermatogonia were adjacent to *Fgf5*^+^ signals on the adjacent section. Statistical evaluations were performed as explained below, using the data of the *Gfrα1*-positive spermatogonia as an example. The 3 testis specimens used for analyses contained 91 cross-sections of the seminiferous tubules in total, and 121 *Gfrα1*-positive spermatogonia were observed. These 121 spermatogonia were classified as “positive” or “negative” for adjacent to *Fgf5*^+^ signals on the adjacent section. The lengths of the circumference of the tubule cross-sections were also summarized according to their levels of ISH staining of *Fgf5*. Then, the expected numbers of *Gfrα1*-positive spermatogonia in the category of positive or negative area were calculated on the basis of the null hypothesis: the *Gfrα1*-positive spermatogonia evenly distribute without bias. The expected numbers of *Gfrα1*-positive spermatogonia were obtained by multiplying the total number of *Gfrα1*-positive spermatogonia by the percentage of tubule sections in the category. The preferences of positive cells in each category were calculated as the ratio of the observed number of positive cells in each category to the expected number in the same category. Thus, a preference of 1 indicates that the actual number of *Gfrα1*-positive cells is the same as expected, i.e., a non-biased distribution. Values greater or smaller than 1 suggest preference or avoidance, respectively. The differences between the observed and expected numbers of *Gfrα1*-positive spermatogonia were statistically evaluated by chi-square tests. The *P*-value (0.00002) was small enough to reject the null hypothesis and indicated a non-random distribution of *Gfrα1*-positive spermatogonia. This was also true for RARγ but not KIT-positive spermatogonia, whose *P*-values were 0.00052 and 0.13494, respectively.

#### Scoring the distribution of GFRα1^+^ and ID4^+^ spermatogonia for the interstitium or tubule-tubule bounding area

Testicular sections were stained for GFRα1 and ID4 by IF. The tubule cross sections were photographed by Nikon A1r confocal system. The spatial correlation was judged from whether the distributions of GFRα1 or ID4-positive spermatogonia were adjacent to the interstitium or tubule bounding region. When their spermatogonia were partially adjacent to the intermediate area between the interstitium and the tubule bounding region, they were categorized as “boundary.”

### Data and Software Availability

The accession number for the microarray data reported in this study is NCBI GEO: GSE118846.

# Supplementary material for: Competition for Mitogens Regulates Spermatogenic Stem Cell Homeostasis in an Open Niche
**Source:** Cell Stem Cell. 2019 Jan 3;24(1):79–92.e6. doi: 10.1016/j.stem.2018.11.013
**Supplement:** Document S1. Figures S1–S7

**Supplemental Information**

**Competition for Mitogens Regulates Spermatogenic**

**Stem Cell Homeostasis in an Open Niche**

**Yu Kitadate, David J. Jörg, Moe Tokue, Ayumi Maruyama, Rie Ichikawa, Soken Tsuchiya, Eri Segi-Nishida, Toshinori Nakagawa, Aya Uchida, Chiharu Kimura-Yoshida, Seiya Mizuno, Fumihiro Sugiyama, Takuya Azami, Masatsugu Ema, Chiyo Noda, Satoru Kobayashi, Isao Matsuo, Yoshiakira Kanai, Takashi Nagasawa, Yukihiro Sugimoto, Satoru Takahashi, Benjamin D. Simons, and Shosei Yoshida**

Figure S1

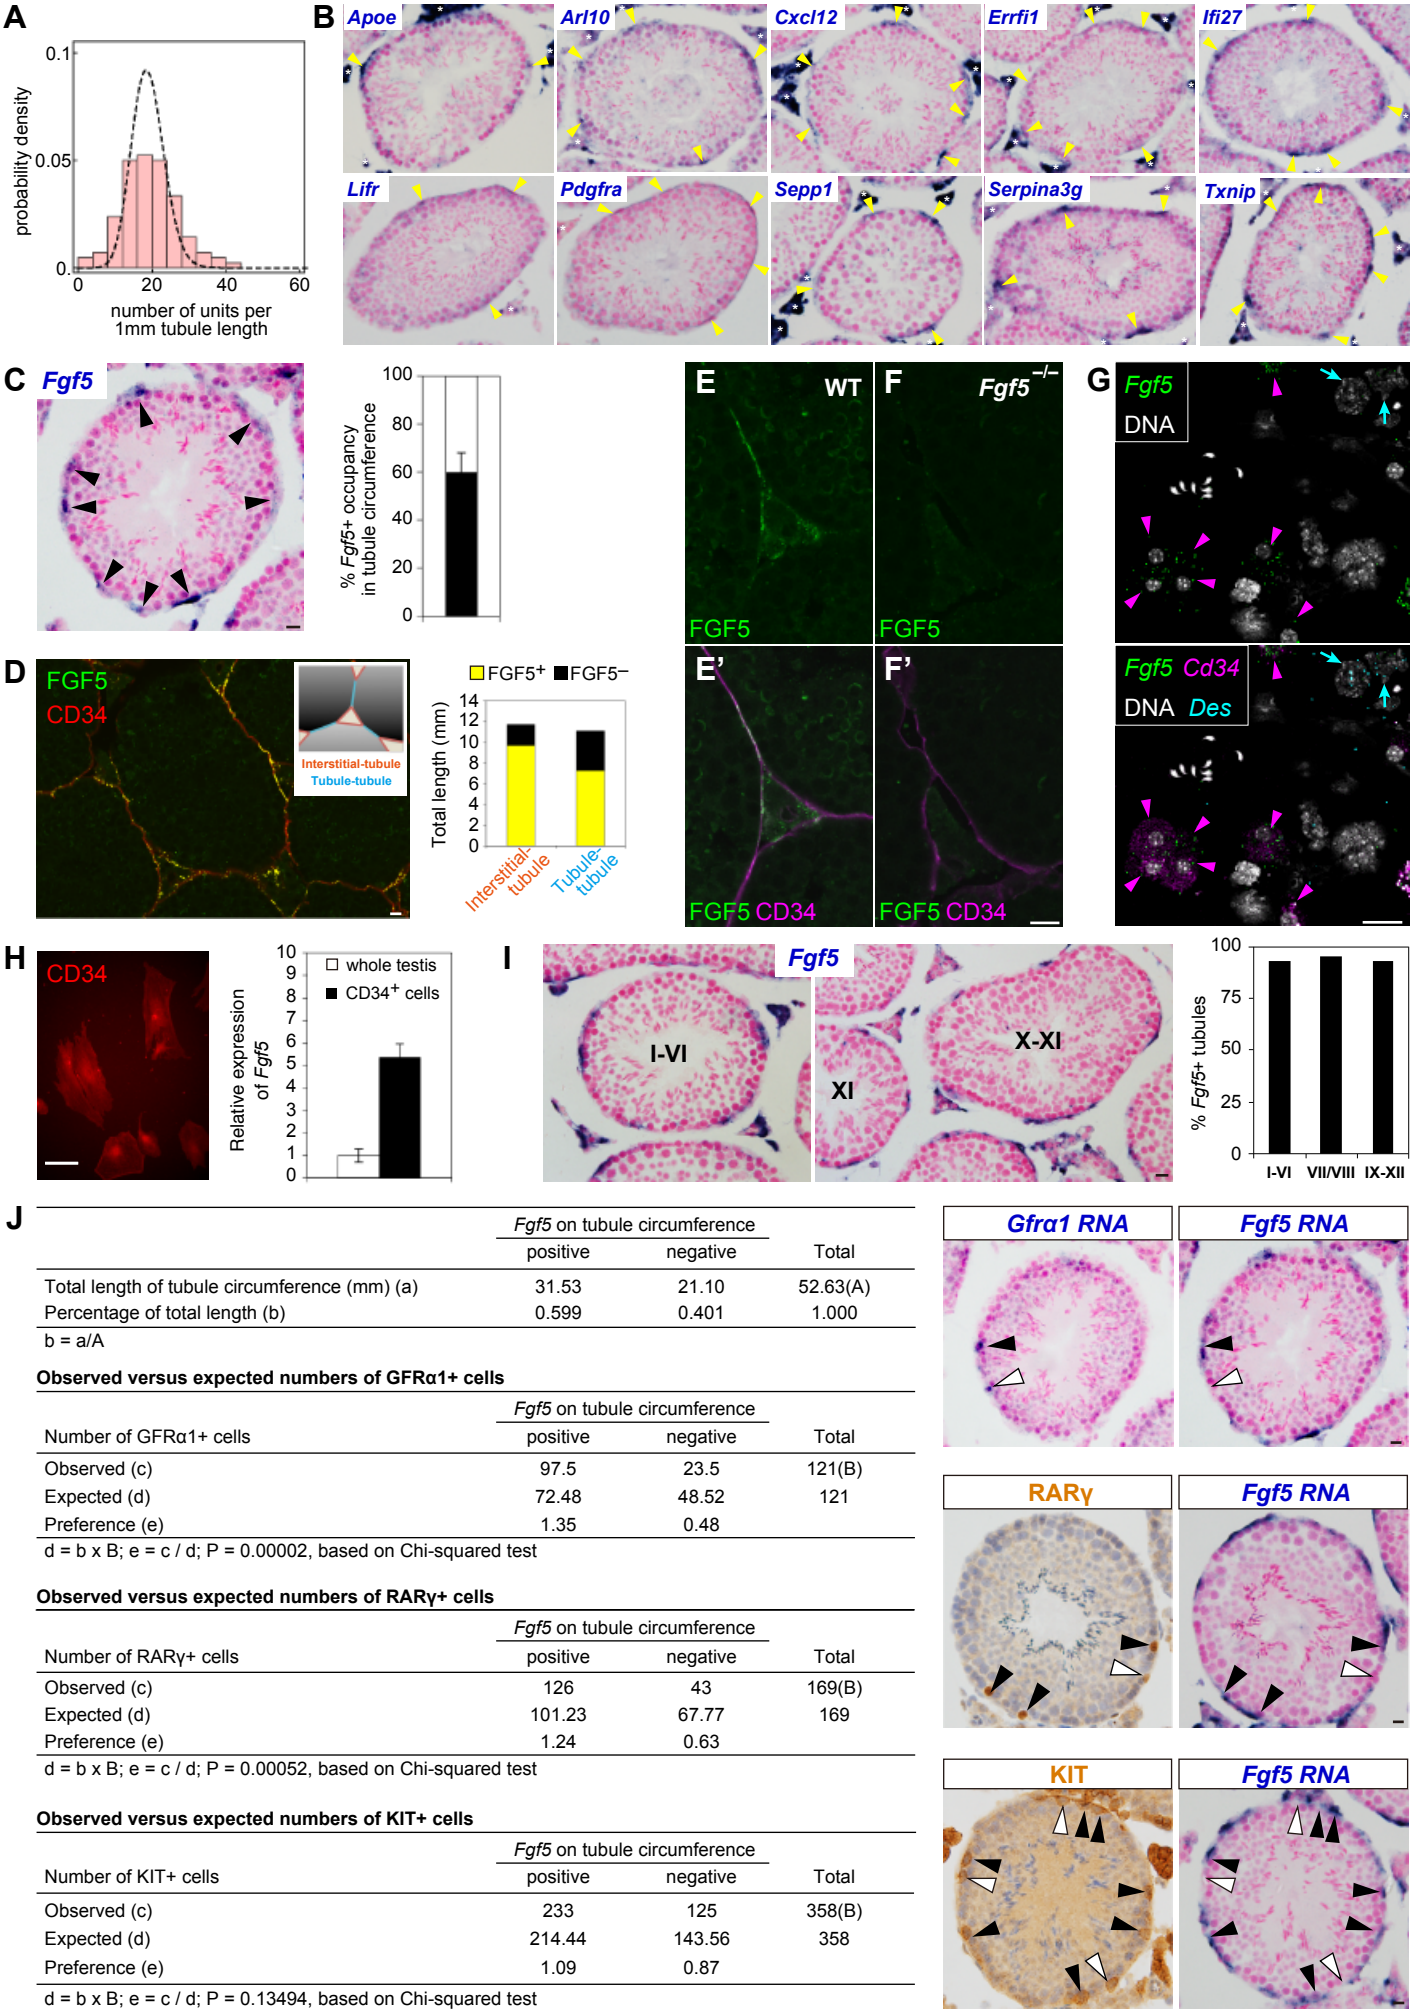

**Figure S1. Extended analyses of FGF5 expression, Related to Figure 2.**

(A) Experimentally determined number distribution of  $\text{GFR}\alpha 1^+$  spermatogonial units (i.e., mononucleated [ $A_s$ ] cells or syncytia [ $A_{pr}$  or  $A_{al}$ ]; [Hara et al., 2014](#)) per 1 mm tubule length (bars) compared with a Poisson distribution with the same mean that would correspond to complete spatial randomness. (B) Expression patterns of the indicated transcripts within subset peritubular flattened cells near the interstitium and intertubular arterioles/venules (asterisks), revealed by ISH (blue, arrowheads) with counterstaining using nuclear fast red. Scale bar, 50  $\mu\text{m}$ . (C) *Left*: A representative ISH image of a cross section of seminiferous tubule stained for *Fgf5* (arrowheads). *Right*: Portion of the *Fgf5*<sup>+</sup> region in the tubule circumference, shown in average  $\pm$  SEM from 3 mice (82 tubule sections in total). (D) *Left*: A representative IF image of a testis section stained for FGF5 (green) and CD34 (red), computationally modified to display only the CD34<sup>+</sup> peripheral region of the tubules with contrasted FGF5 signal using a Nikon A1r confocal system. *Right*: Lengths of FGF5-positive and negative regions of the tubule circumference, showing interstitial-tubule or tubule-tubule contact (inset). Measurements of 31 tubule sections are summarized. (E–F) IF images for FGF5 (green) and CD34<sup>+</sup> (red) in WT (E and E') and *Fgf5*<sup>−/−</sup> (F and F') testis sections, verifying the specificity of FGF5 staining. (G) Multicolor fluorescent RNA ISH on dissociated testicular cells, showing the expression of *Fgf5* (green) in some *Cd34*<sup>+</sup> (magenta) LE, but not in *Desmin* (*Des*)<sup>+</sup> (cyan) myoid, cells. (H) *Left*: Cultured mouse testicular cells (see [STAR Methods](#)), immunostained for CD34. *Right*: RT-qPCR analysis for *Fgf5* expression in these cells, compared with the whole testis (Average  $\pm$  SEM, N=4). (I) *Left*: Representative ISH images of testis sections for *Fgf5* in tubule segments at different stages of seminiferous epithelial cycle (indicated by Roman numerals). *Right*: Percent tubule sections at the indicated stages that accompany one or more *Fgf5*<sup>+</sup> cells. N $\geq$ 10 tubule sections of the stages. (J) Distribution of  $\text{GFR}\alpha 1^+$ ,  $\text{RAR}\gamma^+$  or  $\text{KIT}^+$  spermatogonia relative to *Fgf5*<sup>+</sup> LE cells. *Left*: Quantification of their positional relationship. *Right*: Examples of adjacent section pairs stained for *Fgf5* and *Gfra1*,  $\text{RAR}\gamma$  or  $\text{KIT}$ . Filled and open arrowheads show *Gfra1*<sup>+</sup>,  $\text{RAR}\gamma^+$  or  $\text{KIT}^+$  spermatogonia located in the *Fgf5*-positive and negative areas, respectively. Scale bars, 10  $\mu\text{m}$  in (C–J).

Figure S2

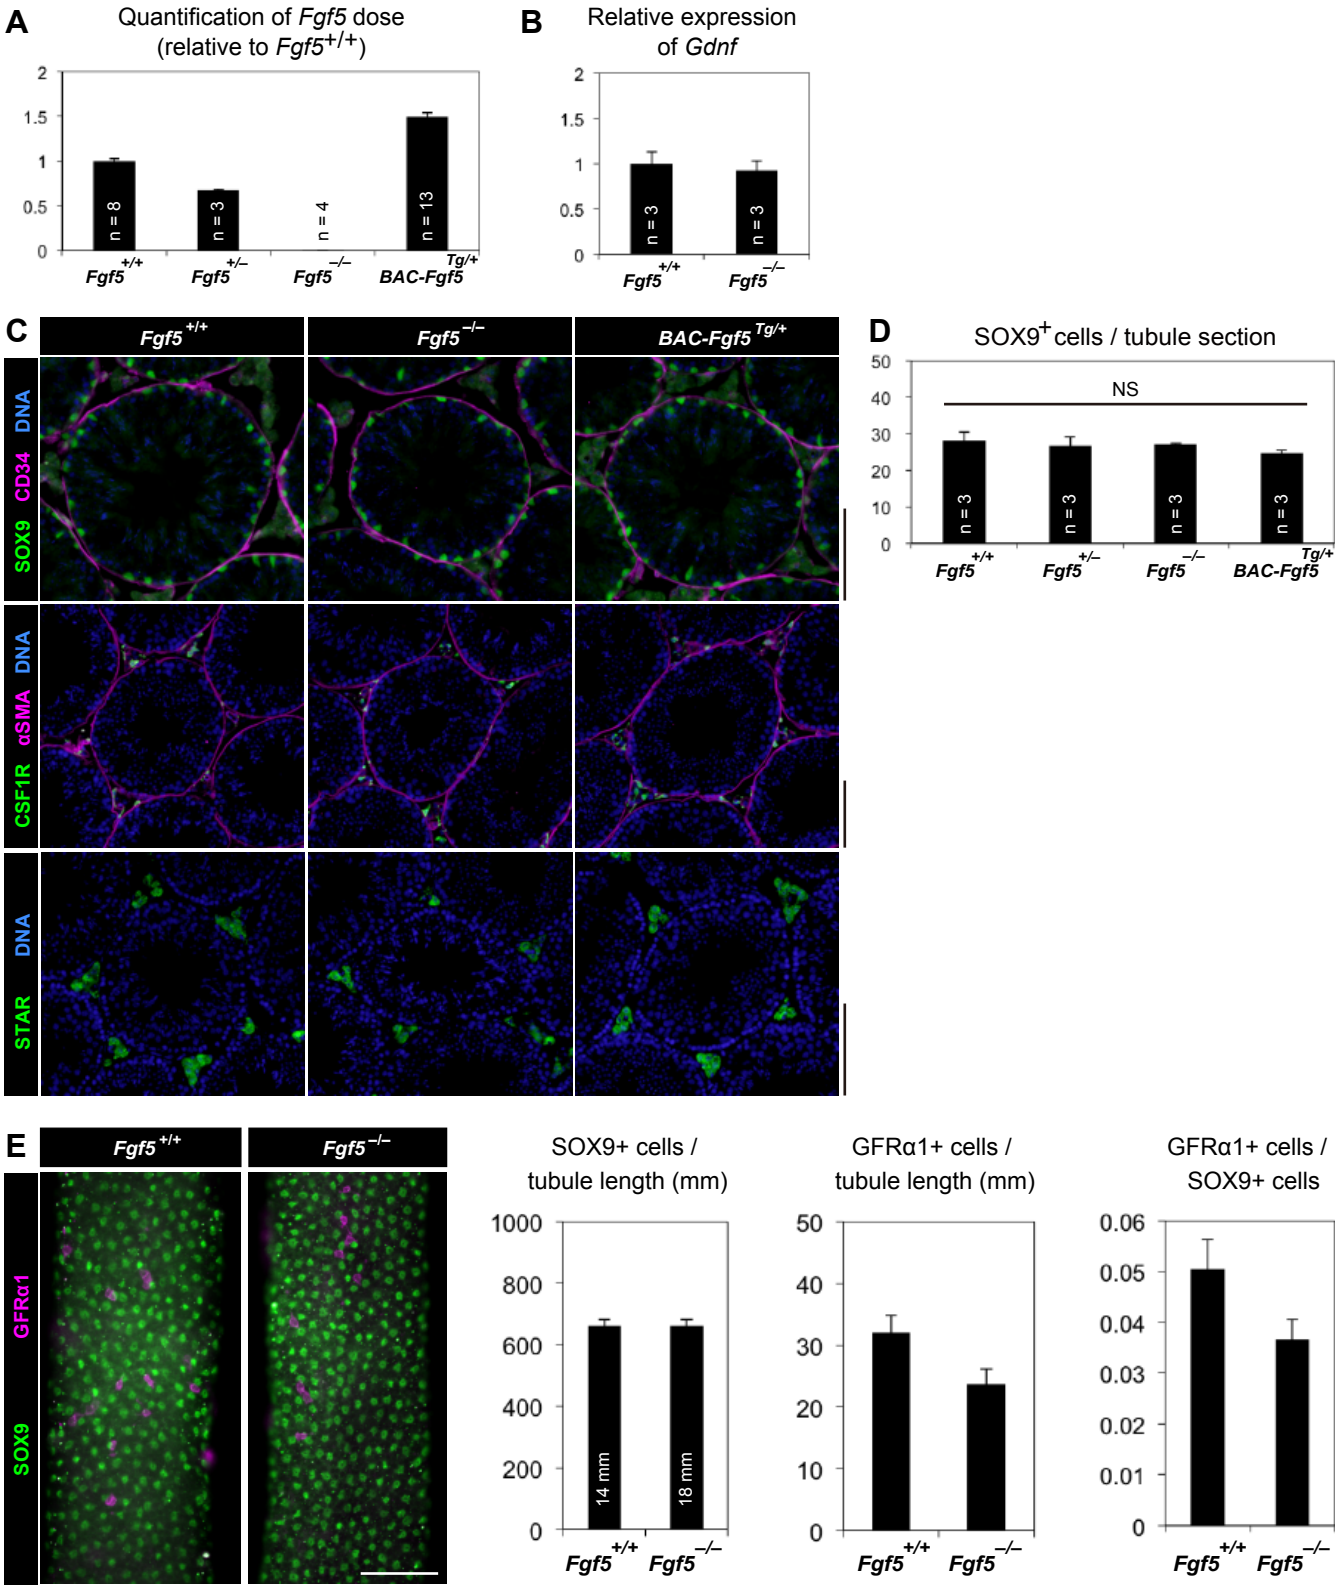

**Figure S2. Supplemental characterization of *Fgf5* mutant mice, Related to Figure 3.**

(A) Genomic qPCR quantification of the dosage of *Fgf5* gene, indicating one copy per *BAC-Fgf5 Tg* allele, shown in average  $\pm$  SEM. n = number of animals examined. (B) RT-qPCR analysis of *Gdnf* expression in WT and *Fgf5*<sup>-/-</sup> mutant mouse testis. Average  $\pm$  SEM values from 3 animals for each genotype are shown. (C) Representative IF images of testicular sections for SOX9, CD34, CSF1R,  $\alpha$ SMA and STAR (markers of Sertoli, lymphatic endothelial, macrophagic, myoid and Leydig cells, respectively). (D) Number of SOX9<sup>+</sup> Sertoli cells per tubule section in *Fgf5* mutants. N> 200 tubule sections from 3 mice were counted for each genotype, shown in average  $\pm$  SEM. (E) *Left*: Representative IF images of whole mount seminiferous tubules stained for SOX9 (green) and GFR $\alpha$ 1 (magenta). *Right*: Number of SOX9<sup>+</sup> Sertoli cells and GFR $\alpha$ 1<sup>+</sup> spermatogonia per mm tubule length and their ratio. Totally 14 (WT) and 18 (*Fgf5*<sup>-/-</sup>) mm-long tubule segments from 3 mice were counted.

Throughout, average values  $\pm$  SEM are shown. Scale bars, 100  $\mu$ m. \*\*p<0.05 versus *Fgf5*<sup>+/+</sup>; NS, not significant (t-test).

**Figure S3**

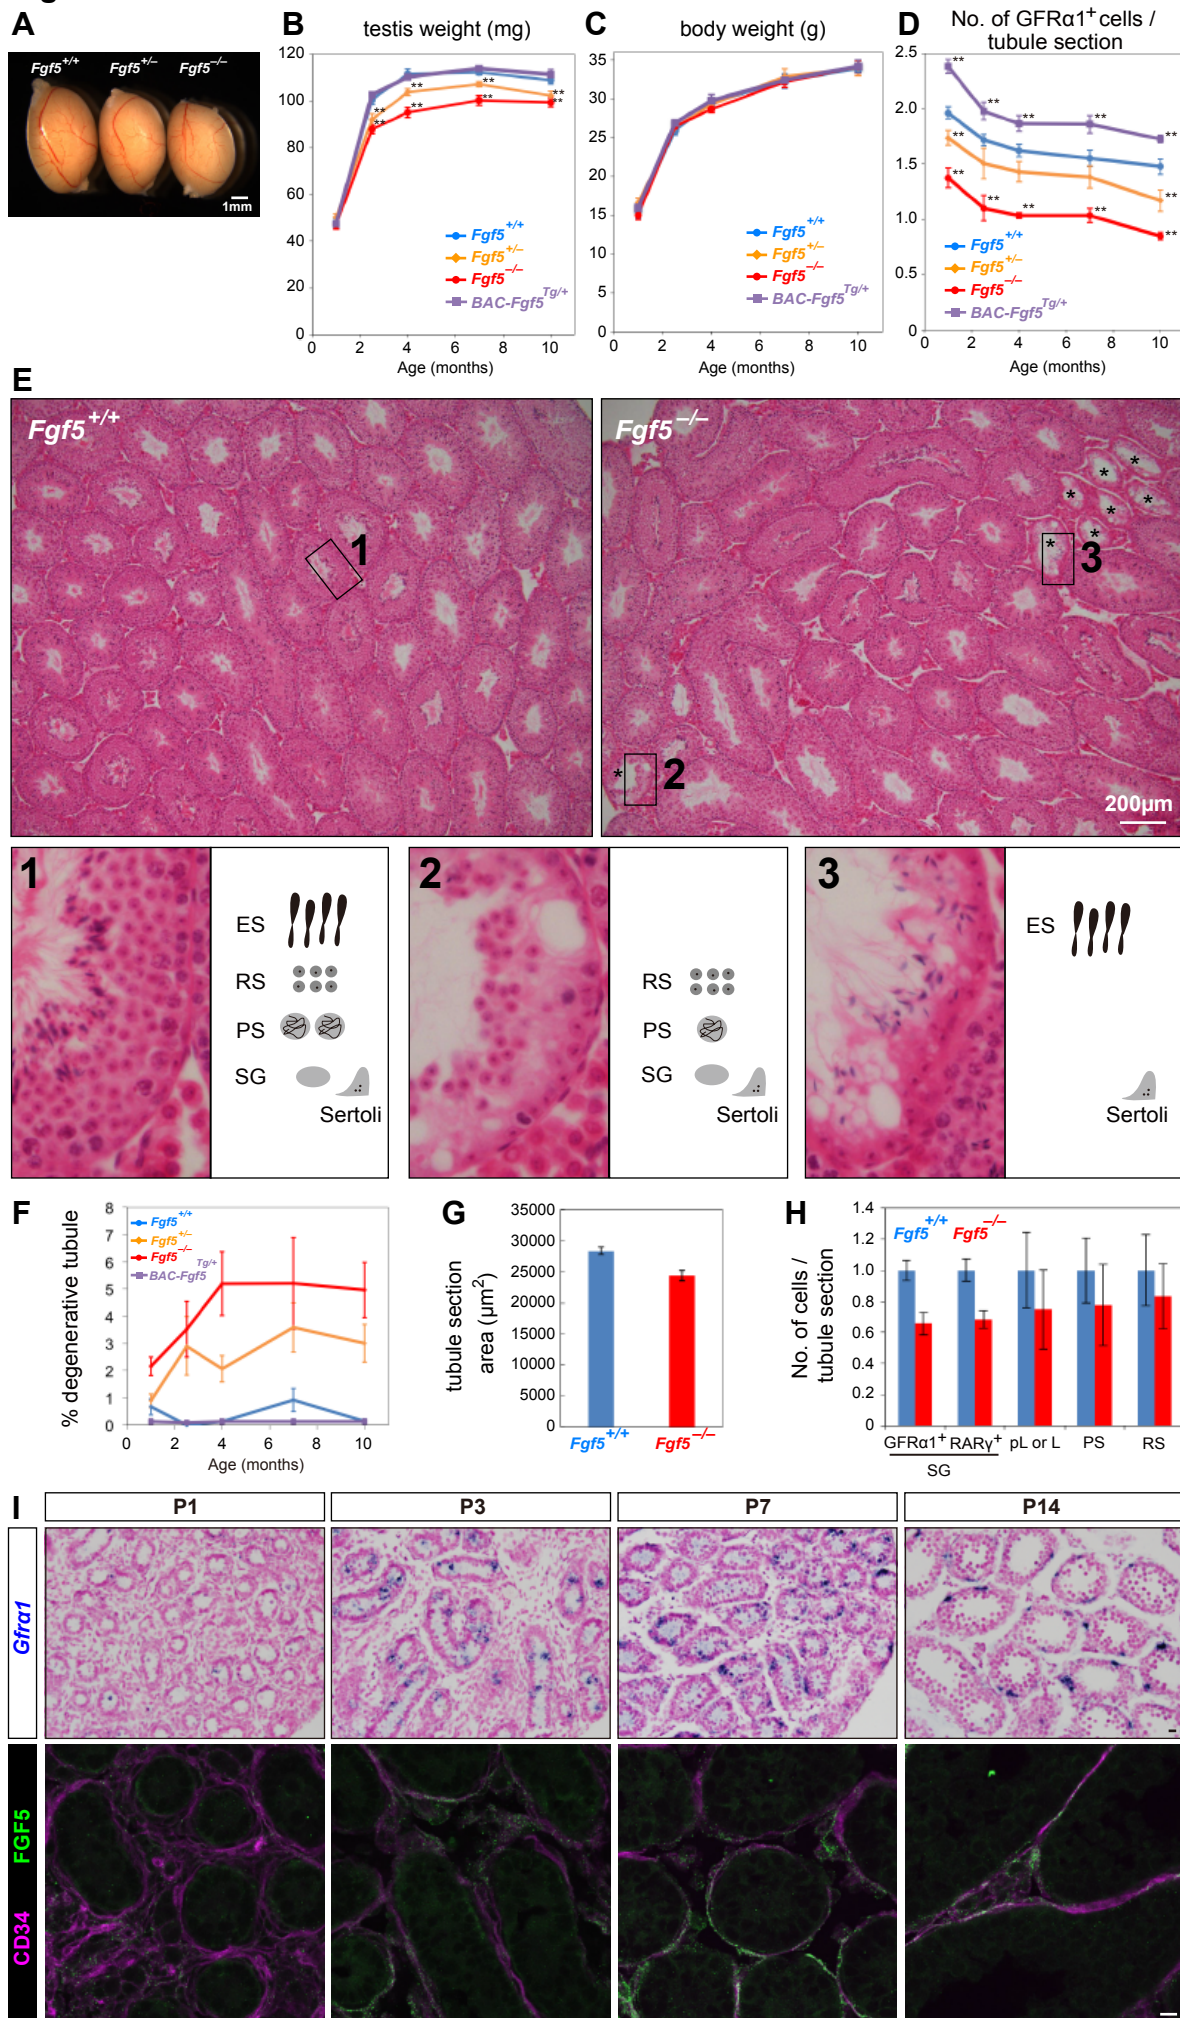

**Figure S3. Supplemental characterization of spermatogenesis in *Fgf5* mutant mice and FGF5 expression during postnatal development, Related to Figure 3.**

(A) Appearance of the testes of *Fgf5*<sup>+/+</sup>, *Fgf5*<sup>+/-</sup> and *Fgf5*<sup>-/-</sup> mice at 2.5 months of age. (B–C) Testis (B) and body (C) weights of *Fgf5* mutants at the indicated ages. (D) Absolute density of GFR $\alpha$ 1<sup>+</sup> cells in seminiferous tubules of *Fgf5* mutants at the indicated ages. (E) H&E-stained sections of *Fgf5*<sup>+/+</sup> and *Fgf5*<sup>-/-</sup> testes. Lower panels show the examples of normal (1) and affected (2, 3) tubules indicated, with schemes representing the residual cell types. Asterisks indicate degenerative tubules. (F) Proportions of seminiferous tubules harboring degenerated spermatogenesis in *Fgf5* mutants at the indicated ages. (G) Area of transverse section of seminiferous tubules of WT and *Fgf5*<sup>-/-</sup> mice at 4 months of age, measured in sections that appear in round shapes. (H) Relative numbers of indicated spermatogenic cells counted in tubule sections in *Fgf5*<sup>+/+</sup> and *Fgf5*<sup>-/-</sup> 2.5-month-old mice. (I) Representative images of ISH for *Gfra1* and IF for FGF5 (green) and CD34 (magenta) on postnatal testis sections at the indicated ages.

Scale bars indicate 200 and 10  $\mu$ m in (E) and (I), respectively. Average values  $\pm$  SEM from N $\geq$ 3 mice for each data point in (B–D, F–H). SG, spermatogonia; pL, preleptotene spermatocytes; L, leptotene spermatocytes; PS, pachytene spermatocytes; RS, round spermatids; ES, elongated spermatids. pL or L, PS and RS were counted in stages VII and VIII (H).

Figure S4

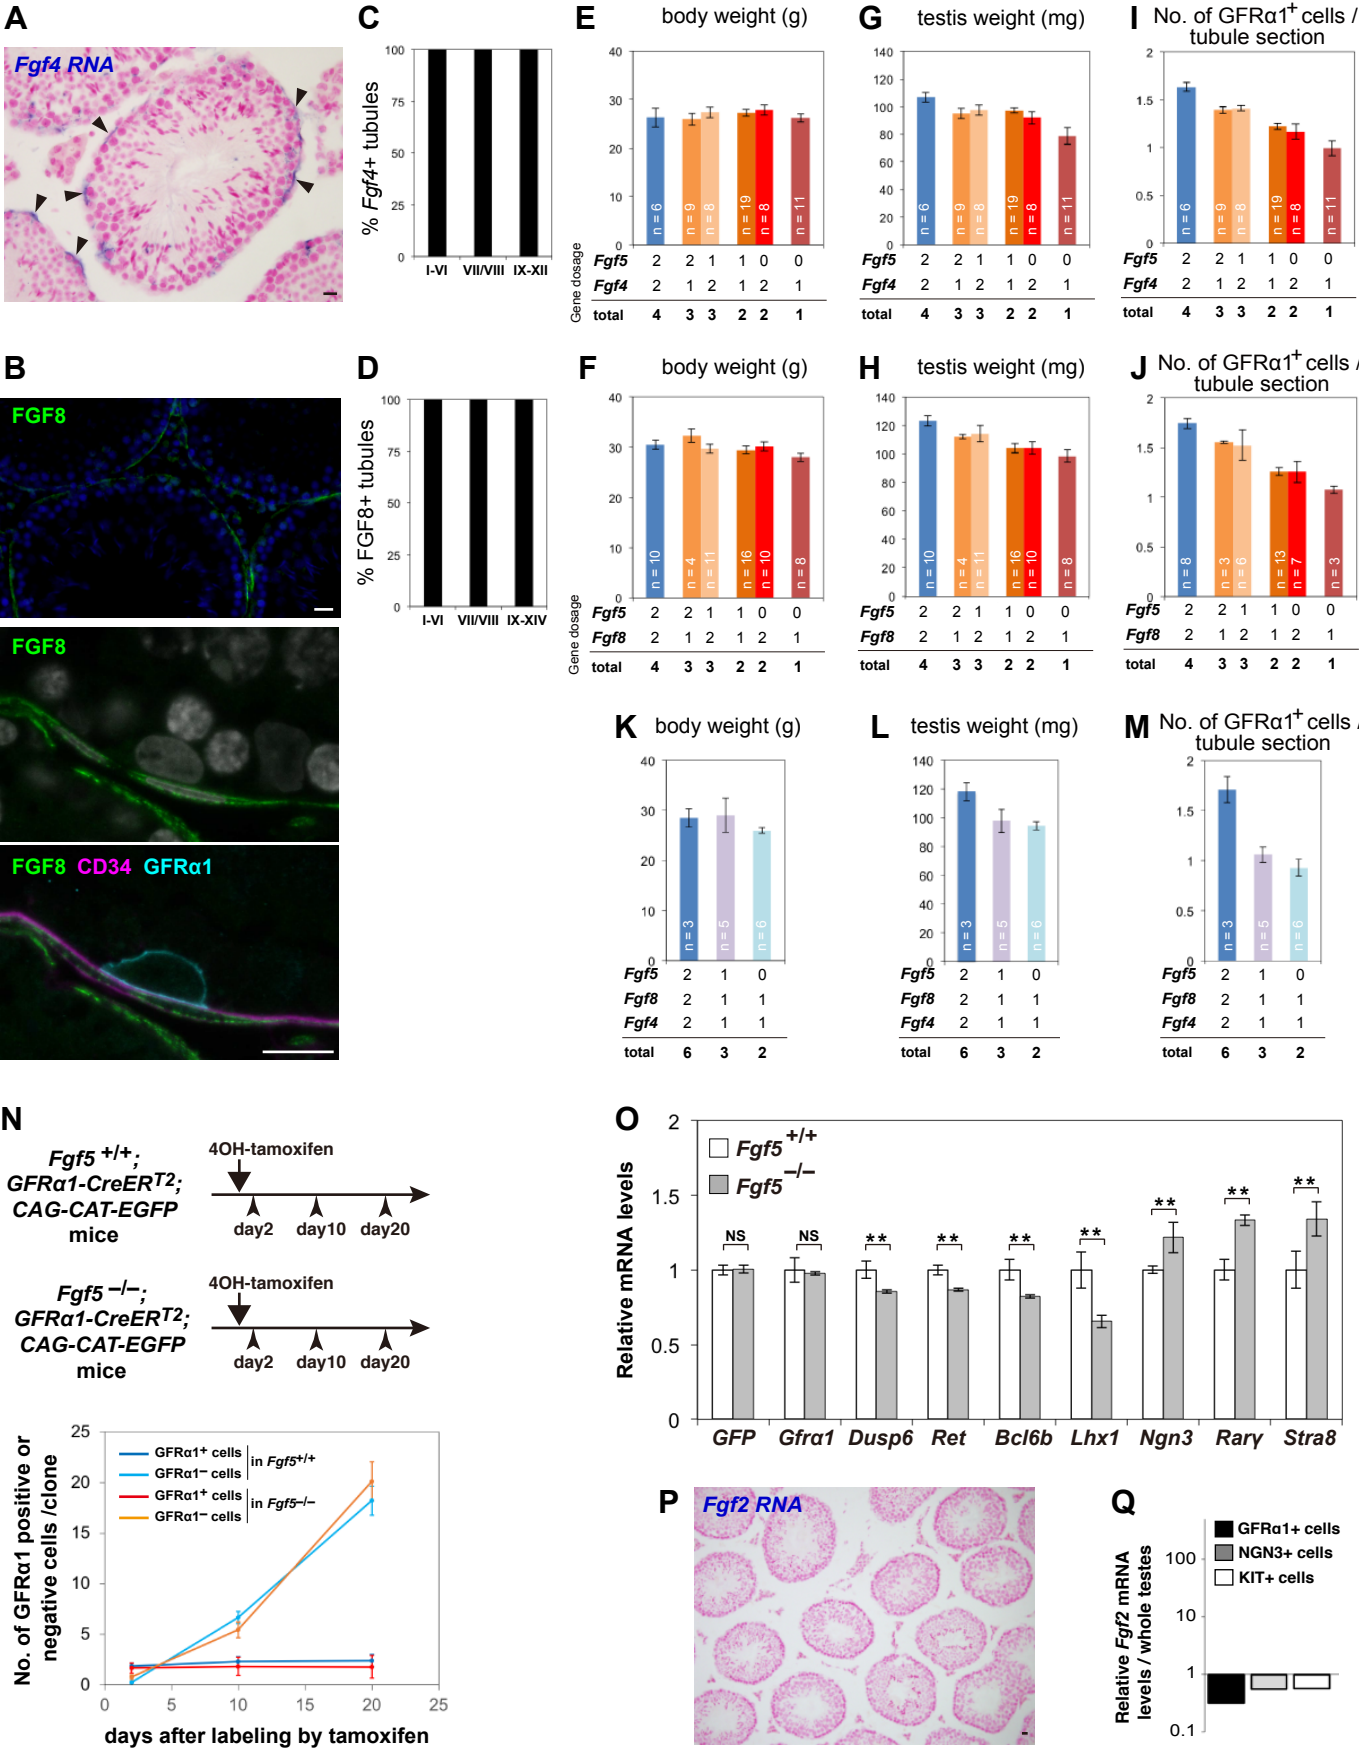

**Figure S4. Expression of *Fgf4* and FGF8, and supplemental testicular phenotypes of *Fgf4* and *Fgf8* mutant mice, Related to Figure 3.**

(A) A representative ISH image for *Fgf4* on a testis section, showing its expression in flattened peritubular cells (arrowheads), counter-stained with nuclear fast red. (B) Representative IF images of rat testis section stained for FGF8 (green), CD34 (magenta) and GFR $\alpha$ 1 (cyan). (C–D) Percent tubule sections at the indicated stages that accompany one or more *Fgf4*<sup>+</sup> (C) or FGF8<sup>+</sup> (D) cells, respectively, indicating their expression throughout the cycle. N $\geq$ 10 tubule sections for each group of the stages. (E–M) Body weights (E, F, K), testis weights (G, H, L) and the absolute densities of GFR $\alpha$ 1<sup>+</sup> cells (I, J, M) in mice harboring the indicated dosages of functional *Fgf5*, *Fgf8*, and *Fgf4* alleles at 2.5 months of age. Averages  $\pm$  SEM are shown; n = number of animals examined. (N) Clonal fates of pulse-labeled GFR $\alpha$ 1<sup>+</sup> cells in *Fgf5*<sup>+/+</sup> and *Fgf5*<sup>-/-</sup> mice, from experiments conducted following the schedule on the top. Average numbers  $\pm$  SEM of GFR $\alpha$ 1<sup>+</sup> and GFR $\alpha$ 1<sup>-</sup> cells contained in a single clone are shown.  $\geq$ 187 clones in  $\geq$ 4 testes for each data point were analyzed. (O) RT-qPCR analysis of the expression levels of indicated genes in GFR $\alpha$ 1-GFP<sup>+</sup> cells sorted from testicular cells of *Fgf5*<sup>+/+</sup> and *Fgf5*<sup>-/-</sup> mice that also harbor a *Gfra1-gfp* knock-in allele. Average values  $\pm$  SEM from 3 independent preparations are shown. (P) A representative ISH image of a testis section for *Fgf2*, showing no significant staining. (Q) Expression of *Fgf2* in GFR $\alpha$ 1<sup>+</sup>, NGN3<sup>+</sup> and KIT<sup>+</sup> spermatogonia, selected from published cDNA microarray data (Ikami et al., 2015) and normalized to the values from the whole testis. Scale bars, 10 $\mu$ m in (A–B) and (P).

**Figure S5**

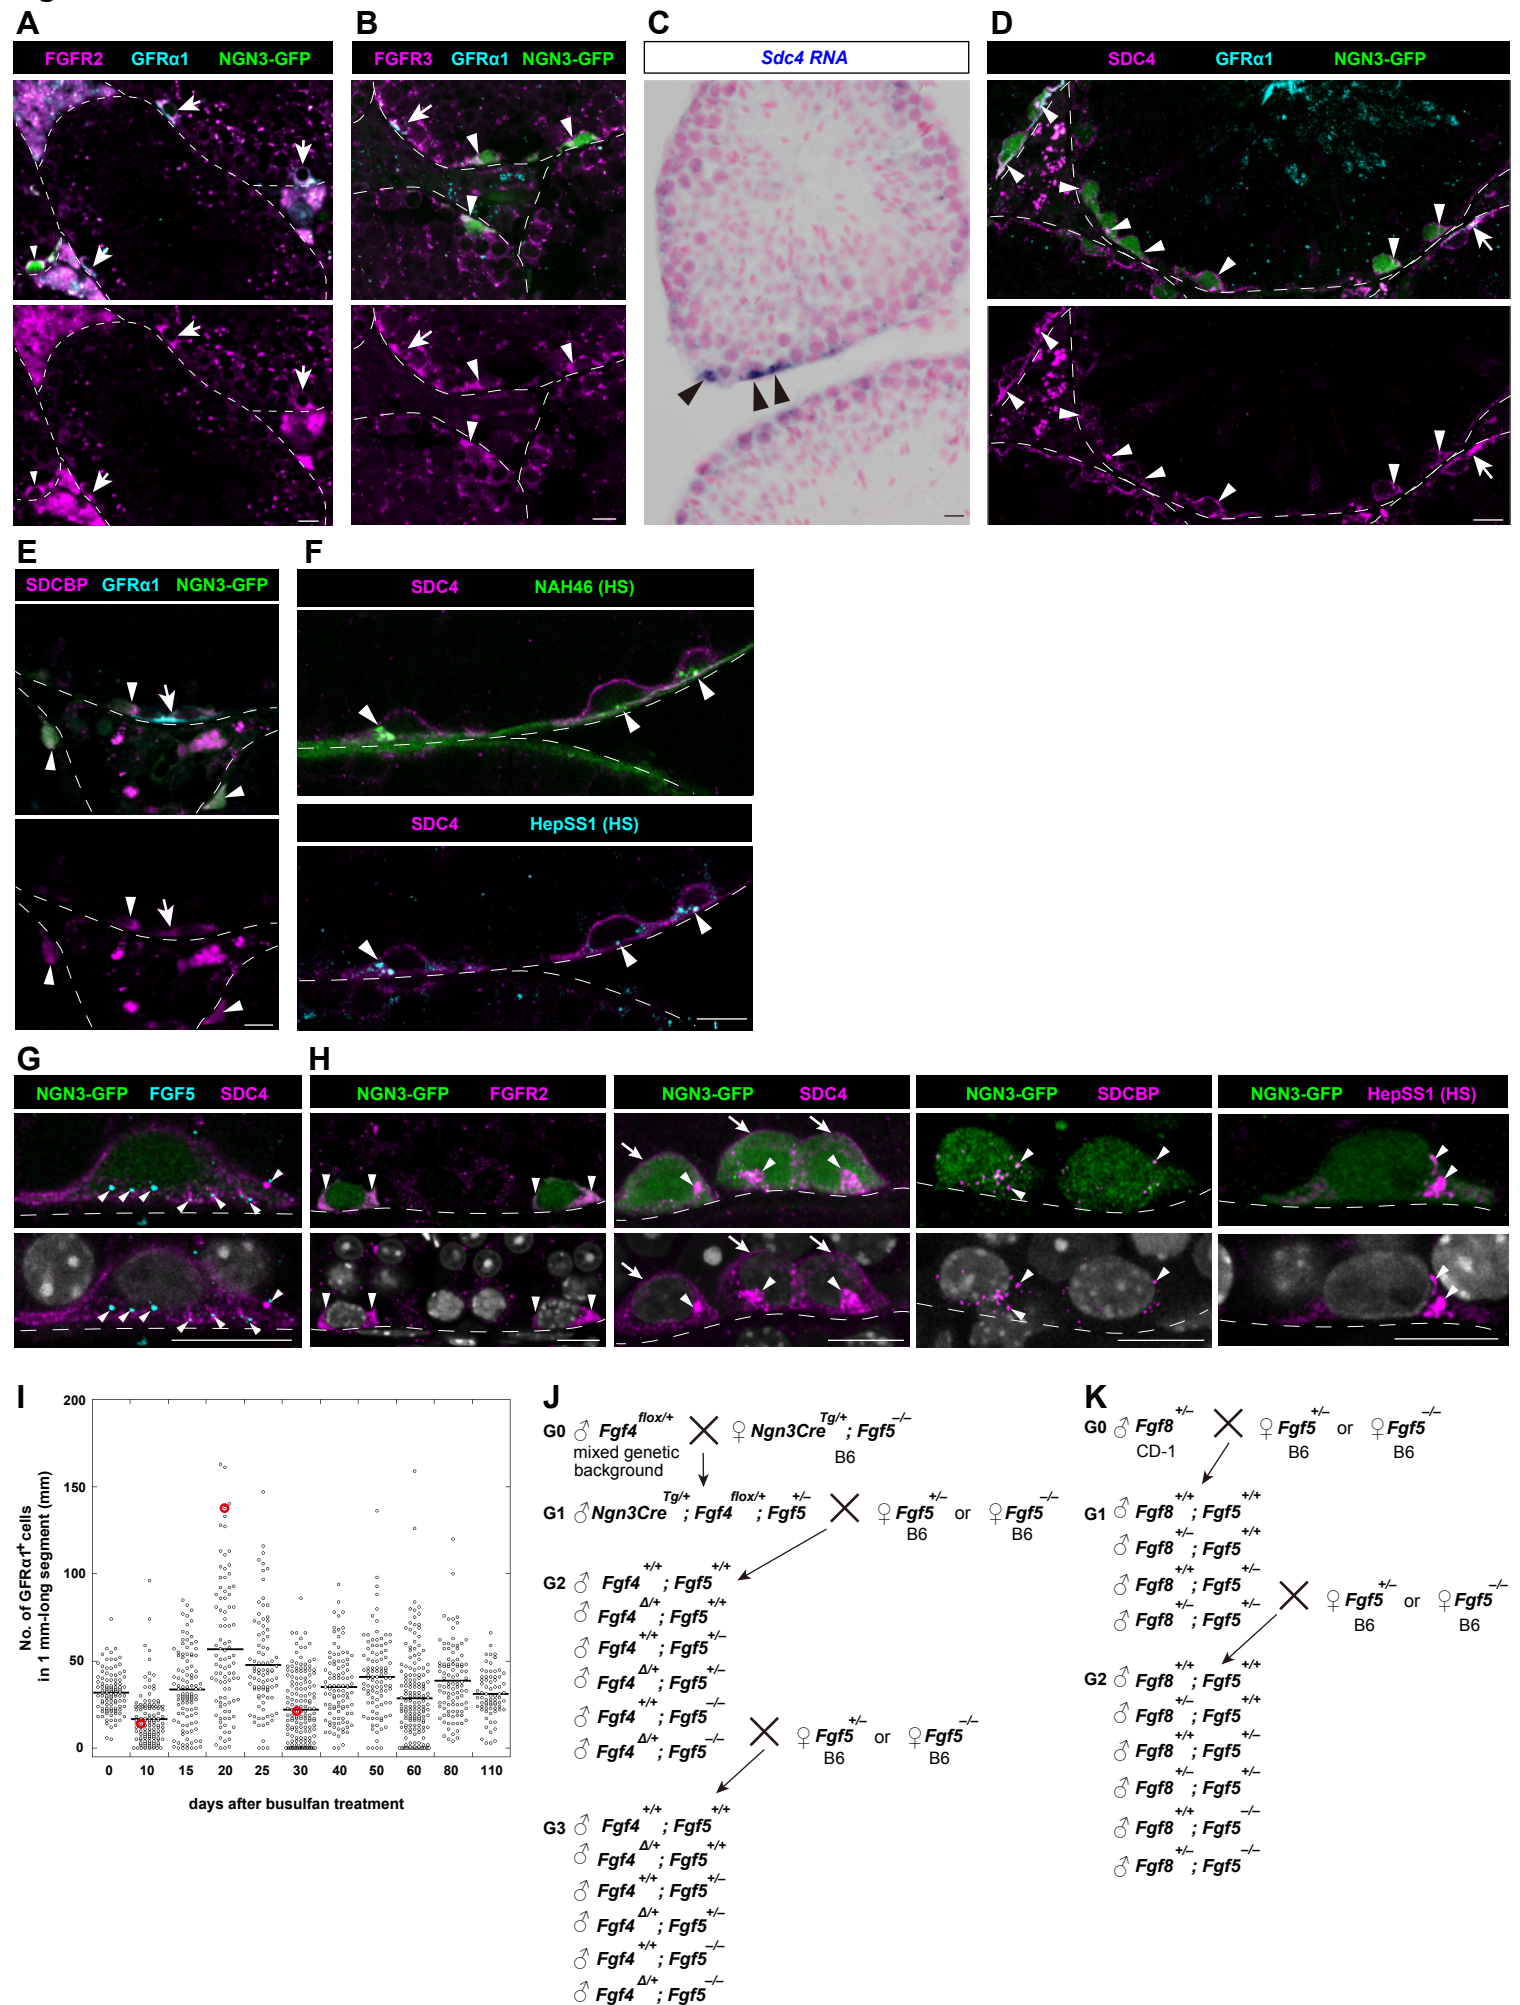

**Figure S5. FGF uptake by NGN3<sup>+</sup> spermatogonia, Related to Figure 4.**

(A–B) Representative IF images of NGN3-GFP mouse testis stained for GFP (green), GFR $\alpha$ 1 (cyan), and FGFR2 (A) or FGFR3 (B) (magenta). FGFR2 and FGFR3 were stained in GFR $\alpha$ 1<sup>+</sup> (arrows) and NGN3-GFP<sup>+</sup> cells (arrowheads). (C) A representative ISH image stained for *Sdc4* (blue) in a testis section, enriched in a few spermatogonia (arrowheads). (D–E) Representative IF images of NGN3-GFP mouse testis stained for GFP (green), GFR $\alpha$ 1 (cyan), and SDC4 (D) or SDCBP (E) (magenta). SDC4 and SDCBP were stained in GFR $\alpha$ 1<sup>+</sup> (arrows) and NGN3-GFP<sup>+</sup> cells (arrowheads). (F) A representative IF image of testis sections, stained with NAH46 (recognizing all HS, green), HepSS1 (recognizing highly sulfated HS, cyan), and anti-SDC4 (magenta) antibodies. NAH46 immunoreactivity was accumulated both in the basement membrane and the cytoplasm of SDC4<sup>+</sup> cells (arrowheads). In contrast, that of HepSS1 was specifically enriched in the cytoplasm of SDC4<sup>+</sup> cells (arrowheads). (G–H) Representative IF images of NGN3-GFP<sup>+</sup> (green) cells exhibiting punctate staining for SDC4, FGFR2, SDCBP or HS (stained with HepSS1) (magenta), or FGF5 (cyan). Arrowheads indicate their cytoplasmic staining, with arrows indicating cell surface SDC4 staining. (I) Quantification of GFR $\alpha$ 1<sup>+</sup> cell density after perturbation from homeostasis. According to the schedule shown in Figure 6A, the number of GFR $\alpha$ 1<sup>+</sup> cells contained in seminiferous tubules of wild-type testes were counted using whole-mount immunofluorescence. Each dot shows the number of GFR $\alpha$ 1<sup>+</sup> cells in each 1 mm-long tubule segment, and the horizontal bars indicate the average values. Average  $\pm$  SEM (N  $\geq$  4 for each time point) from these data are indicated in Figure 6A (left). IF images corresponding to the data point indicated by red circles are shown in Figure 6A (right panels). (J–K) Mating scheme to obtain mice harboring *Fgf5* and *Fgf4* (J) and *Fgf5* and *Fgf8* (K) mutations. *Fgf4*<sup>lox/+</sup> and *Fgf8*<sup>+/-</sup> males with mixed and CD-1 background, respectively, and their offspring were crossed with females with C57BL/6J (B6) background carrying *Fgf5*<sup>-</sup> allele and/or *Ngn3-Cre* transgene (used to recombine the *Fgf4*<sup>lox</sup> allele to generate the null, *Fgf4*<sup>Δ</sup> allele), as indicated.

In (A–H), broken lines show the periphery of seminiferous tubules; scale bars indicate 10  $\mu$ m.

**Figure S6**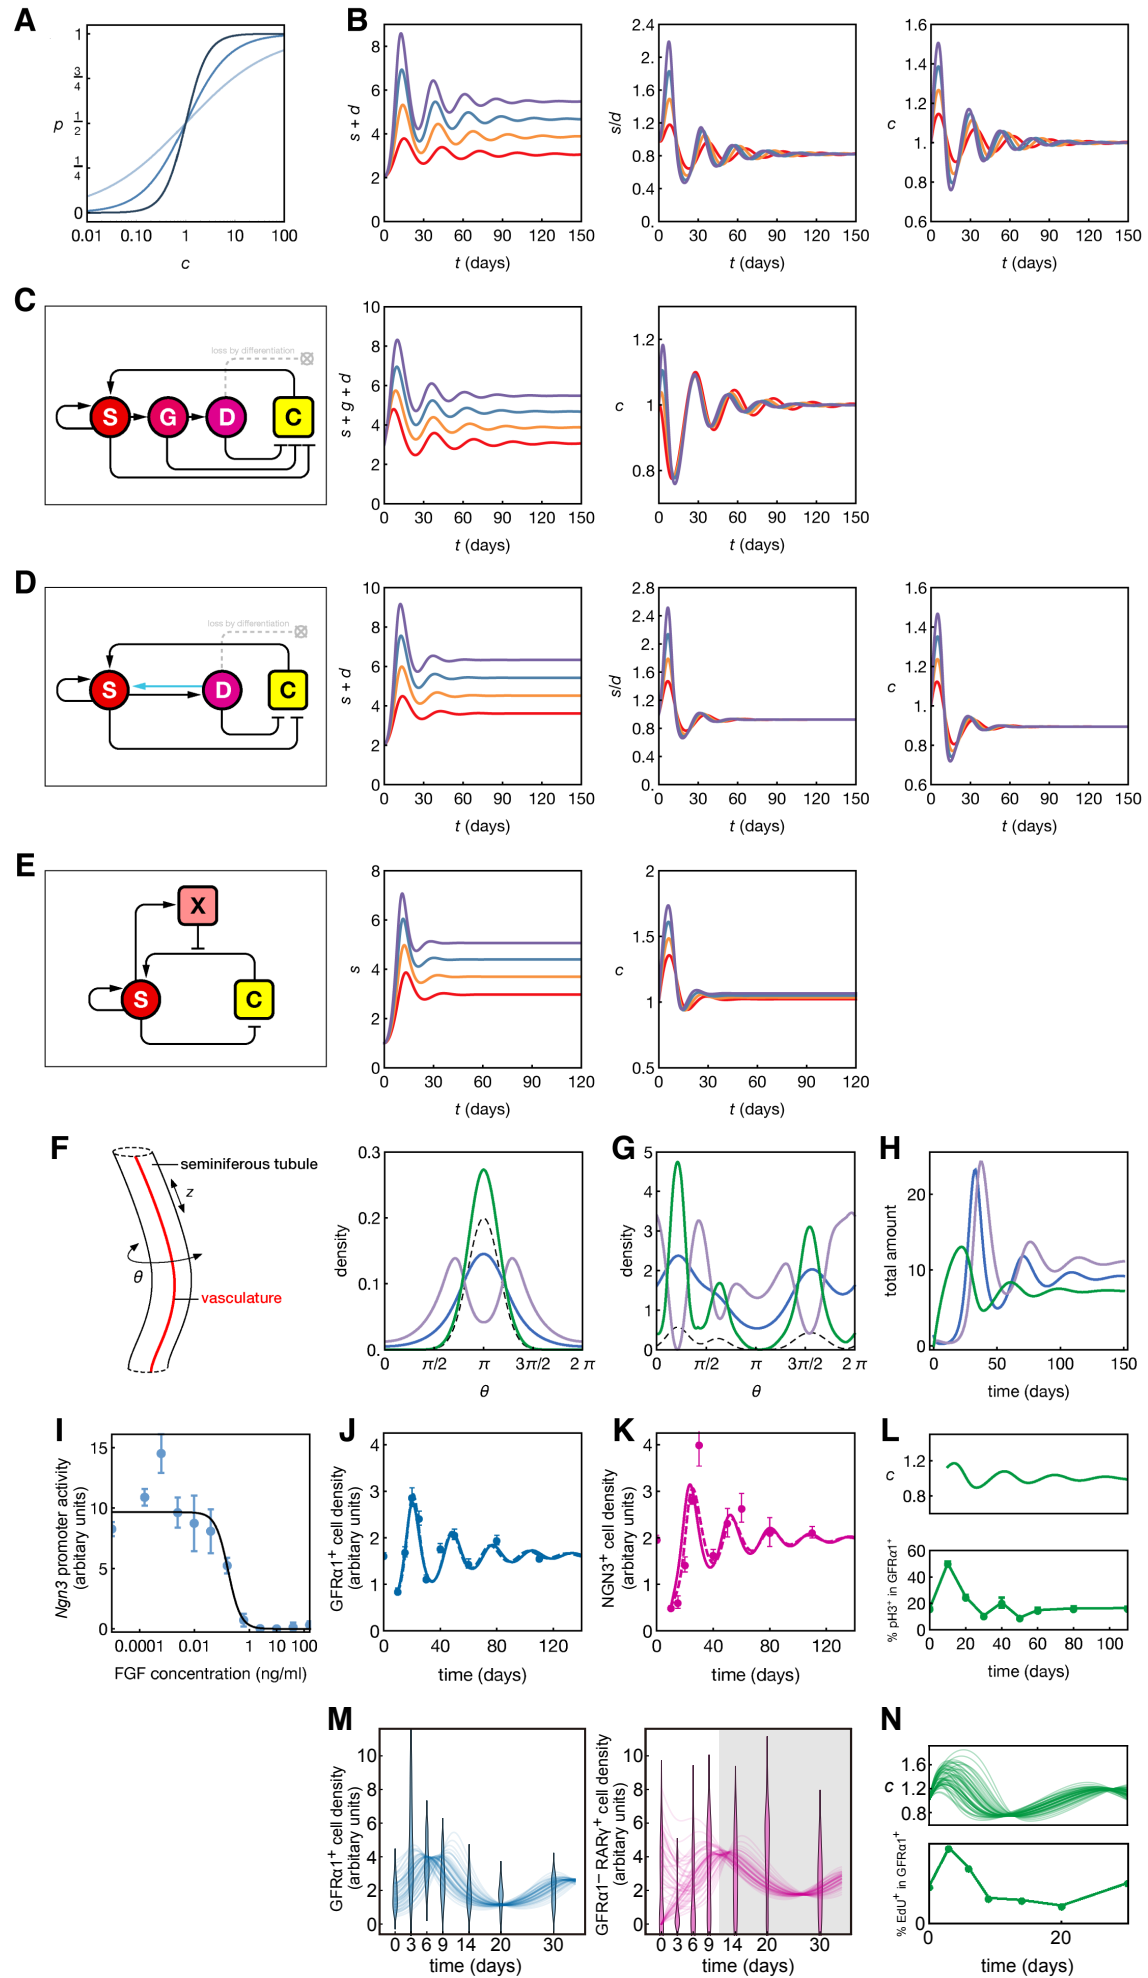

**Figure S6. Mitogen competition model, Related to Figure 5, Figure 6, STAR Methods, and Methods S1**

(A) Examples for the function  $p(c)$ , given by Eq. (3), that mediates the feedback of the mitogen concentration on the spermatogonial fates, for  $c_0 = 1$  and  $m = 1/2$  (light blue),  $m = 1$  (mid-blue), and  $m = 2$  (dark blue). (B) Numerical examples of the model with two stem cell compartments, Eqs. (8), as schematically shown in Figure 5A'. *Left*: Total progenitor cell density  $s + d$  as a function of time. *Center*: Ratio of cell densities  $s/d$  as a function of time. *Right*: Mitogen concentration  $c$  as a function of time. Different curves show different mitogen production rates:  $\mu/c_0 = 0.22d^{-1}$  (red),  $\mu/c_0 = 0.26d^{-1}$  (orange),  $\mu/c_0 = 0.30d^{-1}$  (blue),  $\mu/c_0 = 0.34d^{-1}$  (purple). The other parameters are given in Supplemental Table 2. Initial conditions are  $s(0) = d(0) = 1$  (in units of the reference cell density) and  $c(0) = 1$  (in units of  $c_0$ ). (C) Variant of the mitogen competition model with self-renewal by only a subcompartment of cells, Eqs. (10). *Left*: Model scheme. *Center*: Total progenitor cell density  $s + g + d$  as a function of time. *Right*: Mitogen concentration  $c$  as a function of time. All parameters and conventions as in panel (B); additional parameters are  $\lambda' = \lambda$  and  $\varepsilon = 0.1$ . Initial conditions are  $s(0) = g(0) = d(0) = 1$  (in units of the reference cell density) and  $c(0) = 1$  (in units of  $c_0$ ). (D) Variant of the mitogen competition model that includes reversion of differentiating cells to the stem cell compartment, Eqs. (11). *Left*: Model scheme. All other displayed quantities, parameters and conventions as in panel (B); the reversion rate is  $\bar{\gamma} = \gamma/4$ . (E) Model variant including an antagonizing factor, Eqs. (15). *Left*: Model scheme. *Center*: Stem cell density  $s$  as a function of time. *Right*: Mitogen concentration  $c$  as a function of time. All parameters and conventions as in panel (B); additional parameters are  $\alpha q/x_0 = 0.05d^{-1}$  and  $\beta = 1d^{-1}$  with  $q$  being the unit of cell density. (F–H) Spatially extended model including stem cell motion, Eqs. (16). For all panels, parameters are given in Supplemental Table 2 with  $\tilde{\eta} = 0.25$ . (F) *Left*: Sketch of the model geometry. *Right*: Steady state density distributions for stem cells  $\phi^S$  (blue), progenitors  $\phi^D$  (pink) and mitogens  $\phi^C$  (green) with a single mitogen source with angular extension  $\sigma = 0.5$  located at  $\pi$  (dashed curve). (The mitogen concentration has been scaled by a factor of 0.1.) (G) The same as in panel (F) but with 5

randomly distributed mitogen sources of angular extension  $\sigma = 0.35$ . The dashed curve shows the source distribution  $J$ . (Mitogen concentration not rescaled.) (H) Total cell and mitogen densities as a function of time, as given by Eqs. (19), for the source distribution shown in panel (G). (I) *Ngn3* promoter activity as a function of the FGF concentration as measured in an *in vitro* luciferase assay. The dots show experimental data points, the curve is a fit of the function  $r_0(1 - p(c))$  to the experimental data. The fit parameters and corresponding standard errors are  $c_0 = 0.17 \pm 0.04$  ng/ml,  $m = 1.9 \pm 0.8$  and  $r_0 = 9.7 \pm 0.6$  ng/ml. (J–K) Comparison of models with and without mitogen consumption by stem and differentiating cells to experimental data (also shown in [Figure 6B](#) and [6C](#)). In both plots, solid lines show the best fit if only  $s$  consumes the mitogen, dashed lines show the best fit if both  $s$  and  $d$  consume the mitogen. (J)  $\text{GFR}\alpha 1^+$  cell density (dots) compared to the stem cell density  $s$  in the model. (K)  $\text{NGN3}^+$  cell density (dots) compared to the cell density  $d$  of the differentiating compartment in the model. (L) Comparison of the model prediction for the mitogen concentration  $c$  during the recovery phase in wildtype (top) and the experimentally measured percentage of  $\text{pH3}^+$  among the  $\text{GFR}\alpha 1^+$  cells (bottom) during the recovery phase after busulfan treatment. (M) Comparison of model predictions on the cell density kinetics after transplantation of FGF5-soaked beads. Distribution plots show the distribution of measured cell densities of different beads for  $\text{GFR}\alpha 1^+$  cells (blue) and  $\text{RAR}\gamma^+$  cells (pink). Curves show model results using the experimental initial conditions while using the initial mitogen concentration  $c(t)|_{t=0}$  as a fit parameter. The shaded area shows regions where the model fails to accurately describe the behavior of differentiating cells, which is likely due to seminiferous cycle-related effect not captured by our model. (N) Model predictions for the FGF concentration (curves) corresponding to the simulations shown in panel M and experimental data on the fraction of  $\text{EdU}^+$  cells among the  $\text{GFR}\alpha 1^+$  population after bead transplantation.

Figure S7

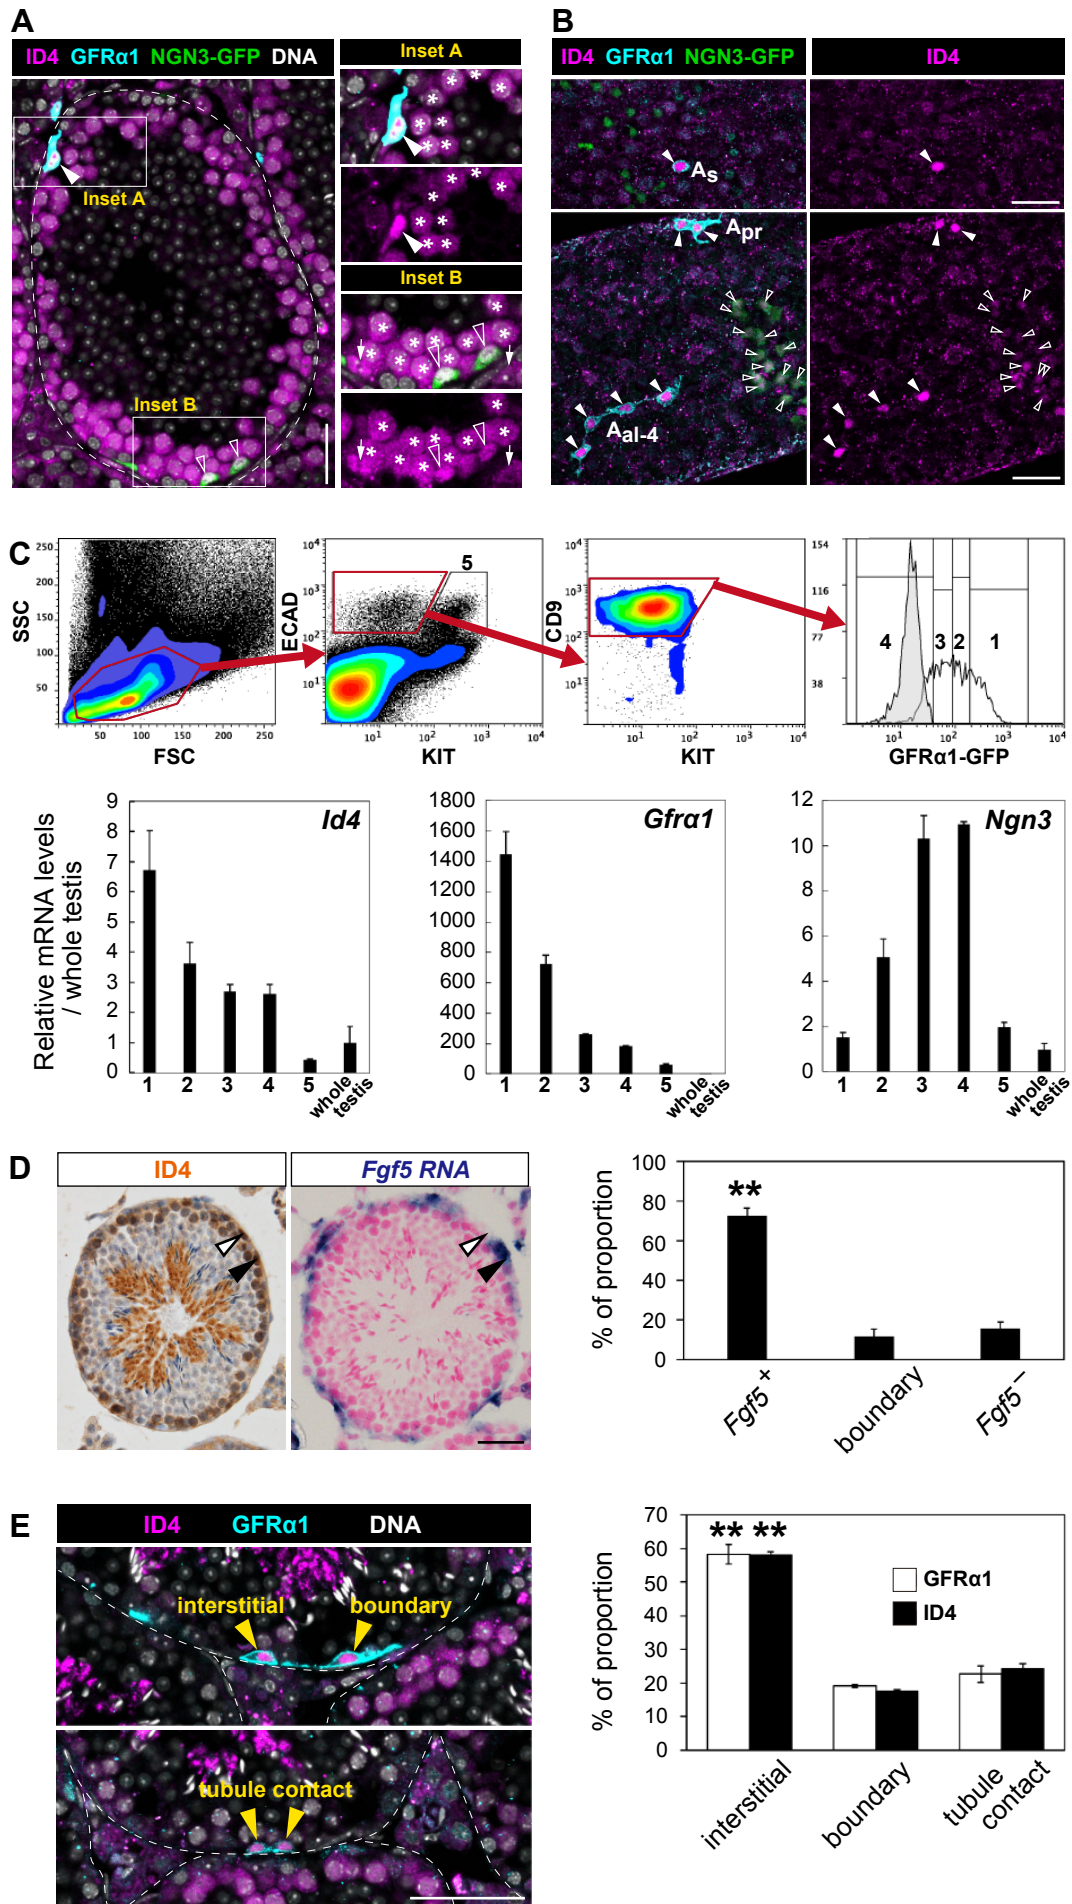

**Figure S7. Analysis of ID4 expression, Related to Figure 2.**

(A, B) Representative IF images of a transverse section (A) and a part of a whole-mount specimen (B) of seminiferous tubules of NGN3-GFP mice, stained for GFP (green), ID4 (magenta) and GFR $\alpha$ 1 (cyan). Insets show the magnified images of the indicated areas. Filled and open arrowheads indicate the ID4 expression in GFR $\alpha$ 1<sup>+</sup> and NGN3-GFP<sup>+</sup> spermatogonia, respectively, in addition to the broad expression in pachytene spermatocytes (asterisks) and Sertoli cells (arrows). ID4 immunoreactivity was detected in GFR $\alpha$ 1<sup>+</sup> A<sub>s</sub>, A<sub>pr</sub>, and A<sub>al-4</sub> spermatogonia, as well as in longer chains of NGN3-GFP<sup>+</sup> cells to a weaker extent. (C) *Upper*: Representative flow cytometry profiles upon fractionation of cells contained in the indicated gated regions (1–5) from adult GFR $\alpha$ 1-GFP mouse testis. The grey histogram in the right-most panel indicates the wild-type control. *Lower*: RT-qPCR analyses of the expression of indicated genes in fractions 1-5, shown in average  $\pm$  SEM (n=3 mice). (D) Distribution of ID4<sup>+</sup> cells relative to *Fgf5*<sup>+</sup> cells. *Left*: A representative pair of adjacent testicular sections stained for ID4 by IHC and *Fgf5* RNA by ISH. Filled and open arrowheads show the position of ID4<sup>+</sup> spermatogonia adjacent to *Fgf5*-positive and negative areas, respectively. *Right*: Quantification of the localization of ID4<sup>+</sup> spermatogonia relative to *Fgf5*<sup>+</sup> cells, shown in average  $\pm$  SEM (n=6 mice, total of 168 cells). \*\*P<0.05 compared to *Fgf5*-negative area (t-test). (E) *Left*: Representative examples of ID4<sup>+</sup> spermatogonia showing the indicated localizations, observed on IF sections stained in the same manner with (A–B). *Right*: Quantification of the localization of ID4<sup>+</sup> spermatogonia relative to interstitium, shown by average  $\pm$  SEM (n=3 mice, >100 cells per mouse). \*\*P<0.05 compared to tubule-tubule localization (t-test). Scale bars, 50  $\mu$ m in (A–B) and (D–E).

Together, Id4 is widely expressed across, or even beyond, the GFR $\alpha$ 1<sup>+</sup> population, consistent with [La et al., 2018](#), and that Id4<sup>+/high</sup> cells are spatially correlated with FGF5<sup>+</sup> LE cells and interstitium (and accompanying arterioles/venues). These may appear inconsistent with [Chan et al., 2014](#), likely reflecting the different ways of detection (endogenous protein vs *Id4-gfp* transgene), ages (adult vs various [mainly juvenile] ages), and the criteria of vasculature-associated regions (arterioles/venues accompanying interstitium vs thicker vessels without interstitium). We refer to [Yoshida et al, 2018a](#) for details.

# Supplementary material for: Competition for Mitogens Regulates Spermatogenic Stem Cell Homeostasis in an Open Niche
**Source:** Cell Stem Cell. 2019 Jan 3;24(1):79–92.e6. doi: 10.1016/j.stem.2018.11.013
**Supplement:** Table S3. Primers Used in this Study for qRT-PCR and Genomic qPCR, Related to STAR Methods

## Methods S1: The ‘Mitogen Competition Model’, related to STAR Methods

### Model with a single stem cell compartment

The model introduced here describes the dynamics of the average density  $s$  of self-renewing stem cells and the average concentration  $c$  of mitogens within the seminiferous tubules. Here,  $c$  includes the sum of concentrations of all mitogens that affect differentiation and proliferation of stem cells in a similar manner (including *Fgf5*, *Fgf8* and *Fgf4* in this case). (Given the uncertainty in the range of the stem cell compartment, we later address the scenario in which only a subpopulation of the mitogen-consuming cells is able to self-renew.)

In our model, mitogens are produced at rate  $\mu$ , decay at a rate  $k$ , and are consumed by stem cells at a rate  $2k'p(c)$ , where  $2k'$  is the maximum consumption rate. The function  $p(c)$  parameterizes the dependence of the consumption rate on the mitogen concentration  $c$ . To account for the saturation of mitogen receptor binding for large mitogen concentrations, we require  $p(c)$  to satisfy the condition  $p(0) = 0$  and to approach 1 for large  $c$ . Stem cells duplicate at a rate  $r_+$  and differentiate at a rate  $r_-$ , so that the total net gain or loss rate is given by  $R = r_+ - r_-$ . Homeostasis corresponds to the state in which both these rates are at balance,  $r_+ = r_-$ , so that the cell density does not change on average. In our model, one or both of these rates may depend on the mitogen concentration  $c$ ; for the competition mechanism to ensure homeostasis, it only matters that for a specific mitogen concentration  $c_0$ , the total net rate vanishes,  $R(c_0) = 0$ , and that certain stability conditions are met, as explained below. For concreteness, we here consider the stem cells to choose between duplication with probability  $q$  or differentiation with probability  $1 - q$  at a rate  $\lambda$ . Hence, duplication leads to an increasing number of self-renewing cells at a rate  $r_+ = q\lambda$  while differentiation leads to a loss of stem cells at a rate  $r_- = (1 - q)\lambda$ , so that the total net rate is given by  $R = (2q - 1)\lambda$ . The probability  $q$  depends on the mitogen concentration  $c$  such that cells tend to duplicate if they receive high doses of mitogen and tend to differentiate if they receive low doses of mitogen. Since we must assume that the dependence of  $q$  on the mitogen concentration  $c$  is likewise affected by saturation of mitogen receptor binding, we here choose  $q = p(c)$  for simplicity. Hence, the dynamic equations of our model are given by

$$\dot{s} = (2p(c) - 1)\lambda s \quad (1)$$

$$\dot{c} = \mu - kc - 2k'p(c)s \quad (2)$$

where the dot denotes the time derivative. A simple choice for  $p$  satisfying the above requirements is the Hill-type function (Keener 2009),

$$p(c) = \frac{(c/c_0)^m}{1 + (c/c_0)^m}, \quad (3)$$

where the exponent  $m$  determines how sensitively  $p$  depends on  $c$ , and  $c_0$  is the reference concentration at which differentiation and duplication exactly balance,  $p(c_0) = 1/2$ , see [Figure S6A](#).

### Homeostatic state and its stability

Homeostasis is characterized by a state in which the average stem cell density  $s$  and mitogen concentration  $c$  take time-independent values. Setting  $\dot{s} = 0$  and  $\dot{c} = 0$  in Eqs. (1) and (2) and solving for  $s$  and  $c$ , we find a homeostatic steady state with

$$s_* = \frac{\mu - k c_0}{k'}, \quad c_* = c_0, \quad (4)$$

where  $c_0$  is the reference concentration introduced in Eq. (3). Remarkably, the steady state mitogen concentration  $c_*$  is independent of the mitogen production and decay rate. For the steady-state stem cell density  $s_*$  to be positive, the condition  $\mu > k c_0$  has to be satisfied. For  $\mu < k c_0$ , the homeostatic state is unstable and all stem cells are lost. In this case, the system attains another type of steady state characterized by complete cell loss,  $s = 0$  and  $c = \mu/k$ . Intuitively, in this case, the mitogen supply is too small to maintain a homeostatic steady state. At  $\mu = k c_0$ , the system undergoes a transcritical bifurcation where the two steady states exchange their stability.

Whether the system can actually exhibit the homeostatic steady state depends on whether this state is stable or unstable, that is, whether perturbations in the stem cell density or the mitogen concentration decay or grow. To assess the stability of the steady state, we perform a standard linear stability analysis (Strogatz, 1994) and use the ansatz  $s(t) = s_* + \xi_s(t)$  and  $c(t) = c_* + \xi_c(t)$  in Eqs. (1, 2). Here,  $\xi_s$  and  $\xi_c$  are small perturbations to the steady state. Linearizing the resulting system in  $\xi_s$  and  $\xi_c$ , we obtain the governing equations for the perturbations,

$$\dot{\xi}_s = \frac{\Omega \lambda}{k'} \xi_c, \quad \dot{\xi}_c = -(k + \Omega) \xi_c - k' \xi_s, \quad \text{with } \Omega \equiv \frac{m}{2} \frac{s_*}{c_*} k'. \quad (5)$$

Combining these equations yields

$$\ddot{\xi}_c + 2\eta \dot{\xi}_c + \omega_0^2 \xi_c = 0, \quad (6)$$

where

$$\omega_0 = \sqrt{\Omega \lambda} \quad \text{and} \quad \eta = k + \Omega. \quad (7)$$

Eq. (6) describes damped harmonic oscillations in the mitogen concentration around its steady-state value, with reference frequency  $\omega_0$  and damping coefficient  $\eta$ . Intuitively, when the mitogen concentration is perturbed above its steady-state value, the stem cell density increases due to increased proliferation, thereby increasing the consumption of mitogens, which, in turn, lowers the mitogen concentration, and so on. At the same time, mitogen degradation and consumption provide a damping mechanism which allows the system to relax back to the homeostatic state with a characteristic recovery time  $\eta^{-1}$ . Therefore, perturbations to the homeostatic state will either lead to damped oscillations in the mitogen concentration level (for the case of weak damping,  $\eta < \omega_0$ ) or to oscillation-less decay towards the steady state (for the case of strong damping,  $\eta > \omega_0$ ).

Figures 5D and 5E in the main text show numerical examples of the dynamics generated by Eqs. (1) and (2) for different mitogen production rates  $\mu$ . Starting from an initial stem cell density below the homeostatic density  $s_*$ , the system shows a transient period with decaying oscillations of the cell density and mitogen concentration (as explained above), before settling towards the homeostatic state given by Eqs. (4). These examples also illustrate that the homeostatic stem cell density depends on the mitogen production rate  $\mu$ , whereas the corresponding mitogen concentration is always  $c = c_0$ , Eq. (4).

### Model with two stem cell compartments

We now extend our mean-field model to include both the stem cell population and the transit amplifying (TA) cell populations, to reflect the observation that not only GFR $\alpha$ 1+ cells but also NGN3+ cells, which act as TA cells in this system, consume FGF. This allows us to study whether the additional consumption of mitogens by the latter has a significant effect on the model dynamics. In

this extended model, TA cells arise from stem cells with their differentiation rate  $(1 - p)\lambda$  and consume mitogens at the same rate as the stem cells. For the time being, we neglect reversion of differentiating cells to the stem cell compartment because it occurs at very low rates during the recovery stages (Hara et al., 2014); however, we will return to this point later. Denoting the average density of TA cells by  $d$ , our generalised model is given by

$$\begin{aligned}\dot{s} &= (2p(c) - 1)\lambda s , \\ \dot{d} &= (1 - p(c))\lambda s - \gamma d , \\ \dot{c} &= \mu - kc - 2k'p(c)(s + d) .\end{aligned}\tag{8}$$

Here,  $\gamma$  is the net loss rate of TA cells through further differentiation. The extended model also exhibits a homeostatic steady state characterized by time-independent values for  $s$ ,  $d$ , and  $c$  that satisfy the relations

$$s_* + d_* = \frac{\mu - kc_0}{k'}, \quad \frac{s_*}{d_*} = \frac{2\gamma}{\lambda}, \quad c_* = c_0 .\tag{9}$$

The first equation implies that the total cell population, composed of both stem cells and TA cells, depends linearly on the mitogen production rate  $\mu$ . The second equation implies that the ratio of the stem cell and the differentiating cell density is independent of the mitogen production rate  $\mu$ . Note that the steady state mitogen concentration is the same as for the model with a single stem cell compartment (compare to Eq. (4)).

Figure S6B shows numerical examples of the dynamics generated by Eqs. (8) for different mitogen production rates  $\mu$ . After an initial transient period, the system settles towards the steady state, characterized by Eq. (9). While the extension of the mean-field model by the dynamics of the differentiating cell population does not significantly alter the phenomenology of the model, it leads to several new predictions characterizing the relation between the two stem cell compartments that can be tested experimentally: While in steady state, the total progenitor cell density  $s_* + d_*$  depends on the mitogen production rate  $\mu$ , while their ratio  $s_*/d_*$  and the mitogen concentration  $c_*$  do not.

## Robustness of the mitogen competition mechanism

### Self-renewal by a subpopulation

It is under debate whether all cells have the potential of self-renewal or whether only a subpopulation constitutes the self-renewing compartment (Aloisio et al., 2014; Chan et al., 2014; Tokue et al., 2017). We can allow for the latter scenario in our model as follows: In addition to the TA compartment  $d$ , we include two stem cell compartments  $s$  and  $g$  whose differentiation and duplication rates depend on the mitogen concentration  $c$ ,

$$\begin{aligned}\dot{s} &= (2p(c) - 1)\lambda s , \\ \dot{g} &= (2p(c) - 1 - \varepsilon)\lambda' g + (1 - p(c))\lambda s , \\ \dot{d} &= (1 + \varepsilon - p(c))\lambda' g - \gamma d , \\ \dot{c} &= \mu - kc - 2k'p(c)(s + g + d) .\end{aligned}\tag{10}$$

Here  $\lambda'$  is the reference duplication/differentiation rate of the  $g$  compartment and the parameter  $\varepsilon$  indicates a tilt of the  $g$  compartment towards differentiation—if the  $g$  compartment was perfectly

self-renewing, it would grow due to the influx from differentiating stem cells. In this scenario, the cell pool corresponds to  $s + g$ . The system has a steady state, given by

$$\begin{aligned} s_* + g_* + d_* &= \frac{\mu - k c_0}{k'} , & \frac{s_* + g_*}{d_*} &= \frac{\gamma}{1/2 + \varepsilon} \left( \frac{1}{\lambda'} + \frac{2\varepsilon}{\lambda} \right) , \\ c_* &= c_0 , & \frac{s_*}{g_*} &= \frac{2\varepsilon\lambda'}{\lambda} . \end{aligned}$$

Importantly, the steady-state mitogen concentration  $c_*$  and the total cell density  $s_* + g_* + d_*$  retain the same expressions as compared to the previous models, see Eqs. (9). Together with [Figure S6C](#) showing a numerical example of the model given by Eqs. (10), these relations show that all key features of the mitogen competition mechanism are preserved: attainment of a homeostatic state, a steady-state mitogen concentration independent of the mitogen supply, linear correlation of the steady-state cell density with mitogen dose, and transient oscillations during recovery.

### Dedifferentiation

In the minimal model, Eqs. (8), reversion of differentiating cells to the stem cell compartment has been neglected because it occurs at very low rates during the recovery stages ([Hara et al., 2014](#)). To show that, nevertheless, the mitogen competition mechanism is unaffected by such reversion processes, we consider a model in which reversion occurs at a rate  $\bar{\gamma}$  as follows,

$$\begin{aligned} \dot{s} &= (2p(c) - 1)\lambda s + \bar{\gamma} d , \\ \dot{d} &= (1 - p(c))\lambda s - (\gamma + \bar{\gamma})d , \\ \dot{c} &= \mu - kc - 2k'p(c)(s + d) . \end{aligned} \tag{11}$$

The general expression for the steady-state solution is combinatorially very complex so that, for illustration purposes, we here resort to the case of  $m = 2$  for the Hill exponent in Eq. (3). In this case, the steady state solution is given by

$$s_* + d_* = \frac{1 + (\vartheta_1/\vartheta_2)^2}{2} \frac{\mu - k c_*}{k'} , \quad \frac{s_*}{d_*} = \frac{\vartheta_1^2 + \vartheta_2^2}{\lambda} , \quad c_* = \frac{\vartheta_1}{\vartheta_2} c_0 . \tag{12}$$

where the parameters  $\vartheta_n = \sqrt{\gamma + n\bar{\gamma}}$  combine the differentiation and dedifferentiation rates  $\gamma$  and  $\bar{\gamma}$ , respectively, of the differentiating compartment. Despite correction factors in the expressions for  $s_* + d_*$ ,  $s_*/d_*$  and  $c_*$ , which account for the presence of reversion, the qualitative key conclusions drawn before remain completely unaltered: the steady-state cell density  $s_* + d_*$  depends linearly on the mitogen supply rate  $\mu$ , whereas the ratio  $s_*/d_*$  and the mitogen concentration  $c_*$  are independent of the mitogen supply rate  $\mu$ , decay rate  $k$  and consumption rate  $k'$ . In addition, [Figure S6D](#) shows an example for transient oscillations during recovery in the presence of dedifferentiation.

### Stem cell death

In addition to proliferation and differentiation, stem cells may undergo a limited amount of cell death. To illustrate that cell death does not qualitatively alter the features of our model, we consider a variant of the one-compartment model Eqs. (1, 2) including an explicit death term for the stem cells,

$$\dot{s} = (2p(c) - 1)\lambda s - \zeta s , \tag{13}$$

where  $\zeta$  is the death rate. For a non-vanishing death rate, the steady-state stem cell density  $s_*$  and

mitogen concentration  $c_*$  are perturbed from the corresponding values in the case of no death ( $\zeta = 0$ ),

$$s_* = \frac{\mu - k c_0}{k'(1 + \zeta/\lambda)} , \quad c_* = c_0 \left( 1 + \frac{2\zeta}{\lambda - \zeta} \right)^{1/m} . \quad (14)$$

For  $\zeta = 0$ , we recover the previous result Eqs. (4). Importantly, despite correction factors in the expressions for  $s_*$  and  $c_*$ , which account for the presence of cell death, the qualitative key conclusions drawn before remain completely unaltered: the steady-state stem cell density  $s_*$  depends linearly on the mitogen supply rate  $\mu$ , whereas the mitogen concentration  $c_*$  is independent of the mitogen supply rate  $\mu$ , decay rate  $k$  and consumption rate  $k'$ .

### Secretion of antagonising factors

As noted in the main text, the spermatogenic stem cell compartment might secrete one or more factors that antagonize the mitogens. To illustrate the effect of such a factor on the mitogen competition mechanism, we consider the model with a single stem cell compartment, Eqs. (1, 2), and include the dynamics of an antagonizing factor  $x$  that is produced by stem cells and causes a reduction of the effect of the mitogen on the cell fate behavior of the stem cells,

$$\begin{aligned} \dot{s} &= (2p(c)r(x) - 1)\lambda s , \\ \dot{x} &= \alpha s - \beta x , \\ \dot{c} &= \mu - kc - 2k'p(c)s . \end{aligned} \quad (15)$$

Here,  $\alpha$  is the effective rate with which  $x$  is secreted by the stem cells and  $\beta$  is its degradation rate. The duplication probability of the stem cells now depends in a monotonically decreasing way on the concentration of  $x$  through the factor  $r(x) = (1 + (x/x_0)^m)^{-1}$ . Note that for  $x = 0$ , the system reduces to Eqs. (1) and (2). The above system does not possess a closed analytical expression for the steady state. However, numerical solutions show the existence of such a steady state including damped oscillations during the recovery phase and suggest a nearly linear correlation of the homeostatic cell density with the mitogen dose if the effect of the antagonizing factor is weak, see [Figure S6E](#).

### Spatially extended model

To address the effects of localized mitogen source regions, we invoke a spatially extended model that goes beyond the population-level models which only describe the average behavior of the spermatogenic stem cell pool. We replace the total populations and concentrations  $s(t)$ ,  $d(t)$  and  $c(t)$  by cell density and concentration fields  $\phi^S(\mathbf{x}, t)$ ,  $\phi^D(\mathbf{x}, t)$  and  $\phi^C(\mathbf{x}, t)$ , where  $\mathbf{x}$  denotes a two-dimensional coordinate that indicates the position on the basement membrane. Because of the tubule topology, we choose cylindrical coordinates  $\mathbf{x} = (\theta, z)$  where  $z$  is the position along the tubule axis and  $\theta$  is the angular position around the circumference, see sketch in [Figure S6F](#). The simplest hypothesis about the motion of stem cells is a random walk without any preferred direction. The corresponding governing equations retain the interaction structure of the zero-dimensional model, Eqs. (8), but include a diffusion term for the stem cells and a position-dependent source term  $J$  for the mitogens,

$$\begin{aligned}
\partial_t \phi^S &= \eta \nabla^2 \phi^S + [2p(\phi^C) - 1]\lambda \phi^S , \\
\partial_t \phi^D &= \eta \nabla^2 \phi^D + [1 - p(\phi^C)]\lambda \phi^S - \gamma \phi^D , \\
\partial_t \phi^C &= \mu J(\theta, z) - k \phi^C - 2k'p(\phi^C)(\phi^S + \phi^D) .
\end{aligned} \tag{16}$$

Here,  $\eta$  is the mobility of stem and progenitor cells, which, for simplicity, we have set to be the same. Since the mitogen sources are most prevalent in the vicinity of the vasculature which runs along the tubule axis, we consider, for simplicity, sources and density fields that are constant along the  $z$ -direction,  $J = J(\theta)$  and  $\phi^S = \phi^S(\theta, t)$ , etc. Consequently, terms of the form  $\eta \nabla^2 \phi$  simplify to  $(\eta/R^2) \partial_\theta^2 \phi$  where  $R$  is the radius of the seminiferous tubules. We consider  $M$  mitogen sources, with each source  $i = 1, \dots, M$  being centered around an angular position  $\theta_i$  and having a characteristic angular extension  $\sigma$ , modeled by a normalized Gaussian function  $j(\theta) = e^{-\theta^2/2\sigma^2}/\sqrt{2\pi\sigma^2}$ . Since the source field  $J$  must be a  $2\pi$ -periodic function, it is given by the cyclic summation of the individual sources,

$$J(\theta) = \sum_{i=1}^M \sum_{n=-\infty}^{\infty} j(\theta - \theta_i + 2\pi n) . \tag{17}$$

Figures S6F and S6G shows example long-term homeostatic states of the system with a single source ( $M = 1$ ) located around  $\theta = \pi$  (panel F) as well as a random distribution of  $M = 5$  sources (panel G). Stem and progenitor cells become preferentially localized in the vicinity of the source region. This localization occurs without any explicit chemotactic mechanism; stem cells that randomly move away from the source region tend to differentiate and are therefore lost whereas stem cells that remain in the source region tend to duplicate and thus accumulate. The spatially extended system also retains the major phenomenological features of the population level model: Figure S6H shows the time-dependent line densities  $s$ ,  $d$  and  $c$ , defined by

$$s(t) = \int_0^{2\pi} \phi^S(\theta, t) d\theta \quad \text{etc.} \tag{18}$$

for a system with the mitogen source distribution shown in panel G, starting from a small homogeneous stem cell density  $\phi^S|_{t=0} = s_0$  and initially no progenitors ( $\phi^D|_{t=0} = 0$ ) and zero mitogen concentration ( $\phi^C|_{t=0} = 0$ ). After exhibiting damped oscillations, the system settles towards a robust homeostatic state with a defined cell density, cf. Figures S6B–S6E.

# Supplementary material for: Competition for Mitogens Regulates Spermatogenic Stem Cell Homeostasis in an Open Niche
**Source:** Cell Stem Cell. 2019 Jan 3;24(1):79–92.e6. doi: 10.1016/j.stem.2018.11.013
**Supplement:** Document S2. Article plus Supplemental Information

# Competition for Mitogens Regulates Spermatogenic Stem Cell Homeostasis in an Open Niche

## Graphical Abstract

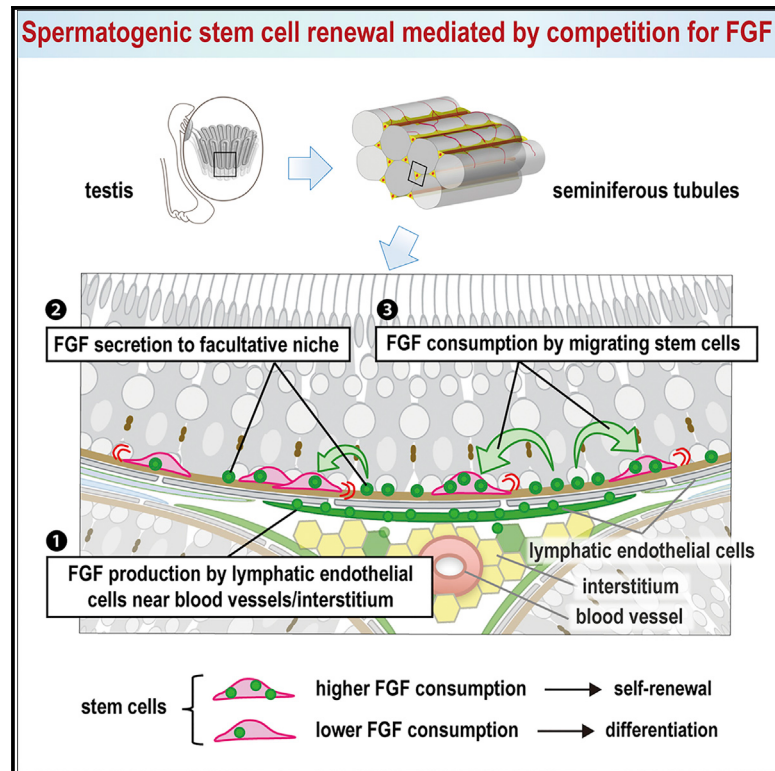

## Authors

Yu Kitadate, David J. Jörg, Moe Tokue, ..., Satoru Takahashi, Benjamin D. Simons, Shosei Yoshida

## In Brief

Focusing on mouse spermatogenesis, Kitadate et al. questioned how the stem cell pool is maintained in tissues where motile stem cells intermingle among differentiating progeny. They found that competition for a limited supply of FGFs secreted by lymphatic endothelial cells leads to self-organized density homeostasis of spermatogenic stem cells.

## Highlights

- Mouse spermatogenic stem cells (SSCs) migrate among their differentiating progeny
- Lymphatic endothelial cells near vasculature secrete FGFs that act as SSC mitogens
- SSCs tune their self-renewal and differentiation in response to FGF consumption
- Competition for limited supply of mitogen (FGFs) regulates SSC density homeostasis

# Competition for Mitogens Regulates Spermatogenic Stem Cell Homeostasis in an Open Niche

Yu Kitadate,<sup>1,2</sup> David J. Jörg,<sup>3,4</sup> Moe Tokue,<sup>1,2</sup> Ayumi Maruyama,<sup>1</sup> Rie Ichikawa,<sup>1</sup> Soken Tsuchiya,<sup>5,6</sup> Eri Segi-Nishida,<sup>7</sup> Toshinori Nakagawa,<sup>1,2</sup> Aya Uchida,<sup>8</sup> Chiharu Kimura-Yoshida,<sup>9</sup> Seiya Mizuno,<sup>10</sup> Fumihiko Sugiyama,<sup>10</sup> Takuya Azami,<sup>11</sup> Masatsugu Ema,<sup>11</sup> Chiyo Noda,<sup>12</sup> Satoru Kobayashi,<sup>13</sup> Isao Matsuo,<sup>9</sup> Yoshiakira Kanai,<sup>8</sup> Takashi Nagasawa,<sup>14</sup> Yukihiro Sugimoto,<sup>5,6</sup> Satoru Takahashi,<sup>10,15</sup> Benjamin D. Simons,<sup>3,4,16,\*</sup> and Shosei Yoshida<sup>1,2,6,17,\*</sup>

<https://doi.org/10.1016/j.stem.2018.11.013>

## SUMMARY

In many tissues, homeostasis is maintained by physical contact between stem cells and an anatomically defined niche. However, how stem cell homeostasis is achieved in environments where cells are motile and dispersed among their progeny remains unknown. Using murine spermatogenesis as a model, we find that spermatogenic stem cell density is tightly regulated by the supply of fibroblast growth factors (FGFs) from lymphatic endothelial cells. We propose that stem cell homeostasis is achieved through competition for a limited supply of FGFs. We show that the quantitative dependence of stem cell density on FGF dosage, the biased localization of stem cells toward FGF sources, and stem cell dynamics during regeneration following injury can all be predicted and explained within the framework of a minimal theoretical model based on “mitogen competition.” We propose that this model provides a generic and robust mechanism to support

stem cell homeostasis in open, or facultative, niche environments.

## INTRODUCTION

The maintenance of cycling adult tissues relies on the activity of stem cell populations. To replenish cells lost through differentiation, stem cells must balance self-renewal and differentiation (Krieger and Simons, 2015; Simons and Clevers, 2011). Such fate asymmetry may be enforced at the level of individual cell divisions or may be assigned stochastically with balance achieved only at the population level—termed “population asymmetry” (Klein and Simons, 2011). Traditionally, efforts to resolve the factors that control fate asymmetry place emphasis on short-range mitogenic and anti-differentiation signals from a definitive anatomical niche, a specialized microenvironment to which stem cells anchor, becoming physically separated from their differentiating progeny (Morrison and Spradling, 2008; Stine and Matunis, 2013; Watt and Hogan, 2000). However, in some tissues, such as mammalian blood and spermatogenesis, stem cell maintenance is thought to take place in a “facultative,” or

“open,” niche (Morrison and Spradling, 2008; Stine and Matunis, 2013; Yoshida, 2018a), where stem cells are often highly motile and lie dispersed among their differentiating progeny. The question of how stem cell number is regulated in such environments is poorly understood.

In the mouse testis, the vast stem cells that support long-term homeostasis are included within the population of  $GFR\alpha 1^+$  spermatogonia, which comprise mononucleated ( $A_{\text{single}}$  [ $A_s$ ]) and syncytial ( $A_{\text{pair}}$  [ $A_{pr}$ ] and  $A_{\text{aligned}}$  [ $A_{al}$ ]) cells (Garbuzov et al., 2018; Hara et al., 2014; Hofmann et al., 2005). Whether the self-renewing compartment comprises all or a subset of this population remains unclear (Lord and Oatley, 2017; Yoshida, 2018b). Although some propose that long-term self-renewal potential is restricted to a small subpopulation of  $GFR\alpha 1^+$   $A_s$  cells expressing Id4 or other markers (Chan et al., 2014; Hessel et al., 2017), others argue that the entire  $GFR\alpha 1^+$  population comprises a single pool in which cells interconvert between topologically distinct states of  $A_s$  and  $A_{pr}/A_{al}$  syncytia (Hara et al., 2014). Nevertheless, during homeostasis, it is known that the size of the  $GFR\alpha 1^+$  pool is kept constant through population asymmetry, in which continuous and stochastic stem cell loss through differentiation is locally compensated by proliferation of neighbors (Hara et al., 2014; Klein et al., 2010; Klein and Simons, 2011). However, the mechanisms that ensure this balance remain undefined.

In the definitive, or closed, niche environment of *Drosophila* and *C. elegans* gonads, self-renewal-promoting signals show a restricted distribution (Spradling et al., 2011). In mouse seminiferous tubules, factors known to regulate stem cell behavior (i.e., self-renewal-promoting glial cell line-derived neurotrophic factor [GDNF], the  $GFR\alpha 1$  ligand [Chen et al., 2016; Meng et al., 2000], and differentiation-promoting retinoic acid [RA] and Wnt) are distributed in a spatially uniform manner around the tubule, while showing periodic temporal variation in concert with the seminiferous epithelial cycle (Sato et al., 2011; Sharma and Braun, 2018; Takase and Nusse, 2016; Tokue et al., 2017; Vernet et al., 2006; Ikami et al., 2015; Oakberg, 1956; Yoshida, 2018a). However,  $GFR\alpha 1^+$  cells show biased localization toward the vasculature (arterioles and venules) and surrounding interstitium; yet the basis of this localization is unknown (Chiarini-Garcia et al., 2001; Hara et al., 2014; Yoshida et al., 2007). Despite such a bias,  $GFR\alpha 1^+$  cells are not clustered in defined regions but disperse among their differentiation-primed ( $NGN3^+/RAR\gamma^+/Miwi2^+$ ) and committed ( $KIT^+$ ) progeny and show persistent and active migration on the basement membrane along and between different vasculature-associated regions (Figures 1A–1D and S1A; Ikami et al., 2015; Carrieri et al., 2017; Hara et al., 2014), emphasizing the non-canonical and open nature of the niche environment in this tissue. Strikingly, despite local fluctuations, the  $GFR\alpha 1^+$  cell density averaged over tubular segments is remarkably constant both spatially (Figures 1B, 1C, and S1A; Hara et al., 2014) and temporally (remaining constant even across the 8.6-day seminiferous epithelial cycle; Grasso et al., 2012; Ikami et al., 2015). This suggests that the pool size regulation of  $GFR\alpha 1^+$  cells is achieved in a manner that stabilizes their average density.

In this study, we report on how fibroblast growth factor (FGF) family ligands, secreted from a subset of lymphatic endothelial (LE) cells near the vascular network of arterioles and venules and accompanying interstitium, serve as critical extracellular

factors that regulate  $GFR\alpha 1^+$  cell density homeostasis. By analyzing the population dynamics of  $GFR\alpha 1^+$  spermatogonia in wild-type (WT) and mutant mice, under both normal and perturbed conditions, we present evidence that competition for a limited supply of mitogens (FGFs) provides a robust and generic mechanism to support stem cell density regulation in the open niche environment of the mouse testis.

## RESULTS

### FGF5 Expression in LE Cells Near the Vasculature and Its Mitogenic Function on $GFR\alpha 1^+$ Spermatogonia

As a starting point, we searched for key factors that could contribute to  $GFR\alpha 1^+$  cell regulation. Based on the biased localization of  $GFR\alpha 1^+$  cells toward the vasculature and the surrounding interstitium (Chiarini-Garcia et al., 2001; Hara et al., 2014; Yoshida et al., 2007), we compared gene expression profiles between tubule regions facing the interstitium with areas facing neighboring tubules (Hara et al., 2014; Figure 2A). These regions were collected by laser capture microdissection and processed for cDNA microarray analysis, providing 315 candidate genes enriched in vasculature-associated regions (Table S1). A second screening using *in situ* hybridization (ISH) revealed 11 genes that showed similar expression in large flattened cells covering the outer surface of the tubules near the interstitium (Figures 2B and S1B). Among these, we focused on *fibroblast growth factor 5* (*Fgf5*), because previous studies have emphasized the role of FGF signals in providing mitogenic and anti-differentiation effects on spermatogenic stem cells. This has been achieved largely *in vitro* by adding FGF2 to culture media, although the molecular identity of naturally acting FGFs *in vivo* remains elusive (Kanatsu-Shinohara et al., 2003, 2014; Takashima et al., 2015).

FGF5<sup>+</sup> flattened cells covered some 60% of the surface of the tubules, with a significant bias toward areas facing the interstitium (Figures S1C and S1D). Apart from a few interstitial cells, FGF5 was also immunolocalized to a subset of CD34<sup>+</sup> LE cells in the two layers of peritubular cells. LE cells, sometimes termed specifically as parietal LE cells to avoid confusion with lymphatic vessel endothelial cells, are so designated because they cover the surface of lymphatic space (Clark, 1976; Kuroda et al., 2004; Figures 2C and S1E–S1G). Across the basement membrane and myoid cells,  $GFR\alpha 1^+$  cells showed a significant positive spatial correlation with FGF5<sup>+</sup> LE cells, and  $NGN3^+$  cells and  $KIT^+$  cells showed weaker and no correlations, respectively (Figures 2D, 2E, and S1J; STAR Methods). FGF5 expression was observed throughout the seminiferous epithelial cycle (Figure S1I).

FGF5, like FGF2, promoted the proliferation of cultured  $GFR\alpha 1^+$  spermatogonia in a concentration-dependent manner (Figure 2F). FGF5 also led to the upregulation of genes associated with cell cycle progression (e.g., *Ccnd2* and *Myc*), the maintenance of an undifferentiated state (e.g., *Etv5*, *Id4*, *Shisa6*, *Gfra1*, and *Ret*; Chan et al., 2014; Garbuzov et al., 2018; Meng et al., 2000; Tokue et al., 2017; Tyagi et al., 2009), and the downregulation of genes associated with differentiation (e.g., *Ngn3*, *Miwi2*, *Sox3*, *Rarg*, and *Stra8*; Yoshida et al., 2004; Carrieri et al., 2017; Raverot et al., 2005; Gely-Pernot et al., 2012; Ikami et al., 2015; Endo et al., 2015), indicating the mitogenic and anti-differentiation effects of the factor (Figure 2G). *In vivo*,  $GFR\alpha 1^+$  cells expressed FGF receptors as well as high levels of genes

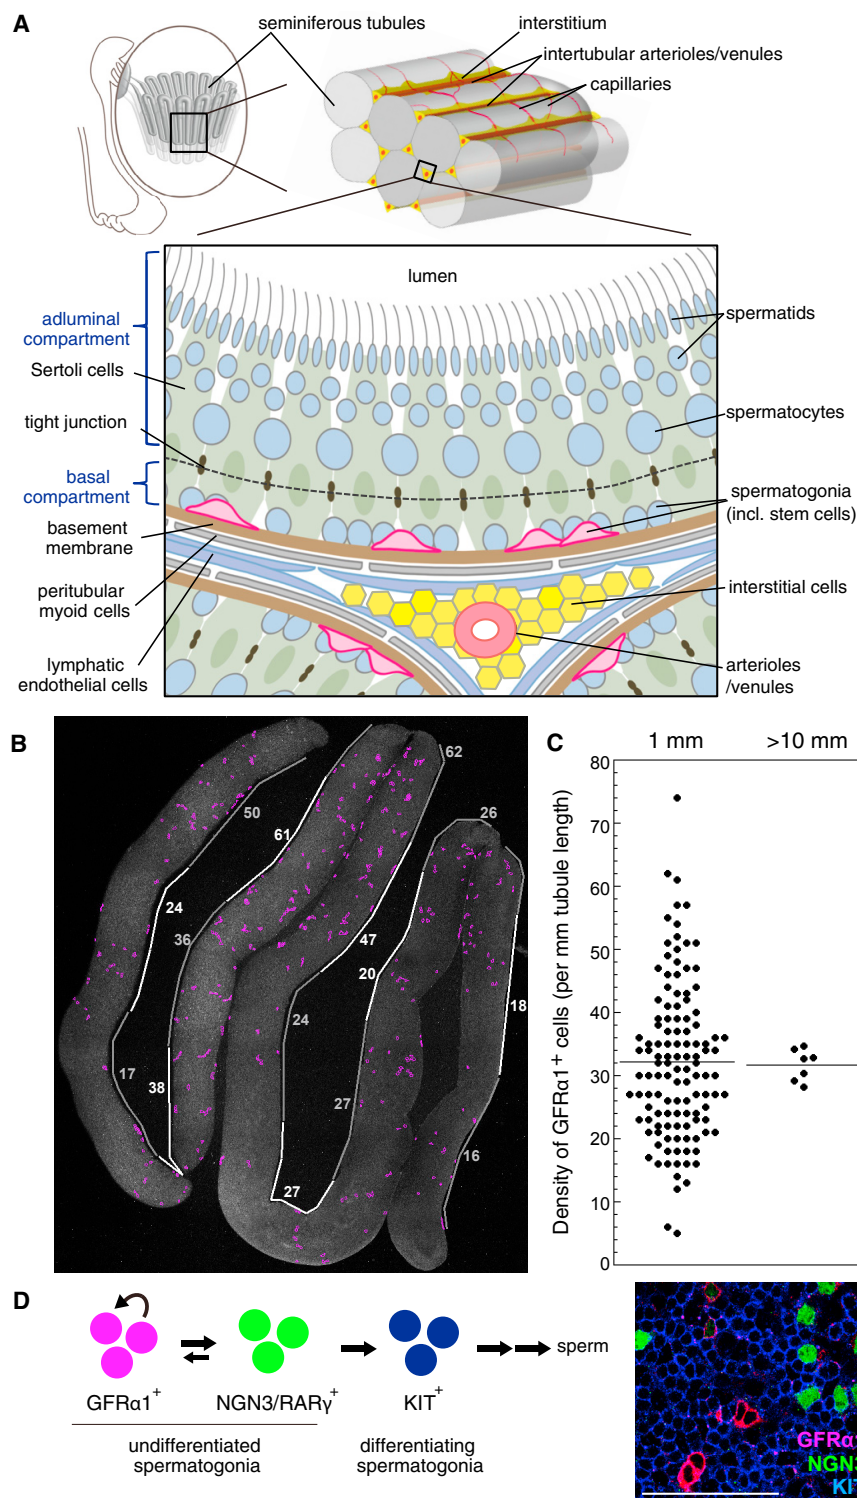

**Figure 1. Testis Anatomy and Constant Average Density of  $GFR\alpha 1^+$  Stem Cells**

(A) Anatomy of a mouse testis and seminiferous tubules.

(B) An image of a whole-mount seminiferous tubule after immunofluorescence (IF), in which positions of  $GFR\alpha 1^+$  cells are traced (magenta). White and gray lines alongside the tubules indicate 1-mm-long segments, containing the indicated numbers of  $GFR\alpha 1^+$  cells.

(C) Variable numbers of  $GFR\alpha 1^+$  cells contained in a 1-mm-long segment (left) and the highly constant average density over long continual segments over 10 mm (right). Horizontal lines indicate the average values.

(D) Hierarchy (left) and interminglement (right; a whole-mount IF of seminiferous tubules) of  $GFR\alpha 1^+$ ,  $NGN3/RAR\gamma^+$ , and  $KIT^+$  spermatogonia. Scale bar, 100  $\mu m$ .

produced by a subset of LE cells, contributes to the regulation of  $GFR\alpha 1^+$  cells through mitogenic and anti-differentiation roles.

### FGFs Control $GFR\alpha 1^+$ Cell Density in a Linear Dosage-Dependent Manner

We then investigated the role of FGF5 in mice carrying a null allele ( $Fgf5^{-/-}$ ) or an extra copy of bacterial artificial chromosome-mediated transgene ( $BAC-Fgf5^{T9}$ ) (Khoa le et al., 2016; Mizuno et al., 2011) (Figure S2A). In  $Fgf5^{-/-}$  mutant testes, expression level of *Gdnf* did not change (Figure S2B). Similarly, the number and appearance of somatic cells, including Sertoli cells, a crucial component for stem cell regulation (Oatley et al., 2011), did not change (Figures S2C–S2E). However, the average density of  $GFR\alpha 1^+$  spermatogonia showed a positive and strikingly linear correlation with *Fgf5* dosage (Figure 3A). We also observed a decrease of testis weight, an increase of abnormal tubules missing one or more germ cell layers, and decrease of differentiating germ cells in accordance with the decreased *Fgf5* dose (Figures S3A–S3H).

During postnatal development, FGF5 expression was found to first accumulate in  $CD34^+$  cells, which cover the entire tu-

ple upregulated by FGF5 *in vitro* (Figure 2H), suggesting that  $GFR\alpha 1^+$  cells receive the FGF5 signal. Further, in culture,  $CD34^+$  cells prepared according to Seandel et al., 2007, which indeed expressed *Fgf5*, supported the proliferation of  $GFR\alpha 1^+$  spermatogonia without additional FGF in the media (Figures 2I and S1H). Together, these findings support the idea that FGF5,

bule surface, at around postnatal day 3 (P3), with levels becoming stronger around P7 and then localized to the vasculature-associated regions (Figure S3I). In parallel,  $GFR\alpha 1^+$  spermatogonia emerged postnatally by P3, both in WT and *Fgf5* mutants. By P7, their density became already correlated with *Fgf5* dosage (Figure 3B). Notably, during adulthood (up to 10 months

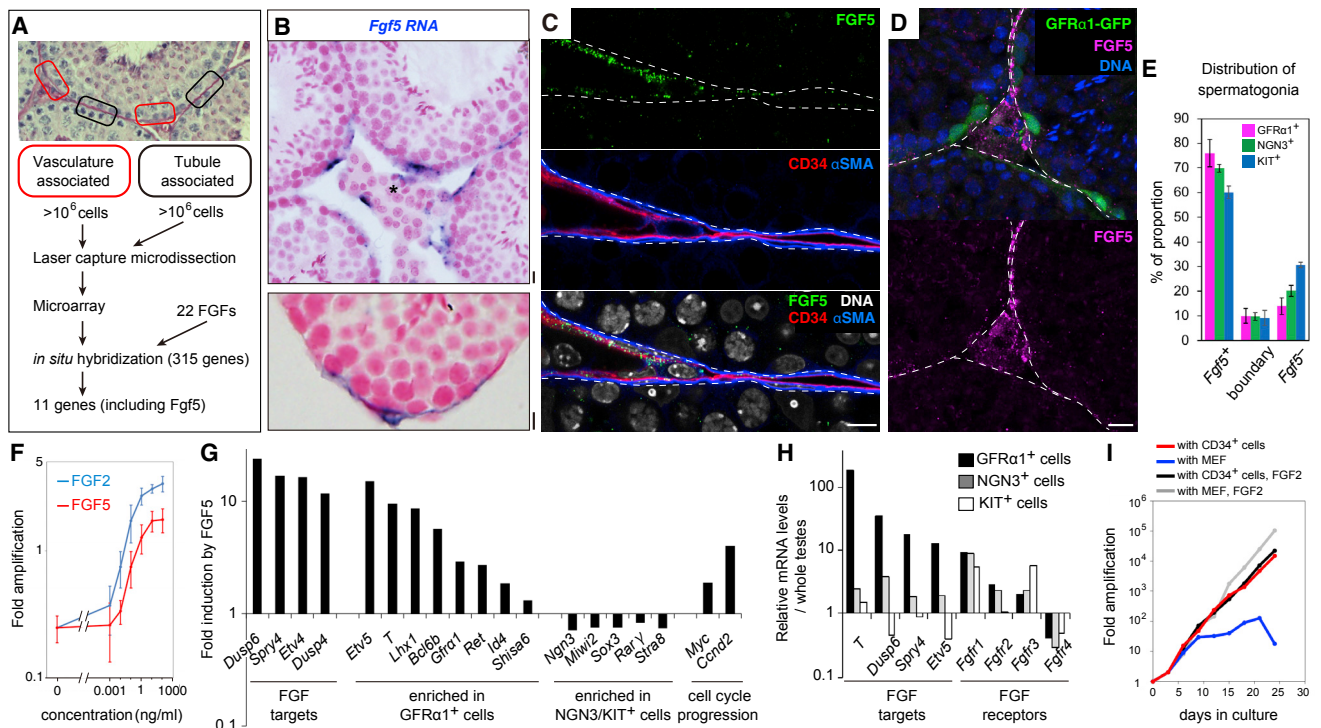

**Figure 2. Identification, Expression, and Mitogenic Function of FGF5**

(A) Outline of the screening for genes preferentially expressed in the vasculature-associated region. (B) Representative ISH images for *Fgf5* (blue) in testis sections, counterstained with nuclear fast red. Asterisk, intertubular arterioles or venules. (C) A representative IF image of a tubule periphery stained for FGF5 (green), CD34 (red), and  $\alpha$ SMA (blue). (D) Representative image of an intertubular region of a GFR $\alpha$ 1-GFP mouse testis stained for GFP (green), FGF5 (magenta), and DNA (blue). Scale bars, 10  $\mu$ m in (B)–(D). Broken lines, outline of tubules (C and D). (E) Relationship between *Fgf5*<sup>+</sup> area and the position of spermatogonia. Detailed data are shown in Figure S1J. (F) Mitogenic effect of FGF5 (red) or FGF2 (blue) on cultured spermatogonia. Fold increase in the number of germline stem (GS) cells cultured with indicated concentration of FGF5 for 8 days. Shown in average  $\pm$  SEM (n = 3 independent experiments). (G) Effects of FGF5 on gene expression. GS cells depleted for FGF2 and GDNF for 3 days were supplemented with or without FGF5 (100 ng/mL) for 24 hr, followed by cDNA microarray analyses. (H) Gene expression of GFR $\alpha$ 1<sup>+</sup>, NGN3<sup>+</sup>, and KIT<sup>+</sup> cells *in vivo*, selected from our published cDNA microarray data of fluorescence-activated cell sorting (FACS)-sorted spermatogonial fractions, normalized to the values from whole testis (Ikami et al., 2015). (I) Amplification of GS cells co-cultured with mouse CD34<sup>+</sup> testicular cells or mouse embryonic fibroblast (MEF) with or without FGF2.

of age), GFR $\alpha$ 1<sup>+</sup> cell density in mutants remained stable relative to WT; loss or excess of *Fgf5* caused no progressive depletion or accumulation of GFR $\alpha$ 1<sup>+</sup> cells over time (Figures 3C and S3D). Further, after an artificial reduction of the GFR $\alpha$ 1<sup>+</sup> cell pool by busulfan treatment, within 3 months, their densities recovered to their original levels specific to the respective genotypes (Figure 3D). We concluded that these mutants sustained steady-state spermatogenesis with different density set points of GFR $\alpha$ 1<sup>+</sup> cells that correlate in a manner that depends remarkably linearly on *Fgf5* dosage.

Because *Fgf5*<sup>−/−</sup> homozygotes still maintain GFR $\alpha$ 1<sup>+</sup> cells, we examined the involvement of other FGFs and detected *Fgf4* mRNA in a pattern similar to that of *Fgf5* (Figures S4A and S4C). We also detected FGF8 protein in rat LE cells (Figures S4B and S4D). In common with *Fgf5*<sup>+/−</sup>, both *Fgf4*<sup>+/−</sup> and *Fgf8*<sup>+/−</sup> heterozygotes showed a proportionate reduction in GFR $\alpha$ 1<sup>+</sup> cell density, although homozygotes were embryonic lethal (Figure 3E; Meyers et al., 1998; Sun et al., 2000). Remarkably, intercross between these mutants demonstrated that

GFR $\alpha$ 1<sup>+</sup> cell density also correlates linearly with the total dosage of *Fgf* genes, regardless of the combinations (Figures 3E and S4E–S4M). We concluded that multiple FGFs play key roles in the regulation of GFR $\alpha$ 1<sup>+</sup> cell density. The observed dependence of GFR $\alpha$ 1<sup>+</sup> cell density on total *Fgf* dosage indicates that FGF signaling plays a limiting role in the regulation of spermatogenic stem cell density.

### Each GFR $\alpha$ 1<sup>+</sup> Cell Receives an Unchanged Level of FGF Signal in *Fgf5* Mutants

How does FGF signaling regulate quantitatively GFR $\alpha$ 1<sup>+</sup> cell density? Given the mitogenic and differentiation-inhibiting functions of FGF (Figures 2F and 2G), we first considered whether GFR $\alpha$ 1<sup>+</sup> cells receive altered levels of FGF signal in mutants, which in turn change their fate, resulting in altered densities. Surprisingly, however, we found that the rates of proliferation, differentiation (RAR $\gamma$ <sup>+</sup> to GFR $\alpha$ 1<sup>+</sup> cell ratio) and death of GFR $\alpha$ 1<sup>+</sup> cells were not different between *Fgf5*<sup>−/−</sup>, *BAC-Fgf5*<sup>Tg/+</sup>, and WT mice (Figures 3F–3H), indicating conserved fate behavior of GFR $\alpha$ 1<sup>+</sup>

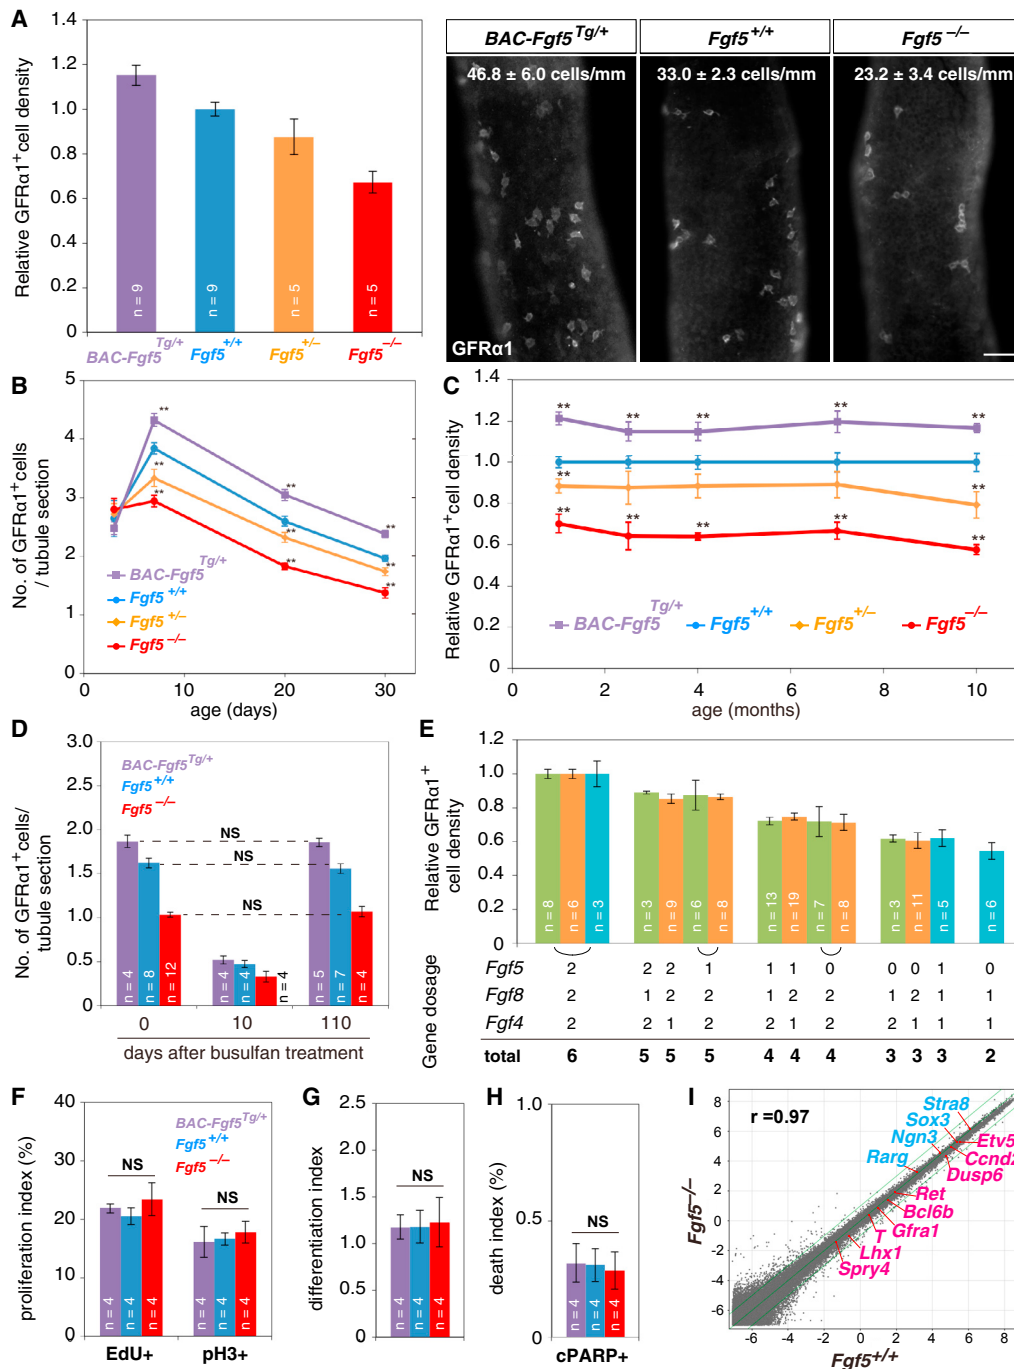

**Figure 3. Dosage of *Fgf* Genes Quantitatively Determines the Density of GFR $\alpha$ 1<sup>+</sup> Cells**

(A) Average densities  $\pm$  SEM of GFR $\alpha$ 1<sup>+</sup> cells and representative IF images of whole-mount seminiferous tubules for GFR $\alpha$ 1 of 2.5-month-old mice with indicated genotypes. Scale bar, 50  $\mu$ m. n, number of mice examined.

(B and C) Average densities  $\pm$  SEM of GFR $\alpha$ 1<sup>+</sup> cells in mice with indicated genotypes during young (B) and adult (C) ages. \*\*p < 0.05 compared to *Fgf5*<sup>+/+</sup>.

(D) Recovery of the GFR $\alpha$ 1<sup>+</sup> cell densities following busulfan treatment in adult mice with indicated genotypes. NS, not significant (t test).

(E) Relative average densities  $\pm$  SEM of GFR $\alpha$ 1<sup>+</sup> cells in mice harboring the indicated dosages of functional *Fgf5*, *Fgf8*, and *Fgf4* alleles. Results from *Fgf5*-*Fgf8* (green), *Fgf5*-*Fgf4* (orange), and *Fgf5*-*Fgf4*-*Fgf8* (cyan) intercrosses were shown separately, given their different genetic backgrounds (Figures S5J and S5K).

(F–H) Indexes of proliferation (EdU<sup>+</sup> and pH3<sup>+</sup> fractions; F), differentiation (quantified as the RAR $\gamma$ <sup>+</sup>/KIT<sup>+</sup> [NGN3<sup>+</sup>] over GFR $\alpha$ 1<sup>+</sup> cell ratio; G), and death (cPARP<sup>+</sup> fraction; H) in GFR $\alpha$ 1<sup>+</sup> cells of indicated mice at 2.5 months of age.

(I) Global gene expression profiles in GFR $\alpha$ 1<sup>+</sup> cells of 2.5-month-old *Fgf5*<sup>+/+</sup> and *Fgf5*<sup>-/-</sup> mice, indicating some positive (red) and negative (blue) FGF5 targets (Figure 2G). r, Pearson's correlation coefficient.

cells between mutants. Consistently, clonal fates of pulse-labeled  $\text{GFR}\alpha 1^+$  cells were essentially unchanged in  $\text{Fgf5}^{-/-}$  mice compared to WT (Figure S4N; Hara et al., 2014). Furthermore, gene expression profiles of  $\text{GFR}\alpha 1^+$  cells were highly conserved between  $\text{Fgf5}^{-/-}$  and WT, showing only minimal differences in FGF target genes (Figures 3I and S4O). These findings support the somewhat counterintuitive conclusion that  $\text{GFR}\alpha 1^+$  cells receive largely unaltered levels of FGF signal, even if the FGF dose and homeostatic  $\text{GFR}\alpha 1^+$  cell density change.

This unexpected observation, as well as the linear relationship between the *Fgf* dosage and  $\text{GFR}\alpha 1^+$  cell density, suggested that the supply of FGF may be a limiting factor that is competed for among the  $\text{GFR}\alpha 1^+$  cell population. In this case, the levels of FGF signal received by each  $\text{GFR}\alpha 1^+$  cell would be equalized among *Fgf* mutants harboring different  $\text{GFR}\alpha 1^+$  cell densities. To develop this hypothesis, we then examined whether  $\text{GFR}\alpha 1^+$  cells consume the extracellular FGF when they receive its signal *in vivo*, as this was probably the simplest form of competition consistent with the general mechanism of FGF signal reception by target cells (Ornitz and Itoh, 2015; Turner and Grose, 2010).

### **$\text{GFR}\alpha 1^+$ Spermatogonia Consume FGF5**

In general, efficient reception of FGF signal requires heparan sulfate (HS) proteoglycans (e.g., syndecans), whose HS chains bind and transfer FGFs to the receptor tyrosine kinases (FGFRs) on the target cells (Ornitz and Itoh, 2015; Turner and Grose, 2010). Reception of FGF by these molecules is accompanied by internalization with the aid of syndecan binding proteins (SDCBPs), transportation to multivesicular bodies, and degradation in lysosomes (Figure 4A; Goh and Sorkin, 2013; Hanson and Cashikar, 2012). Significant levels of mRNAs encoding these factors were detected in  $\text{GFR}\alpha 1^+$  cells (Figures 2H and 4B). At the protein level, FGFR2 and FGFR3 showed higher expression in  $\text{GFR}\alpha 1^+$  cells (Figures 4C, S5A, and S5B). Syndecan4 (SDC4) was detected predominantly on the cell surface (Figure 4C) and in multivesicular bodies ( $\text{CD63}^+$ ), which had been observed previously by EM (Chiarini-Garcia and Russell, 2002; Figures 4E, S5C, and S5D).  $\text{GFR}\alpha 1^+$  cells were also found to be rich in SDCBP (Figures 4C and S5E). HS chains, especially those highly sulfated, were also enriched in  $\text{GFR}\alpha 1^+$  cells, and HS was also found over the basement membrane (Figure S5F). Thus,  $\text{GFR}\alpha 1^+$  cells appeared to be well furnished with the reception machinery for FGFs.

Moreover, we detected speckled FGF5 signals inside  $\text{GFR}\alpha 1^+$  cells (Figure 4D). Given the undetectable levels of *Fgf5* transcripts in these cells, these signals were most likely derived from LE and interstitial cells (Figure 2B). Significant portions of FGF5 cytoplasmic signals were co-localized with SDC4 as cytoplasmic puncta, on  $\text{CD63}^+$  multivesicular bodies, or on  $\text{LAMP1}^+$  lysosomes (Figures 4E and 4F). These observations indicated that  $\text{GFR}\alpha 1^+$  cells consume extracellular FGF5, supporting the idea that  $\text{GFR}\alpha 1^+$  cells compete for FGF. Interestingly, these features were not restricted to  $\text{GFR}\alpha 1^+$  cells but were shared by the entire population of undifferentiated spermatogonia, including  $\text{NGN3}^+$  cells (Figures S5G and S5H). Together, these findings indicate that the FGF signal is active in the interstitium-proximal area, where  $\text{GFR}\alpha 1^+$  and  $\text{NGN3}^+$  undifferentiated spermatogonia may be the principal FGF target cells.

### **Homeostatic Stem Cell Density Regulation Follows from a Model of “Mitogen Competition”**

To gain deeper insight into the mechanism of density regulation, we developed a hypothesis based on the concentration-dependent mitogenic and differentiation-inhibiting activity of FGF, its supply from LE cells, and consumption by  $\text{GFR}\alpha 1^+$  cells (Figure 5A). To challenge this hypothesis, we developed a minimal theoretical model (Methods S1), in which stem cells (viz.  $\text{GFR}\alpha 1^+$  cells) are exposed to a steady supply of mitogens (viz. FGF) from microenvironment (viz. LE cells), whose consumption affects their fate behavior (viz. the probability to self-renew or differentiate). For simplicity, we first focused on the spatially averaged  $\text{GFR}\alpha 1^+$  cell density and mitogen concentration, returning later to consider the effect of spatial inhomogeneity of FGF production. The model is parameterized by effective rate constants that reflect the timescales of (1) stem cell proliferation and differentiation; (2) production, decay, and consumption of mitogens; and (3) the sensitivity of cell fate behavior to mitogen concentration (Figure 5A). Importantly, these population-level rate constants are not equivalent to the microscopic kinetic rate parameters; rather, they integrate the net contribution of indirect effects on mitogen consumption and processing, such as mitogen deposit to the basement membrane, mitogen diffusion, spermatogonial movement, and delays due to the successive activation of downstream targets of the FGF receptor.

Analysis of the model dynamics showed robust convergence to a homeostatic steady state, with a defined  $\text{GFR}\alpha 1^+$  cell density, independent of the starting condition, over a wide range of rate parameters (Figure 5B; Methods S1). Qualitatively, when the  $\text{GFR}\alpha 1^+$  cell density is low (cf. state “1” in Figure 5B), the net rate of FGF consumption decreases, which in turn leads to an increase of FGF concentration (cf. state “2”). This drives an increase in  $\text{GFR}\alpha 1^+$  cell density, as cells now tend to proliferate rather than differentiate. When the  $\text{GFR}\alpha 1^+$  cell density becomes too large (“3”), the opposite situation prevails, leading to a decrease of  $\text{GFR}\alpha 1^+$  cell density (“4”), which eventually converges to a homeostatic set point (green dot in Figure 5B). This scenario constitutes a negative feedback control on  $\text{GFR}\alpha 1^+$  cell density, a requisite for robust homeostatic regulation.

A key feature of this model is the emergence of a linear correlation between the homeostatic  $\text{GFR}\alpha 1^+$  cell density and FGF dosage (Figures 5C and 5D), as observed in *Fgf* mutants (Figures 3C and 3E). Formally, this linear dependence is given by  $s^* = (\mu - kc_0)/k'$ , where  $s^*$  is the homeostatic stem cell density,  $\mu$  is the FGF supply rate,  $k$  is its degradation rate,  $c_0$  is the threshold concentration at which proliferation and differentiation are balanced, and  $k'$  is the rate of FGF consumption by stem cells. The model also captures the counterintuitive observation that the fate behavior of  $\text{GFR}\alpha 1^+$  cells does not change in *Fgf* mutants (Figures 3F–3I and S4N), a consequence of the steady-state FGF concentration being always pinned at the level  $c_0$ , at which the increase (renewal) and decrease (differentiation) of  $\text{GFR}\alpha 1^+$  cells is balanced (Figures 5B and 5E; Methods S1). Given that  $\text{GFR}\alpha 1^+$  cells effectively compete with each other for the limited supply of FGFs (or mitogens more generally), we refer to this mechanism as the “mitogen competition model.”

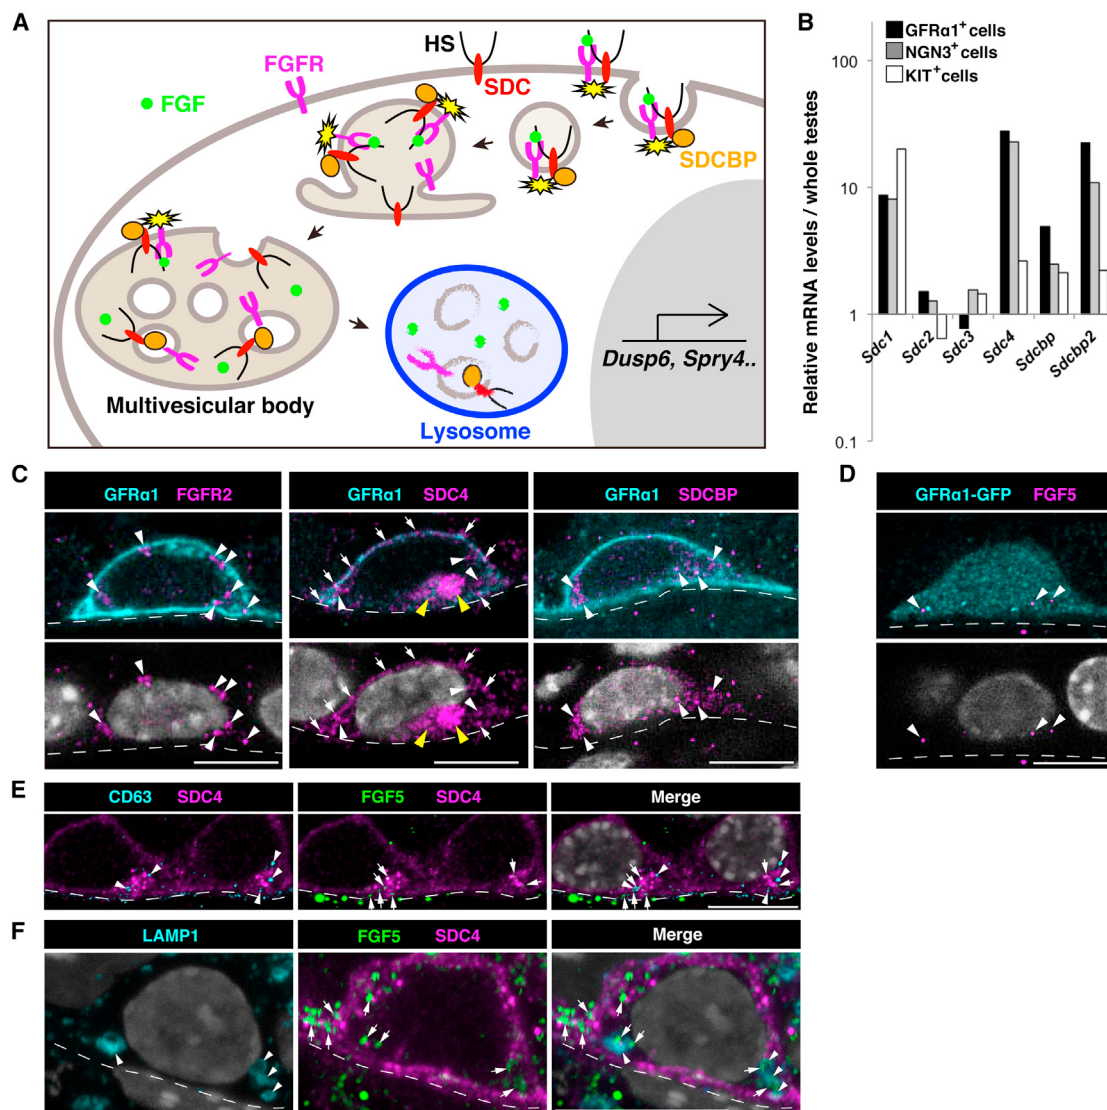

**Figure 4. GFRα1<sup>+</sup> Spermatogonia Uptake and Consume FGF5**

(A) A general scheme of FGF reception on target cells, adopted from [Hanson and Cashikar \(2012\)](#). (Republished with permission of Annual Reviews, from Multivesicular Body Morphogenesis, Phyllis I. Hanson and Anil Cashikar, volume 28, 2012; permission conveyed through Copyright Clearance Center, Inc.) (B) Expression of genes indicated in GFRα1<sup>+</sup>, NGN3<sup>+</sup>, and KIT<sup>+</sup> spermatogonial fractions, selected from published cDNA microarray data ([Ikami et al., 2015](#)), and normalized to the values from the whole testis.

(C and D) Representative images of GFRα1<sup>+</sup> or GFRα1-GFP<sup>+</sup> (cyan) cells exhibiting the speckled cytoplasmic staining of FGFR2, SDC4, SDCBP (C), or FGF5 (D) (magenta, white arrowheads) and cell surface SDC4 staining (white arrows). Cytoplasmic SDC4 signals often form prominent clusters (yellow arrowheads).

(E and F) Representative images of SDC4<sup>+</sup> (magenta) cells co-stained for FGF5 (green) with CD63 (E) or LAMP1 (F; cyan). FGF5<sup>+</sup> speckles (arrows) were often co-localized with CD63<sup>+</sup> (arrowheads) or LAMP1<sup>+</sup> (arrowheads) foci in SDC4<sup>+</sup> cytoplasmic clump. Scale bars indicate 10 μm, and the broken lines show outlines of the tubules in (C)–(F).

How the deposited data were processed for this re-analysis (not part of the article)

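Gene expression was measured on 1-color (Cy3) Agilent whole mouse genome arrays in the 8x60K format, 1 array per sample. The culture experiment of Figure 2G had 2 samples of GS cells with 100 ng/mL FGF5 for 24 hr and 2 without. The experiment of Figure 3I had 3 samples of sorted GFRα1+ cells from WT and 3 from *Fgf5*-/- mice of 2.5 months of age. Conditions and replicate numbers were taken from the sample labels, and doses, times and ages from the paper. The arrays of sorted spermatogonia in Figures 2H and 4B were published earlier and were not used here, nor were the arrays of dissected testis regions behind Table S1.

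The authors deposited the scanner output of each array and a table of normalized values. The scanner output holds, for each spot, the background-subtracted signal on a linear scale, together with flags for saturation, unevenness, outliers and background, from Feature Extraction 10.7.1.1. The table that the authors deposited holds log2 values, which they made in GeneSpring by the floor and the 75th percentile shift without a baseline transformation. On the files, these differ from the log2 of the scanner signal by 1 constant per array. Its 10 columns match the 10 arrays.

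Values were recomputed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Signals under 1.0 would have been set to 1.0, but 0 were. Spots marked as uneven or as population outliers were left out, the spots of a probe were averaged on the log2 scale, and the 75th percentile over the non-control spots of the array was subtracted. The array has 62976 spots, and a probe has up to 10 of them. Gene names came from the files for 33256 probes. Accessions of 27509 probes were found in a RefSeq gene table of GRCm38.p6, which names 2017 of them otherwise than the files do; this table was used for names only, and coordinates are those of the files, in mm9. A probe was tested when it was well above background on every array of at least 1 group. Dim probes are the ones that the background can distort most, and no sequencing depth applies to an array. A gene that was not well above background in 1 group was given as at least a fold change against the background level and not as a measured one, and without a fold where an array of the other group was at background too.

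Each experiment was fitted on its own with lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05. The procedure was tested on simulated data, drawn as normal noise around each probe's mean with the SD fitted to it, with 200 probes changed. At a log2 change of 1 it recovered 0% of them in the culture design and 48% in the sorted design, and at a log2 change of 2 it recovered 89% and 94.5%. Unchanged probes called numbered 23 or fewer, and with no probe changed there were 0 calls. The count of 0 in culture leaves changes near 2-fold open, and larger ones too, since no probe passed there whatever the size of its change.

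The genes named were every gene the paper names for these experiments and the other *Fgf* genes it discusses. The 5 most increased and 5 most decreased genes past the threshold in each comparison were to be added, but no probe passed. The comparisons, tests, gene rule and alternatives were set before the data were examined, apart from those the text marks as chosen later. Gene sets were tested with camera, and with fry and an estimated correlation as alternatives. Other alternatives were quantile normalization, normexp background correction with an offset of 50 (on the mean spot signal in culture and on the median spot signal in sorted cells, since the mean column was absent there), the authors' normalized table, the percentile taken over probes well above background, a floor of 16, outlier spots kept, no filter or a stricter filter on dim probes, an intensity trend in the variance, the replicate number as a block, the mean of a gene's probes, and leaving out each array in turn. Lists of markers covered Sertoli cells, Leydig cells, macrophages, peritubular cells and fibroblasts, endothelial cells, spermatocytes, spermatids, differentiating spermatogonia and genes of the Y chromosome.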

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

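The count of changed probes on other chromosomes, the counts near *Fgf5* with background levels or on all 6 arrays and the test of fibroblast markers in the culture were chosen only after these results were seen.

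Genes outside those the paper discusses rose with FGF5 in GS cells as strongly as most genes of Figure 2G. Among genes well above background on all 4 arrays whose conditions did not overlap, 127 were at least 2-fold higher with FGF5. The 3 largest, chosen after their values were seen, were *Epha2* (chromosome 4 of mm9, 140885139 to 140885198), *Nefm* and *Ltb*. Their log2 fold changes were 4.43 for *Epha2*, 3.29 for *Nefm* and 3.08 for *Ltb*, with standard errors of 0.84, 0.73 and 0.38. None passed the adjustment over all probes in limma (adjusted p = 1.00). Under the other scalings the log2 fold changes lay between 3.78 and 4.43 for *Epha2*, between 2.61 and 3.30 for *Nefm* and between 2.09 and 3.12 for *Ltb*, the lower ends under normexp. The changes were positive in both pairs of equally numbered samples, 2.85 and 6.01 for *Epha2*, 2.19 and 4.39 for *Nefm* and 2.87 and 3.29 for *Ltb*. In sorted *Fgf5*-/- cells the same probes had log2 fold changes of -0.41, -0.19 and -0.055, none of them past the threshold. A larger share of feeder or other fibroblasts with FGF5 was weighed with 10 fibroblast markers. Their median difference was -0.10 on the log2 scale between the samples numbered 2, which argues against fibroblasts as the cause there. Between the samples numbered 1 it was 0.54, so fibroblasts may add to the smaller changes in that pair. A response of GS cells to FGF5 stays open as a hypothesis.

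Probes near *Fgf5* differed between the genotypes more often than others in the sorted cells. Of the 235 tested probes within 10 Mb of the *Fgf5* probe, 7 differed at least 2-fold, which is 2.98%, against 0.922% elsewhere (Fisher's exact test, two-sided, p = 0.00697). An unadjusted p under 0.05 was found for 33 of them, or 14.0%, against 6.77% of all tested probes. The 7 probes, named after their values were seen, are those of *Adamts3*, *Epgn*, *Ppef2*, *Gpat3* and *Gbp6* and 2 without a gene name. The measured log2 fold changes reach from -1.52 for *Gbp6* to 2.11 for *Ppef2*, and 0 passed the adjustment in limma. *Gpat3* was above background on 0 of 3 *Fgf5*-/- arrays and is only at least 1.47-fold lower there. With groups at background set at their background level, 6 probes or 2.55% differed near the gene against 0.865% elsewhere (Fisher's exact test, two-sided, p = 0.0180), and among probes well above background on all 6 arrays 3 of 219 or 1.37% did against 0.332% (Fisher's exact test, two-sided, p = 0.0390). Leaving out 1 array gave 3.39% to 6.33%, against 1.46% to 2.30% elsewhere, and the other scalings gave 2.98%, except normexp, where 2 of the 235 probes, or 0.851%, differed against 0.176% elsewhere (Fisher's exact test, two-sided, p = 0.0681). Of 2381 other windows of 20 Mb, with centres 1 Mb apart, 2.77% had a share as high, and the highest share was 15.4%. These windows overlap and some held denser clusters, so a general clustering of changed probes along chromosomes cannot be excluded. Chance cannot be excluded: 2 of the 10 splits of the 6 arrays, the real one included, gave a share as high. The other such split, at 2.99%, sets WT replicate 1 with *Fgf5*-/- replicates 1 and 3. A segment of DNA carried along with the *Fgf5* allele stays open as a candidate explanation. The share of 2.98% is the observation itself and lends it no separate weight. It cannot account for the differences elsewhere, since 259 probes on other chromosomes differed at least 2-fold. The paper gives C57BL/6 as the background of both genotypes, and its text does not name the strain in which the allele arose. Effects of the loss of FGF5 on neighbouring genes were not tested.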

How the results depend on the processing

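The mean of single-array pairs and, for *Etv4*, *Lhx1* and *Neurog3*, the other probe and the mean of the probes were chosen after seeing the data, as were the counts with groups set at their background level; the remaining alternatives were set beforehand. Of 1089 values under alternatives, 997 counted as unchanged. For genes and sets this means the same direction and, where tested, the same side of the threshold. Counts had to stay within a set ratio of the main count, and r within the SD of the between-genotype pairs. Some alternatives change only the tested probes or the variance, so a gene's fold change could not move under them. The tally of Figure 2G genes in the stated direction was 16 to 18 with 1 array left out, 19 with no filter on dim probes and 14 with the strict filter, where fewer genes were tested. No named gene was called under any alternative.

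In culture, 0 probes were called under every alternative. The number changed at least 2-fold was 125 under normexp, 2541 with no filter and 216 with the strict filter, and 1020 (without replicate 2 with FGF5) to 1787 (without replicate 1 with FGF5) with 1 array left out. The filters act through the number of dim probes tested. Leaving out an array also changes which probes are tested, since 1 array above background then suffices in its group. Normexp was run with 50 added to every signal, which shrinks the log2 differences of dim probes by construction. Its share in the lower count was not separated from that of the background correction itself. The share of changed probes that were higher was 66.4% as reported, 78.8% after quantile normalization, 73.6% with a floor of 16 and 94.4% under normexp, 35.9% with no filter, 85.2% with the strict filter and 25.5% to 73.7% with 1 array left out.

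In sorted cells, the number of probes called with 1 array left out was 0 to 6: 6 without *Fgf5*-/- replicate 1, 5 without *Fgf5*-/- replicate 3, 1 without WT replicate 2 (*Kcnq5*) and 1 without WT replicate 3 (a probe without a gene name). The named ones among the others are *1700023E05Rik*, *Sash3*, *Grin3a*, *5830415G21Rik* and *Ceacam2*. None of the 13 was tested with all 6 arrays, since each was at background on the array left out. The number changed at least 2-fold was 55 under normexp, 2992 with no filter, 97 with the strict filter and 447 to 716 with 1 array left out. The share of changed probes that were higher was 51.1% as reported, 61.8% with the percentile over probes well above background, 23.6% under normexp, 24.7% with the strict filter and 13.3% to 73.4% with 1 array left out.

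The threshold for sets in this part is an unadjusted p of 0.05. The correlation of the mean profiles was 0.973 as Spearman's rho and 0.978 as the mean of single-array pairs, and 0.991 to 0.997 under the other alternatives. The induced list of Figure 2G kept its direction under every alternative and was no longer past the threshold with an estimated correlation (median -0.16), nor was the wider induced set (median -0.15); its median was -0.21 to -0.10 with 1 array left out. The main definition of the wider sets held 0 probes; the top 100 probes gave -0.15 for the induced and -0.20 for the reduced set. The reduced list was past the threshold after quantile normalization (0.28), under normexp (0.10), with the percentile over probes well above background (0.21) and with an intensity trend (0.15); its median was 0.084 to 0.27 with 1 array left out, past the threshold without WT replicate 1 (0.27) and without *Fgf5*-/- replicate 1 (0.23). The wider reduced set, with 18 probes, changed the direction of its test with a median of -0.0053 after quantile normalization, -0.14 with the percentile over probes well above background, 0.0095 with no filter and -0.20 with an intensity trend, with the replicate block and under fry. With 1 array left out its median was -0.23 to 0.32, the latter past the threshold without replicate 1 of GS cells without FGF5; it was also past it without replicate 2 of GS cells with FGF5 (median 0.019). The cause of these changes was not tested. Without a GS array the wider sets share as few as 2 and 10 probes with the tested ones.

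Of the named genes, 20 of 29 in culture and 17 of 30 in sorted cells kept 1 direction in their brightest probe under every alternative. The others changed sign, again with no cause tested; their log2 fold changes as reported lay within 0.13 of 0, except for *Neurog3* in culture (-0.28) and *Sdc2* and *T* in sorted cells (-0.18 each). Leaving out 1 array moved some of the larger fold changes in culture by over 1.5 times, to 12.9 and 45.0 for *Dusp6*, 9.04 and 25.5 for *Etv5*, 5.36 and 25.7 for *Dusp4*, 5.37 and 16.7 for *Etv4*, 3.66 and 9.00 for *Bcl6b*, 2.20 and 7.30 for *Ccnd2* and 1.46 and 5.90 for *Gfra1*. The lower value came without replicate 2 with FGF5 and the higher without replicate 1 with FGF5, except for *Etv5*, where these were the arrays without FGF5. In culture, *Sdc1* was 0.0054 with the percentile over probes well above background. In sorted cells, quantile normalization gave 0.017 for *Ccnd2*, 0.032 for *Fgfr1*, 0.040 for *Sdcbp* and 0.11 for *Sox3*; normexp gave -0.12 for *Ret* and 0.042 for *Sdcbp*; and the percentile over probes well above background gave 0.033 for *Fgf8*, 0.019 for *Fgfr2*, 0.018 for *Fgfr4*, 0.053 for *Sdcbp* and 0.019 for *Sox3*. With 1 array left out, the ranges in culture were -0.049 to 0.10 for *Fgfr1*, -0.11 to 0.030 for *Fgfr2*, -0.33 to 0.089 for *Fgfr3*, -0.59 to 0.34 for *Fgfr4*, -0.65 to 0.090 for *Neurog3*, -0.046 to 0.045 for *Sdc1*, -0.78 to 0.58 for *Sdc2*, -0.26 to 0.13 for *Sdc4* and -0.053 to 0.24 for *Sdcbp*. In sorted cells they were -0.23 to 0.0097 for *Dusp4*, -0.25 to 0.11 for *Fgf8*, -0.13 to 0.046 for *Fgfr1*, -0.20 to 0.085 for *Fgfr2*, -0.18 to 0.099 for *Fgfr4*, -0.022 to 0.29 for *Rarg*, -0.039 to 0.062 for *Ret*, -0.34 to 0.073 for *Sdc2*, -0.071 to 0.11 for *Sdcbp*, -0.18 to 0.041 for *Sdcbp2*, -0.14 to 0.14 for *Sox3* and -0.46 to 0.0014 for *T*.

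With the replicate number as a block, 0 probes were called in either experiment; 2549 had an unadjusted p under 0.05 in culture (smallest adjusted p = 0.150) and 1561 in sorted cells. Over the genes of Figure 2G alone, which the study picked on these samples, 13 of 17 passed in culture, among them *Gfra1* (adjusted p = 0.00124), with log2 differences of 1.54 and 1.57 between equal numbers, and of the reduced genes *Sox3* (adjusted p = 0.0380), with -0.32 and -0.48. The labels do not state that equal numbers share a batch. Deviations from the group means correlated across probes between equal numbers in culture (r = 0.636) and not in the sorted cells (r = -0.420 to -0.149). A block for slide and scan was not run, because the arrays of each experiment share 1 slide and 1 scan. Signal over background limits the dim genes: *Myc* and *Shisa6* could not be tested in culture, and *Spry4* and *T* have only a lower bound there, at least 3.18-fold and 12.8-fold for *Spry4* and 2.99-fold and 8.28-fold for *T* by single arrays with FGF5; their fitted log2 fold changes, which are no bounds, were 1.64 and 1.07 under normexp. With groups at background set at their background level, 373 probes changed at least 2-fold in culture, 273 of them higher, and 266 in sorted cells, 138 of them higher.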

Differences from the paper's values

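The paper's Figure 2G shows *Lhx1* at about 8.7-fold in Fig. 2G, read by eye, and the value here was 2.19. Every alternative run on this probe still differed, from 1.49 to 3.20. Of the alternatives chosen after seeing the values, the mean of both probes gave 4.35 and still differs, and the other probe gave 8.66 and does not differ. Chosen in the same way, the other probes of *Etv4* and *Neurog3* gave 16.6 and 0.712, where Fig. 2G, read by eye, shows about 17 and about 0.72; their brightest probes, at 9.47 and 0.823, do not differ by more than the replicates do.

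The paper's correlation between the genotypes is about 0.97 in Fig. 3I, and the value here was 0.993. Of the alternatives set before the data were examined, Spearman's rho, at 0.973, does not differ, and the others, from 0.991 to 0.997, do. The legend of Figure 3I names Pearson's coefficient, so rho is another measure and does not explain the difference. The mean over single-array pairs, chosen after seeing the values, was 0.978 and still differs, while single pairs of arrays of different genotype reach as low as 0.969.

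The paper's Figure 2G lists *Myc* and *Shisa6* among the genes that FGF5 raised. Here *Myc* was above background on 1 of 2 arrays with FGF5 and 0 of 2 without and was not tested, and *Shisa6* was above background on 0 of 4 arrays. Over the whole list, 17 of 17 tested genes went the way of the figure.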

Other observations

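The tests over the splits of the number of called probes and of the number at an unadjusted p under 0.05, the ratio of responses over 10 genes and the test of germ cell genes in the culture were chosen only after the results were seen; the other tests in this part were set before their values were known.

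The lower level of the induced Figure 2G genes in *Fgf5*-/- cells was weighed against 3 technical explanations. The narrower signal range of *Fgf5*-/- replicate 1 is argued against by the median of -0.23 without that array. A general loss of bright probes in the *Fgf5*-/- arrays is argued against by random lists matched on mean signal, of which 1.69% of 10000 had a median as low. More differentiating germ cells in the *Fgf5*-/- sorts cannot be told apart from a lower signal, because the medians of the markers were near 0 with members on both sides, at 0.031 for spermatocytes and -0.027 for differentiating spermatogonia. Chance cannot be excluded with 10 splits of the 6 arrays, although only 1, the real one, gave a camera p as small. A slightly lower FGF signal in the cells that remain in *Fgf5*-/- testes may therefore be looked at as a hypothesis, and its median change stayed between -0.24 and -0.10 on the log2 scale over all settings. For the reduced list, 4 of the 10 splits gave a camera p as small, so chance cannot be excluded there either.

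The wider set of the most induced probes was lower as well. Without the 10 probes of Figure 2G genes its 73 others had a median of -0.14, with 54 lower, so the genes of the figure are not the whole cause. Of 10000 random lists matched on mean signal, 0% had a median as low, which argues against a loss of bright probes. The real split was the only 1 of 10 with a camera p as small, and for the most reduced probes all 10 of 10 were, so chance cannot be excluded for either set.

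Chance cannot be excluded for the overall difference between the genotypes. Of the 10 splits, the real one included, 7 had as many probes changed at least 2-fold and 2 had as many at an unadjusted p under 0.05, where the other 8 had fewer. The number of called probes decides nothing, since the real split had 0 and all 10 of 10 therefore had as many. Other testis cells in the sorts were weighed with 7 marker lists, of which no list had more than 1 gene changed at least 2-fold in the same direction. This cannot tell them apart from changes in the GFRα1+ cells, since 36 of the 45 tested markers were also well above background on all 4 arrays of GS cells. The medians of the log2 fold changes were 0.18 for 8 Sertoli cell markers, -0.51 for 2 Leydig cell markers, -0.070 for 4 macrophage markers, -0.17 for 8 markers of peritubular cells and fibroblasts, 0.015 for 6 endothelial markers and 0.34 for 8 spermatid markers. Those of 3 genes of the Y chromosome were 0.28. The 2 markers changed at least 2-fold were *Cyp17a1*, at -1.06, and *Col3a1*, at 1.96, which was higher on every *Fgf5*-/- array. The change of *Cyp17a1* rests mainly on *Fgf5*-/- replicate 1, with a log2 signal of -1.64. The other *Fgf5*-/- arrays had 0.53 and 0.093, and the WT arrays 0.56 to 0.88. The Leydig cell median, over 2 genes, rests on the same array. *Stra8*, on the list of differentiating spermatogonia, is also a gene of Figure 2G.

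*Fgf5*-/- replicate 1 stood apart from the other sorted arrays, with a mean r of 0.973 to the other 5, which had 0.977 to 0.980. After quantile normalization its mean r was 0.977, still the lowest but within 0.001 of the next, so a narrower signal range may explain most of the distance and cannot be told apart from a difference in the cells. More of the other testis cells in that sort are argued against, since 0 of the 7 marker lists were raised on that array. A smaller share of them stays open, since relative to the mean of the 6 arrays the medians of the Leydig cell markers (-0.86, 2 genes), spermatid markers (-0.66), macrophage markers (-0.18) and markers of peritubular cells and fibroblasts (-0.19) were the lowest of the 6 on that array. No biological explanation was tested.

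The response to FGF5 was larger in replicate 2 of the culture than in replicate 1. Of the 12 tested induced genes of Figure 2G, 11 changed more in replicate 2, and over all 12, which include *Spry4* and *T* at background without FGF5, the median response was 2.02 in replicate 1 and 3.17 in replicate 2 on the log2 scale. Over the 10 others, all with a larger change in replicate 2, it was 1.65 and 3.09. Pairing by number is an assumption here. A different signal range of the arrays is argued against by the ratio of the median responses after quantile normalization, which was 1.62 over the 12 genes (1.56 before) and 1.86 over the 10 (1.88 before). A larger share of fibroblasts with FGF5 in replicate 1 is argued against as the whole cause. By dilution alone it would lower the other germ cell genes by 1.14, while 11 of them, the reduced genes of Figure 2G and markers of differentiating spermatogonia, had a median change of -0.080 in replicate 1 and none was below -0.32. A smaller part cannot be told apart from a smaller response of the cells. The fibroblast markers were not higher on both arrays of replicate 1, whose lowest median less the highest of replicate 2 was -0.35, but the array of replicate 1 with FGF5 had the highest median of the 4, at 0.24 above the mean. A difference in the culture or in the exposure to FGF5 stays open and was not tested.

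Genes for the reception of FGF, which the paper reports in earlier arrays, were also measured here. In *Fgf5*-/- sorted cells the receptors *Fgfr1* to *Fgfr4* had log2 fold changes from -0.12 to -0.040 in their brightest probes, while other probes gave 0.68 (higher on every *Fgf5*-/- array) and 0.14 for *Fgfr1* and 0.27 for *Fgfr3*. The 6 syndecan and syndecan binding protein genes of Figure 4B lay between -0.28 and 0.35 in their brightest probes, with -0.29 and 0.10 in other probes of *Sdcbp*. None passed the adjustment, and several change sign with the scaling, *Fgfr1* after quantile normalization (0.032) and *Fgfr2* (0.019) and *Fgfr4* (0.018) with the percentile over probes well above background. In the GS cultures, *Fgf5* was well above background on all 4 arrays, with a log2 fold change of -0.56 when FGF5 was added (standard error 0.37). The arrays cannot tell spermatogonia from feeder or other cells as its source. All 8 markers of peritubular cells and fibroblasts tested in the sorted cells were well above background in these cultures too. *Fgf5* was lower on both arrays with FGF5 than on both without, and did not pass the adjustment. If the arrays are independent, chance gives such a separation for 33.3% of probes in either direction.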
